# HDAC1 modulates OGG1-initiated oxidative DNA damage repair in the aging brain and Alzheimer’s disease

**DOI:** 10.1038/s41467-020-16361-y

**Published:** 2020-05-18

**Authors:** Ping-Chieh Pao, Debasis Patnaik, L. Ashley Watson, Fan Gao, Ling Pan, Jun Wang, Chinnakkaruppan Adaikkan, Jay Penney, Hugh P. Cam, Wen-Chin Huang, Lorena Pantano, Audrey Lee, Alexi Nott, Trongha X. Phan, Elizabeta Gjoneska, Sara Elmsaouri, Stephen J. Haggarty, Li-Huei Tsai

**Keywords:** DNA damage and repair, Cognitive ageing, Alzheimer's disease, Neurodegeneration, Learning and memory

## Abstract

DNA damage contributes to brain aging and neurodegenerative diseases. However, the factors stimulating DNA repair to stave off functional decline remain obscure. We show that HDAC1 modulates OGG1-initated 8-oxoguanine (8-oxoG) repair in the brain. HDAC1-deficient mice display age-associated DNA damage accumulation and cognitive impairment. HDAC1 stimulates OGG1, a DNA glycosylase known to remove 8-oxoG lesions that are associated with transcriptional repression. HDAC1 deficiency causes impaired OGG1 activity, 8-oxoG accumulation at the promoters of genes critical for brain function, and transcriptional repression. Moreover, we observe elevated 8-oxoG along with reduced HDAC1 activity and downregulation of a similar gene set in the 5XFAD mouse model of Alzheimer’s disease. Notably, pharmacological activation of HDAC1 alleviates the deleterious effects of 8-oxoG in aged wild-type and 5XFAD mice. Our work uncovers important roles for HDAC1 in 8-oxoG repair and highlights the therapeutic potential of HDAC1 activation to counter functional decline in brain aging and neurodegeneration.

## Abstract (web summary)

Defects in DNA repair have been linked to brain aging and neurodegenerative disorders. Here the authors reveal a role for HDAC1 in stimulating OGG1 activity to alleviate 8-oxoG lesions with implications in the aging brain and neurodegenerative diseases.

## Introduction

Progressive deterioration of cellular and physiological functions is inevitable symptoms of aging, increasing vulnerability to diseases, and mortality^1^. Genomic instability due to accumulation of DNA damage is a hallmark of aging^2^, and has been linked to DNA mutations, altered gene expression, and cognitive impairment in the human brain^3,4^. Consistently, mutations in DNA repair genes and impaired DNA repair pathways are associated with premature aging and neurological symptoms in humans and rodents^5–7^, while upregulation of DNA repair pathways is found in long-lived rodents and reducing DNA damage in model systems improves outcomes^8–10^. A better understanding of the mechanisms regulating DNA damage and repair in the brain holds potential for identifying interventions to combat aging and disease.

Impaired DNA damage repair pathways are associated with numerous neurodegenerative conditions^7^. In Alzheimer’s disease (AD), post-mortem patient brains exhibit elevated DNA double-strand breaks (DSBs) and reduced expression of DSB repair factors^11,12^, and AD brain extracts show reduced DSB repair capacity in vitro^13^, reflecting impaired non-homologous end joining (NHEJ). In mouse models such as CK-p25 and Tau P301S, elevated DNA damage is observed at pre-symptomatic stages before the appearance of neurological symptoms or neurodegeneration^14,15^. Haploinsufficiency for DNA polymerase β, an enzyme involved in base excision DNA repair, exacerbates pathologies in 3xTg mice^16^. Thus, elevated DNA damage likely predisposes for neurodegenerative disease, and enhancing DNA repair may forestall functional decline in brain aging and neurodegeneration^9,10^.

Histone deacetylases (HDACs) are enzymes that remove acetyl groups from lysine residues of histones and non-histone proteins. HDACs modulate many cellular processes, including transcription, chromatin remodeling, and DNA repair^17^. We have previously uncovered functions for HDAC1, a class I HDAC, in maintaining genomic integrity in cultured neurons and the mouse brain^14,15,18^. DSB triggers HDAC1 recruitment to break sites to deacetylate H3 at lysine 56 (H3K56) and histone H4 at lysine 16 (H4K16), which promotes DSB repair through NHEJ^19^, the major DSB repair pathway in neurons^7^. However, it remains unclear whether HDAC1 plays a role in other DNA repair pathways, and whether HDAC1 is required for proper gene expression and normal brain functions during aging.

Here, we examine the effects of conditional *Hdac1* deletion (*Hdac1* cKO) in neurons and astrocytes on brain function. Despite the lack of gross brain abnormalities, *Hdac1* cKO mice exhibited age-dependent cognitive decline. Although HDAC1 is a well-known transcriptional repressor^17^, a majority of differentially expressed genes (DEGs) in aged *Hdac1* cKO mice were downregulated. Intriguingly, the promoters of many downregulated genes contain a guanine-rich sequence known to be susceptible to oxidative DNA damage, which became enriched with 8-oxoguanine (8-oxoG) DNA lesions in aged brains. We show that HDAC1 interacts with and deacetylates 8-oxoGDNA glycosylase 1 (OGG1), a DNA glycosylase responsible for 8-oxoG lesion removal^20^, enhancing its cleavage activity. *Hdac1* ablation resulted in reduced OGG1 activity, coinciding with elevated 8-oxoG lesions at the promoters of susceptible genes and their transcriptional repression. We observe increased 8-oxoG lesions in 5XFAD mice, an AD model^21^, and a significant overlap with genes downregulated in aged *Hdac1* cKO mice. We demonstrate that HDAC1 activity is impaired in 5XFAD mice, and that HDAC1 deficiency in 5XFAD mice exacerbates 8-oxoG lesions. Furthermore, pharmacological activation of HDAC1 stimulated OGG1 activity, reduces 8-oxoG lesions in aged wild-type and 5XFAD mice, and alleviates 5XFAD cognitive deficits. Our findings uncover a role for HDAC1 in modulating DNA repair of 8-oxoG lesions and highlight the therapeutic potential of pharmacological HDAC1 activation in brain aging and neurodegeneration.

## Results

### Aged *Hdac1* cKO mice display astrogliosis and DNA damage

To understand HDAC1 functions in the brain, and to circumvent embryonic lethality associated with germline deletion of *Hdac1*^22^, we generated *Hdac1* brain-specific cKO mice by crossing *Hdac1*^*f/f*^ mice^23^ to those expressing *Nestin-Cre*^24^, resulting in *Hdac1* deletion in neurons and astrocytes. Indeed, we observed loss of HDAC1 in hippocampal lysates of 3-month-old *Hdac1* cKO animals (Supplementary Fig. 1a). Immunohistochemistry confirmed HDAC1 absent in neurons and astrocytes, but detectable in microglia (Supplementary Fig. 1b).

Young (3-month-old) cKO animals displayed no gross abnormalities in brain organization. Immunohistochemistry showed no significant changes in cellular abundance or distribution of neurons, astrocytes, and microglia between young *Hdac1* cKO mice and age-matched *Hdac1*^*f/f*^ controls (Supplementary Fig. 1c, d). We next examined aged (13-month-old) animals, and found that whereas the number of neurons and microglia were similar in the aged hippocampus (Supplementary Fig. 1c, d), there was a significant increase in astrocyte number and glial fibrillary acidic protein (GFAP) immunoreactivity (Fig. 1a, b), indicative of astrogliosis. HDAC1 deficiency did not alter the number of apoptotic cells in the mouse brain (Supplementary Fig. 1e, f). Astrocytes displayed age-dependent increase in size in aged versus young controls (Fig. 1a, b), as quantified by 3D volume rendering of GFAP signals, consistent with their reported morphological changes and hypertrophic processes as the brain ages^25^. Notably, astrocytic hypertrophy and process ramification were enhanced in aged *Hdac1* cKO mice (Fig. 1a, b). No difference was observed in GFAP intensity, astrocyte number, or size in young *Hdac1* cKO versus control mice (Fig. 1a, b). Thus, HDAC1 deficiency results in astrogliosis, increased GFAP immunoreactivity, and astrocytic hypertrophy.

**Fig. 1:**
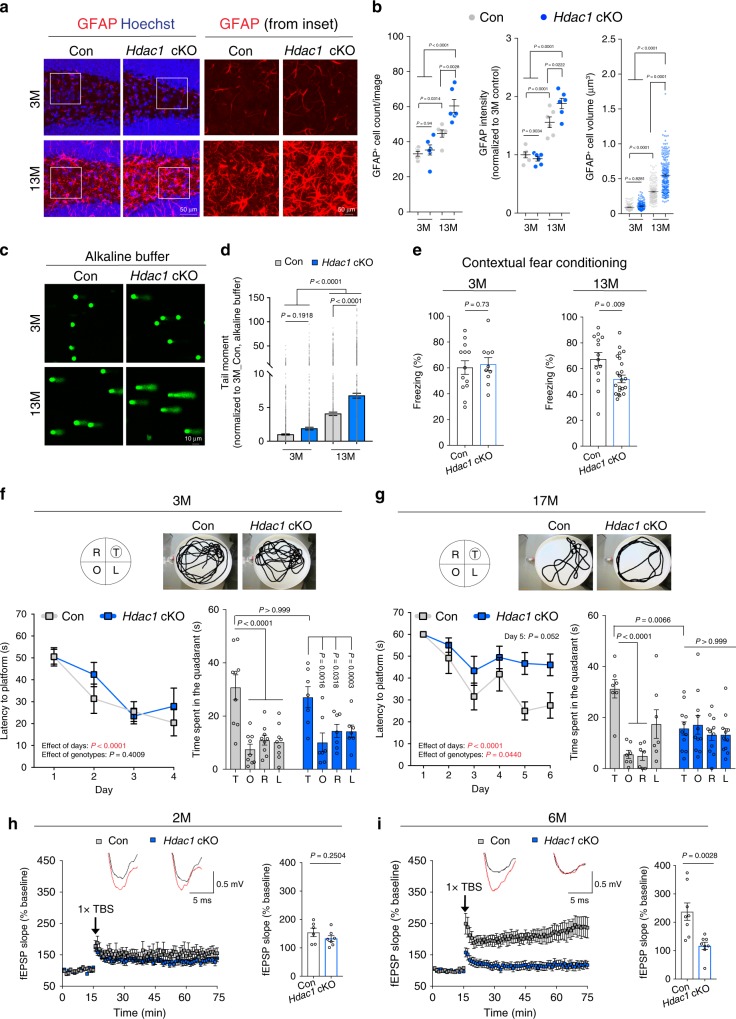
*Hdac1* cKO mice exhibit age-associated impairments. **a** Representative images of control and *Hdac1* cKO mice at the age of 3 months (3M) and 13 months (13M) stained for GFAP (red) and nuclei Hoechst (blue) in the hippocampal region. **b** Analysis of GFAP^+^ cells. **a**, **b** Three mice were analyzed in each group (two sections/mouse). Cells analyzed for cell volume were: 144 (3M control), 168 (3M *Hdac1* cKO), 181 (13M control), and 227 (13M *Hdac1* cKO). **c**, **d** Representative images and quantification of the comet assay using hippocampal homogenates. **c**, **d** Nuclei analyzed (three mice/group) were: 1356 (3M control), 1268 (3M *Hdac1* cKO), 1898 (13M control), and 1944 (13M *Hdac1* cKO). **e** Analysis of freezing behavior during contextual fear conditioning test. Animals analyzed were: 13 (3M control), 10 (3M *Hdac1* cKO), 14 (13M control), and 22 (13M *Hdac1* cKO). **f**, **g** Control and *Hdac1* cKO mice were subjected to the Morris water maze (MWM) test. Shown are the latencies to hidden platform during training and time spent in each quadrant during the probe trial. Images show the location of each quadrant and swim trace of mouse during the probe trial. T = target, O = opposite, R = right, L = left. Animals analyzed were: 9 (3M control), 7 (3M *Hdac1* cKO), 7 (17M control), and 11 (17M *Hdac1* cKO). **h**, **i** Hippocampal LTP induction in control and *Hdac1* cKO mice. Animals/slices analyzed were: 3/6 (2M control), 3/7 (2M *Hdac1* cKO), 4/8 (6M control), and 5/8 (6M *Hdac1* cKO). Overlay of the representative field excitatory post-synaptic potential slope (fEPSPs) before (black trace) and after (red trace) LTP induction. Theta-burst stimulation (TBS). All values are shown as mean ± SEM. Statistical analysis: **b**, **d** one-way ANOVA with Tukey’s post hoc test; **e**, **h**, **i** two-tailed Student’s *t* test; **f**, **g** two-way repeated-measures ANOVA with Bonferroni’s post hoc test for acquisition phase; two-way ANOVA with Bonferroni’s post hoc test for probe trial. Source data are provided as a Source Data file.

We previously reported that cultured neurons lacking HDAC1 exhibit increased DNA damage^14,15^. To assess the effect of HDAC1 deficiency on DNA damage in vivo, we performed the comet assay on hippocampal homogenates of *Hdac1* cKO and control mice. Single-cell suspensions are embedded in agarose before subjecting to electrophoresis. As damaged DNA migrates faster, nuclei with DNA damage exhibit a comet-like morphology, with longer length or higher intensity of the DNA in the comet “tail” indicating increased DNA damage and quantified as “tail moment” (tail length × tail DNA%)^26^. Electrophoresis, when performed in an alkaline buffer, enables detection of multiple classes of DNA damage^26^. We observed no difference in tail moment when comparing young *Hdac1* cKO mice to controls; however, tail moment was increased in aged versus young controls (Fig. 1c, d), indicating increased DNA damage in the aged brain. Importantly, HDAC1 loss significantly elevated tail moment compared to controls in aged mice (Fig. 1c, d). These findings support important roles for HDAC1 in maintaining genomic integrity during brain aging.

### *Hdac1* cKO mice exhibit age-dependent cognitive decline

We next assessed whether HDAC1 deficiency impacts cognitive function. We first conducted contextual fear conditioning to evaluate hippocampal-dependent spatial memory^27^. Contextual memory, as measured by freezing behavior, was unaltered in young *Hdac1* cKO mice (Fig. 1e). Notably, aged *Hdac1* cKO mice exhibited a 22.2% reduction in freezing behavior compared to controls. Locomotor activity, which can affect freezing behavior^27^, was unaltered in aged *Hdac1* cKO mice (Supplementary Fig. 1g). We also subjected *Hdac1* cKO mice to the Morris water maze task that assesses hippocampal-dependent spatial learning^28^. HDAC1 deficiency did not alter cognitive performance in young animals, while aged cKO mice showed increased escape latency compared to controls (Fig. 1f, g). Moreover, these mice exhibited impaired memory recall, as demonstrated by a 50.3% reduction in time spent in the target quadrant compared to controls during the probe trial (Fig. 1g). Cognitive deficits observed in aged *Hdac1* cKO mice were not due to a change in swimming velocity nor impaired vision (Supplementary Fig. 1h, i). We next tested whether HDAC1 deficiency could impair long-term potentiation (LTP), potentially underlying their memory dysfunction in aging^29^. While hippocampal LTP induction was not altered at 2 months of age, we could already detect impairments in 6-month-old *Hdac1* cKO mice (Fig. 1h, i). Thus, *Hdac1* cKO mice exhibit age-dependent deficits in memory function and LTP induction, concomitant with increased DNA damage.

### HDAC1 controls a unique gene expression program in aging

HDACs are known to repress gene expression by collaborating with transcriptional co-repressors at gene promoters^30^. We performed differential gene expression analysis via RNA-sequencing (RNA-seq) to determine whether altered gene expression in *Hdac1* cKO mice contributes to the aforementioned phenotypes. RNA-seq analysis of hippocampal tissues from young mice revealed 115 DEGs (52 upregulated genes, 63 downregulated genes, *Hdac1* cKO versus controls; Supplementary Fig. 2a). To understand how HDAC1 regulates these genes, we performed HDAC1 chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-seq) using hippocampal tissues from young wild-type animals. We identified 7014 HDAC1 binding sites enriched at promoters and 5′-untranslated regions (Supplementary Fig. 2b, c). Intersecting RNA-seq and ChIP-seq datasets showed that only 24.3% of DEGs (7 upregulated and 21 downregulated genes) have HDAC1 binding at their promoters (Supplementary Fig. 2a). The expression of the majority of genes with HDAC1 binding in wild-type mice was not altered in young *Hdac1* cKO animals, indicating that HDAC1 may not directly regulate their expression under normal circumstances.

We next performed RNA-seq on hippocampal tissues from aged *Hdac1* cKO mice and controls and observed widespread gene expression differences in aged animals, with 479 DEGs identified between aged *Hdac1* cKO mice and controls, several of which were validated by quantitative PCR (qPCR) analysis (Supplementary Fig. 2d, e). 

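Hippocampal RNA from 4 control mice (Hdac1f/f) and 5 Hdac1 cKO mice (Hdac1f/f with Nestin-Cre) was sequenced, 1 library per mouse. The paper gives their age as 13 months and the sample labels give 13 to 14 months. The libraries were made by 3′ Digital Gene Expression, which captures the 3′ ends of transcripts, and were sequenced on an Illumina HiSeq. The authors aligned the reads with Tophat2 and computed FPKM values with Cufflinks from the UCSC gene annotation of the mm9 mouse genome, and these FPKM values were taken from the deposited files as they stand. FPKM is already scaled to the number of mapped fragments and to transcript length, and the paper's text names no further normalization between mice. The values of all 23951 listed genes summed to between 809873 and 861137 FPKM in the control mice and between 768819 and 863276 FPKM in the Hdac1 cKO mice. The number of fragments behind each value is not given. The sizes of the smallest steps between values place the depth of the control libraries between 1 and 2.19 times that of control mouse 1, with a median of 1.26, and that of the Hdac1 cKO libraries between 1.50 and 2.35 times, with a median of 1.79. Between 12394 and 12882 genes per hippocampal library reached 1 FPKM. Pearson's r of log2(FPKM + 1) across genes ranged from 0.965 to 0.970 between control mice and from 0.970 to 0.976 between Hdac1 cKO mice; genes are not independent replicates, so these values only compare libraries. Genes were compared with limma on log2(FPKM + 1), over the genes with a mean of at least 0.5 FPKM across the mice compared. The thresholds for DEGs were those of the paper's methods, a fold change of at least 1.5 and an unadjusted p under 0.05, and the count at a Benjamini-Hochberg adjusted p under 0.05 is given beside them. Fold changes are on the log2(FPKM + 1) scale, which draws the change of a gene with a low FPKM toward 0.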

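The expression of Hdac1, which the cKO mice lack in neurons and astrocytes, was 7.93 ± 2.20 FPKM (SD, n = 4) in control and 2.74 ± 0.279 FPKM (SD, n = 5) in Hdac1 cKO mice, a log2 fold change of -1.23 (standard error 0.16, adjusted p = 0.0236 from limma). Each Hdac1 cKO mouse was below each control mouse (two-sided exact permutation test, p = 0.00794, the smallest p that 4 mice against 5 allow). With each mouse left out in turn, the log2 fold change of Hdac1 stayed between -1.34 and -1.09. Hdac2 changed by -0.19, less than the spread between mice. In all, 480 of the 14265 genes tested were DEGs by the paper's thresholds. An unadjusted p under 0.05 was found for 1676 genes, 11.7% of those tested against the 5% that chance alone would give. At an adjusted p under 0.05, 22 genes differed, 1 of them higher and 21 lower in Hdac1 cKO mice. The number of DEGs moved most with the fold change taken from the ratio of mean FPKM, to 700. Of the fits that each left out one mouse, the one without control mouse 1 moved it most, to 659, and the count at an adjusted p under 0.05 then rose to 290. All 11 genes measured by qPCR in Supplementary Fig. 2e were lower in Hdac1 cKO mice, with log2 fold changes from -1.95 to -0.52. Of these, 9 were DEGs. Over all genes tested, 2 had an adjusted p under 0.05, the deleted Hdac1 itself and Hspa5. All 11 did when adjusted over only the genes named in Fig. 2b, Fig. 2d, Fig. 6a and Supplementary Fig. 2e, as one list. Many genes of that list were shown as DEGs of these same mice, so this adjustment does not correct for how they were chosen.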

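Of the 480 DEGs, 409 were downregulated and 71 upregulated in aged Hdac1 cKO mice, so that 85.2% were downregulated. The median log2 fold change was -0.88 among the downregulated and 0.67 among the upregulated genes, and -0.000684 among all genes tested. Among the genes with an adjusted p under 0.05 whose values did not overlap between the groups, the largest falls were those of 1700026L06Rik, Smim5 and LOC100503676. The first of these went from 11.7 ± 3.70 FPKM (SD, n = 4) in control to 0.982 ± 0.655 FPKM (SD, n = 5) in Hdac1 cKO mice, a log2 fold change of -2.70 (standard error 0.29, adjusted p = 0.00602 from limma). Smim5 had a log2 fold change of -2.59 and LOC100503676 one of -2.16. Only 1 gene rose by the same criteria, Kcne3, which is listed at 0 in the 4 control mice and at 1.73 ± 0.62 FPKM (SD, n = 5) in Hdac1 cKO mice. Of the alternatives tried, the restriction to genes with an adjusted p under 0.05 moved the downregulated share most, to 95.5%.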

Surprisingly, despite the established roles for HDACs as transcriptional repressors^17^, most DEGs (397 genes, 82.8%) were downregulated in aged *Hdac1* cKO mice (Supplementary Fig. 2d), and of these most (77.8%) had no detectable HDAC1 binding at their promoters (Supplementary Fig. 2d). These findings indicate that loss of HDAC1 alters gene expression in an age-dependent manner, likely via non-canonical mechanisms independent of direct promoter binding.

We used gene ontology (GO) analysis^31,32^ to examine cellular pathways and processes affected by HDAC1 deficiency in the aged brain and identified upregulated genes associated with generalized cellular functions. In contrast, downregulated genes were more specific to brain function and aging, having GO terms related to ion transport, response to external stimulus, proteolysis, and aging (Fig. 2a). 

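Members of the solute carrier families, taken as the genes whose symbols begin with Slc or Slco, made up 17 of the 409 downregulated DEGs (4.16%). They were 239 of the other 13856 genes tested (1.72%), an odds ratio of 2.47 (two-sided Fisher's exact test, p = 0.00171). This test treats genes as independent, which genes expressed in the same cells are not. With the list restricted to genes that had an adjusted p under 0.05, no solute carrier was among the 21 downregulated genes, too few to test the share. The gene ontology sets behind Fig. 2a were not used here, so these families stand for only a part of the ion transport term.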

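Fig. 2b plots 17 transporter genes as downregulated in aged Hdac1 cKO mice. Each of the 17 was lower in these mice in the FPKM values, with log2 fold changes from -2.01 for Slc13a4 to -0.41 for Slc18a2, and 13 were DEGs. The adjusted p over all genes tested was between 0.106 and 0.608 for these genes. When the adjustment covered only the genes of Fig. 2b, Fig. 2d, Fig. 6a and Supplementary Fig. 2e, as one list, 14 were under 0.05. The paper chose the genes of Fig. 2b as DEGs of these same mice, and the second adjustment does not correct for that choice. Slc4a5 was expressed at 3.84 ± 2.44 FPKM (SD, n = 4) in control and 0.220 ± 0.368 FPKM (SD, n = 5) in Hdac1 cKO mice, a log2 fold change of -1.81 (standard error 0.42, adjusted p = 0.139 from limma). Klotho (Kl, on chromosome 5 from 151755182 to 151796384) fell from 10.9 ± 6.24 FPKM (SD, n = 4) to 1.86 ± 0.347 FPKM (SD, n = 5), a log2 fold change of -1.81 (standard error 0.44, adjusted p = 0.169 from limma). The spread between control mice was wide for both genes, and control mouse 1, at 2.18 FPKM of Kl, lay within the range of the Hdac1 cKO mice (two-sided exact permutation test, p = 0.0159). With single mice left out, the log2 fold change of Kl ranged from -2.35 to -1.56. The same control mouse had the lowest expression of Ttr, a marker of the choroid plexus, at 576 FPKM, against 12903 to 20146 FPKM in the other control mice and 56.5 to 1608 FPKM in the Hdac1 cKO mice. Prkcq was a DEG with a log2 fold change of -0.70. Prkcd went from 13.8 ± 8.74 FPKM (SD, n = 4) to 7.55 ± 1.97 FPKM (SD, n = 5), a difference that did not exceed the spread between mice (two-sided exact permutation test, p = 0.190).

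**Figure D1:**
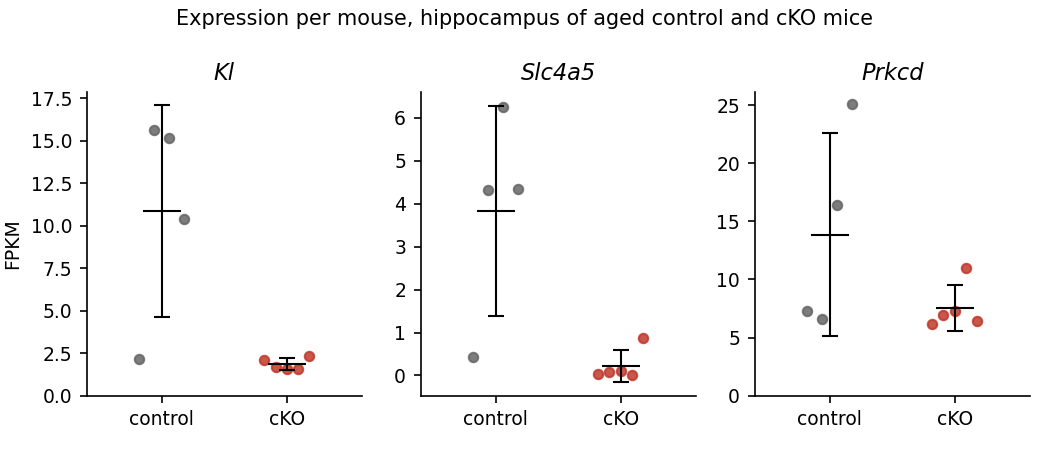
Expression (FPKM, linear axes) of Kl, Slc4a5 and Prkcd in each of the 4 control and 5 Hdac1 cKO mice; points are mice, and the bars give the mean and SD of each group. Control mouse 1, at 2.18 FPKM of Kl, lies within the range of the Hdac1 cKO mice, from 1.57 to 2.34 FPKM.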

For instance, ion transport includes members of solute carrier transporter family important for neuronal membrane polarization and synaptic transmission^33^, and *Klotho* plus several isoforms of protein kinase C (PKC) were also downregulated in aged *Hdac1* cKO mice (Fig. 2b). *Klotho* is a known anti-aging gene whose overexpression extends lifespan in mice^34^, and whose loss results in shortened lifespan, premature aging, and cognitive deficits^35,36^. The PKC pathway is important for learning and memory^37^, and reduced levels of multiple PKC isoforms have been observed in the aged human cortex^4^. 

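The 4 protein chaperone genes of Fig. 2b (Hspa5, Hspb1, Hspb6 and Dnajc3) were each lower in aged Hdac1 cKO mice, and 2 of them were DEGs. Hspa5, at 175 ± 17.2 FPKM (SD, n = 4) in control and 116 ± 9.64 FPKM (SD, n = 5) in Hdac1 cKO mice, fell by 0.59 on the log2 scale (standard error 0.09, adjusted p = 0.0315 from limma). Hspb1 went from 31.6 ± 10.5 FPKM (SD, n = 4) to 14.3 ± 1.86 FPKM (SD, n = 5), a log2 fold change of -1.04 (standard error 0.19, adjusted p = 0.0748 from limma). For both genes the groups did not overlap (two-sided exact permutation test, p = 0.00794 for each). Dnajc3 had a log2 fold change of -0.58 and Hspb6 one of -0.52, both short of the 1.5-fold threshold on the log2(FPKM + 1) scale. With the fold change from the ratio of mean FPKM, Dnajc3 was a DEG. Hspb6 was not, with an unadjusted p of 0.0798 from limma. All 6 antioxidant genes of Fig. 2b (Nfe2l2, Nqo1, Gpx3, Gpx8, Gstm2 and Sod3) were lower, with log2 fold changes from -1.95 for Gpx8 to -0.52 for Nfe2l2, and all but Nfe2l2 were DEGs. Over all genes tested, the adjusted p of the 6 genes was between 0.134 and 0.354. Taken over the 31 genes that Fig. 2b plots as downregulated, each of the 31 was lower in Hdac1 cKO mice, 22 were DEGs and 1 had an adjusted p under 0.05 over all genes tested. From the functions of these downregulated genes, the paper concludes that the loss of HDAC1 in the aged brain reduces the expression of genes that matter for brain function.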

Downregulated genes in aged *Hdac1* cKO mice were also enriched for protein chaperones and factors involved in antioxidant responses (Fig. 2b), two pathways that have been implicated in brain aging and neurodegenerative disorders^38,39^, but were not enriched in young *Hdac1* cKO mice (Supplementary Fig. 2f). Together, HDAC1 deficiency in aged mouse brains dampened the expression of genes important for brain function.

**Fig. 2:**
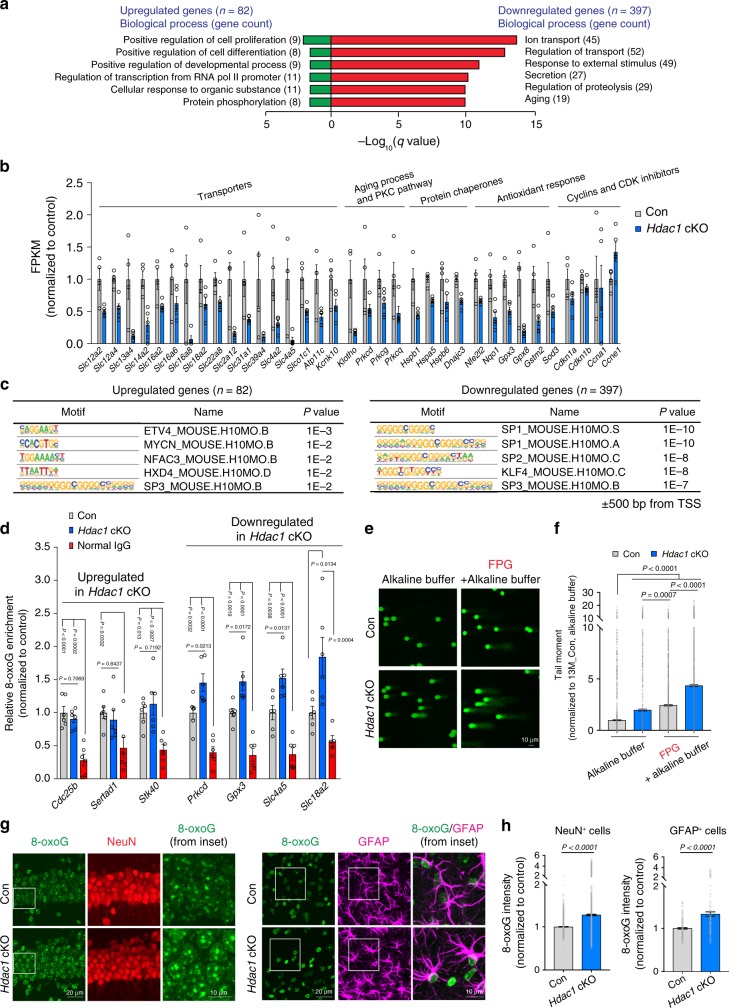
Promoters of downregulated genes in aged *Hdac1* cKO mice are enriched for guanine-rich motifs and 8-oxoG lesions. **a** Enriched GO terms of DEGs from 13M animals were annotated using MSigDB^31,32^. **b** FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values of DEGs identified in 13M *Hdac1* cKO mice function in ion transport, aging process, PKC pathway, protein chaperone, and antioxidant response. Cell cycle-related genes were unaltered. **c** Known motifs identified by HOMER program^40^ within upstream and downstream (±) 500 base pairs (bp) from TSS (transcriptional start site) of DEGs. **d** ChIP-qPCR analysis indicates the enrichment of 8-oxoG at gene promoters (500 bp upstream of TSS). At least five animals were analyzed from two independent experiments. **e**, **f** Representative images and quantification plots of the alkaline and FPG-modified comet assay using hippocampal homogenates from 13M control and *Hdac1* cKO mice. **e**, **f** Nuclei analyzed (three mice/group) were: alkaline, 1928 (13M control), 1412 (13M *Hdac1* cKO); FPG + alkaline, 1872 (13M control) and 1500 (13M *Hdac1* cKO). **g** Representative images of 13M control and *Hdac1* cKO mice stained for 8-oxoG (green), NeuN (red), and GFAP (magenta). **h** Quantification plots showing the 8-oxoG intensity. **g**, **h** Four mice were analyzed (two sections/mouse). Cells analyzed were: NeuN^+^ cells, 1585 (13M control), 2306 (13M *Hdac1* cKO); GFAP^+^ cells, 191 (13M control), 164 (13M *Hdac1* cKO). All values are shown as mean ± SEM. Statistical analysis: **a** weighted Kolmogorov–Smirnov-like test followed by multiple hypothesis testing; **c** cumulative binomial distributions; **d**, **f** one-way ANOVA with Tukey’s post hoc test; **h** two-tailed Student’s *t* test. Source data are provided as a Source Data file.

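The 4 cyclin and CDK inhibitor genes of Fig. 2b were also measured in the aged control and Hdac1 cKO mice, and none was a DEG. The log2 fold change was -0.09 for Ccna1, -0.42 for Cdkn1a, -0.18 for Cdkn1b and 0.41 for Ccne1. In a two-sided exact permutation test of 4 control against 5 Hdac1 cKO mice, p was 0.730 for Ccna1, 0.175 for Cdkn1a, 0.159 for Cdkn1b and 0.0714 for Ccne1. Ccna1 was near the lower limit of detection, at 0.552 ± 0.397 FPKM (SD, n = 4) in control and 0.480 ± 0.427 FPKM (SD, n = 5) in Hdac1 cKO mice, and its log2 fold change was 0.04 when Hdac1 cKO mouse 5 was left out. Ccne1 went from 4.25 ± 0.684 FPKM (SD, n = 4) to 6.06 ± 1.45 FPKM (SD, n = 5). Its p from limma was 0.0325 unadjusted and 0.368 adjusted over all genes tested. Adjusted over only the genes of Fig. 2b, Fig. 2d, Fig. 6a and Supplementary Fig. 2e, as one list, it was 0.0433. Many genes of that list were chosen as DEGs of these same mice, so this value is not corrected for the choice. Ccne1 was the only 1 of the 4 genes under 0.05 by that adjustment, with a change below the 1.5-fold threshold.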

### 8-oxoG accumulation and gene repression due to *Hdac1* cKO

To gain insight into how gene expression observed in aged *Hdac1* cKO mice may be regulated, we analyzed gene promoters for enrichment of transcription factor (TF) binding sites^40^. 

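The core of the SP/KLF binding site, the GC box GGGGCGGGG on either strand, was looked for within 500 bp on each side of the annotated TSS in the mm9 genome. A TSS was matched to 22057 of the 23951 listed genes. The motif program HOMER was not used, so the counts are of this one sequence and not of its position weight matrices. A GC box was present at 89 of the 397 downregulated DEGs with a TSS (22.4%) and at 4230 of the 13320 other genes tested that were not DEGs (31.8%), an odds ratio of 0.621 (two-sided Fisher's exact test, p = 5.94e-05, adjusted p = 0.000297 over the 10 lists of DEGs tested). The promoters of the downregulated DEGs had a lower GC content, 54.6% against 58.4%. With GC content in a logistic regression the odds ratio was 0.904, and its test did not pass 0.05. With the list restricted to genes that had an adjusted p under 0.05 it was 0.384. At the promoters of upregulated DEGs, 30.0% had a GC box, an odds ratio of 0.921, and of 1.12 with GC content.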

The most enriched motifs among downregulated genes were the consensus binding sites for the specificity protein (SP) and Krüppel-like factor (KLF) (SP/KLF) family of TFs, which are composed of stretches of guanine-rich sequences (Fig. 2c). Guanine bases are susceptible to reactive oxygen species (ROS)-induced 8-oxoG DNA lesions^41^, known to accumulate in the aging brain^42^. Unrepaired 8-oxoG lesions can interfere with TF binding and disrupt gene expression^43,44^, as has been observed in the aging human cortex and in peripheral tissues of Fanconi anemia patients^4,45^. Accordingly, we examined 8-oxoG accumulation in *Hdac1* cKO mice.

We first determined whether the promoters of genes downregulated in aged *Hdac1* cKO mice were burdened with increased 8-oxoG lesions. We performed ChIP using an 8-oxoG antibody followed by qPCR to probe the promoters of seven representative DEGs chosen based on their promoters harboring SP/KLF family binding sites and comparable percentage of guanine bases (500 base pairs (bp) upstream from transcription start site). These included three upregulated genes (*Cdc25b*, *Sertad1*, and *Stk40*) and four downregulated genes (*Prkcd*, *Gpx3*, *Slc4a5*, and *Slc18a2*). 

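All 7 genes are protein coding, and each has its position in the mm9 genome. Prkcd lies on chromosome 14 from 31408542 to 31439396 on the minus strand, with its TSS at 31439396. Gpx3 lies on chromosome 11 from 54715955 to 54723879, Slc4a5 on chromosome 6 from 83169822 to 83254939, and Slc18a2 on chromosome 19 from 59335368 to 59370502. Cdc25b lies on chromosome 2 from 131012685 to 131024233, Sertad1 on chromosome 7 from 28271929 to 28275335, and Stk40 on chromosome 4 from 125781201 to 125818273. These 6 genes are on the plus strand. Guanine made up 35.6% of the 500 bp upstream of the TSS of Prkcd, 21.4% at Gpx3, 19.4% at Slc4a5 and 24.4% at Slc18a2. The same share was 30.8% at Cdc25b, 21.6% at Sertad1 and 25.8% at Stk40. None of the 7 promoters held the longer GC box GGGGCGGGG within 500 bp of the TSS, and all but that of Slc4a5 held its shorter core GGGCGG. In the RNA-seq of aged mice, Gpx3 went from 6.95 ± 1.80 FPKM (SD, n = 4) in control to 3.51 ± 0.918 FPKM (SD, n = 5) in Hdac1 cKO mice, a log2 fold change of -0.81 (standard error 0.19, adjusted p = 0.134 from limma). Gpx3 and Slc4a5 were DEGs, whereas Prkcd and Slc18a2 were lower without reaching the thresholds. Slc18a2 was at 2.14 ± 0.923 FPKM (SD, n = 4) in control and 1.32 ± 0.449 FPKM (SD, n = 5) in Hdac1 cKO mice (two-sided exact permutation test, p = 0.119). Of the upregulated genes, Cdc25b was a DEG, at 1.32 ± 0.588 FPKM (SD, n = 4) in control and 2.48 ± 0.737 FPKM (SD, n = 5) in Hdac1 cKO mice, a log2 fold change of 0.60. Sertad1 and Stk40 were higher by 0.54 and 0.52, below the 1.5-fold threshold on the log2(FPKM + 1) scale. With the fold change from the ratio of mean FPKM, Stk40 was a DEG. Sertad1 was not, with an unadjusted p of 0.0502 from limma.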

*Hdac1* ablation led to elevated 8-oxoG at promoters of all four downregulated genes in aged mice (Fig. 2d). In contrast, no such enrichment was detected for the three upregulated genes. These findings suggest that 8-oxoG accumulation at promoters of downregulated genes is likely linked to their transcriptional repression in aged *Hdac1* cKO mice.

To determine whether 8-oxoG lesions increase globally in aged *Hdac1* cKO mice, we performed a modified comet assay in which hippocampal homogenates were first incubated with formamidopyrimidine DNA glycosylase (FPG), an enzyme that removes 8-oxoG to generate single-strand breaks, enabling the detection of oxidative DNA lesions^46^. We found that aged *Hdac1* cKO mice exhibited higher tail moment compared to controls (Fig. 2e, f), indicative of increased 8-oxoG lesions. To assess which cell types exhibit increased 8-oxoG levels in aged *Hdac1* cKO mice, we co-stained brain slices with 8-oxoG and cell-type makers (NeuN for neurons; GFAP for astrocytes). In aged *Hdac1* cKO mice, elevated 8-oxoG immunoreactivity was observed in both neurons and astrocytes, indicating that HDAC1 maintains genomic integrity in glia as well as neurons (Fig. 2g, h). These findings link HDAC1 deficiency to elevated oxidative DNA lesions, likely attenuating expression for a subset of aging-related genes with guanine-rich motifs in their promoters.

### HDAC1 deacetylates OGG1 to stimulate its cleavage activity

The base excision repair pathway is responsible for 8-oxoG removal, with OGG1 as the major DNA glycosylase in mammals^7,20^. OGG1 can be acetylated by the histone acetyltransferase (HAT) p300, which stimulates OGG1 activity, as well as deacetylated by HDAC1, presumably on lysine residues acetylated by p300^47^. We explored whether 8-oxoG accumulation in aged *Hdac1* cKO mice could be due to altered OGG1 activity. We acetylated recombinant OGG1 in vitro by incubation with p300. Increased acetylation of OGG1 was detected after p300 incubation (Fig. 3a, b). The acetylation reaction was then terminated by the addition of a p300 inhibitor, followed by the addition of recombinant HDAC1. We found that incubation with HDAC1 significantly reduced OGG1 acetylation, confirming that HDAC1 is capable of directly deacetylating OGG1 (Fig. 3a, b).

**Fig. 3:**
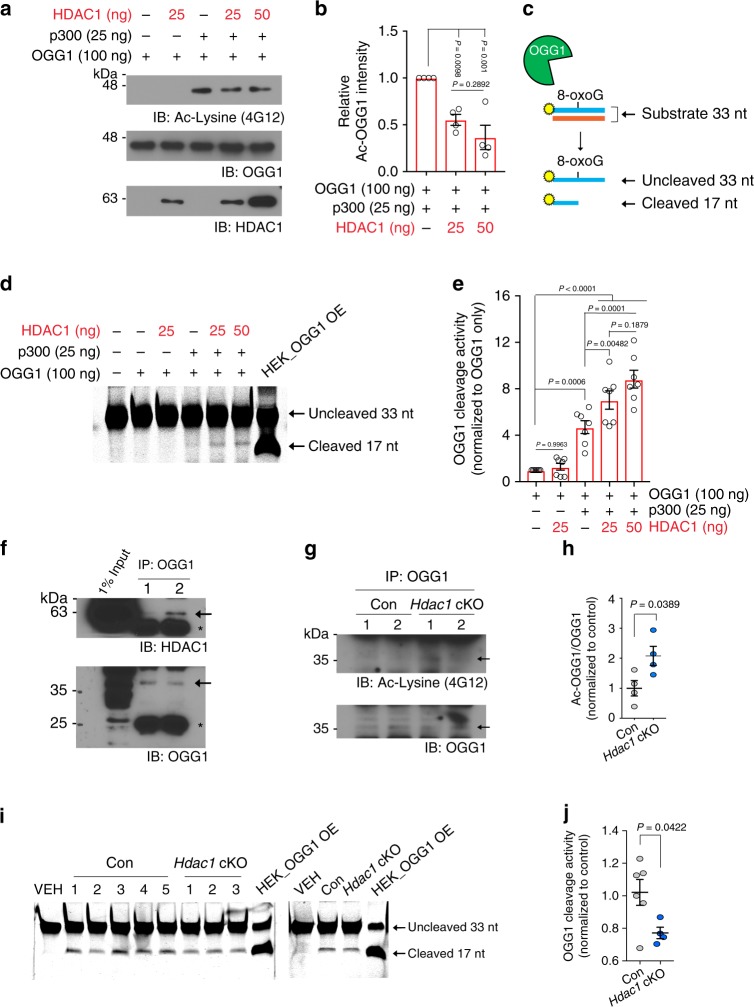
HDAC1 modulates OGG1 activity. **a**, **b** Representative images and quantification of OGG1 acetylation assessed by western blot analysis using antibody against acetylated lysine (Ac-Lysine, 4G12). Recombinant OGG1 (100 ng) was first acetylated by p300 (25 ng), and then incubated with titrated amount of HDAC1 (25 and 50 ng). **a**, **b** Four replicates from four independent experiments. **c** Reaction scheme of OGG1 cleavage assay. 5′IRDye800CW-labeled oligonucleotides (33 nt) that contain an 8-oxoG base at position 17 and complementary unlabeled strand were used as OGG1 substrate. Recombinant OGG1 proteins were incubated with OGG1 substrate and resolved by 20% denaturing urea PAGE. **d**, **e** Representative images and quantification of OGG1 cleavage activity on the reaction samples shown in Fig. 3a. **d**, **e** Seven replicates from four independent experiments. Nuclear extracts from HEK cells overexpressing OGG1 were used as a positive control. **f** Co-immunoprecipitation of OGG1 with HDAC1 in cortical nuclear extracts from 2-month-old wild-type mice (*n* = 2) from one experiment. The asterisks indicate the nonspecific cross-reaction with the IgG heavy and light chains. **g**, **h** Representative images and quantification of acetylation status of endogenous OGG1 in hippocampal lysates of 13M control (*n* = 4) and *Hdac1* cKO (*n* = 4) animals. **g**, **h** Two independent experiments. **i** Representative images of OGG1 cleavage assay using hippocampal nuclear extracts of 13M control and *Hdac1* cKO mice. **j** Quantification of cleaved 17-nt products after OGG1 cleavage assay using hippocampal nuclear extracts of 13M control (*n* = 6) and *Hdac1* cKO (*n* = 4) animals. **i**, **j** Two independent experiments. All values are shown as mean ± SEM. Statistical analysis: **b**, **e** one-way ANOVA with Tukey’s post hoc test; **h**, **j** two-tailed Student’s *t* test. Source data are provided as a Source Data file.

We next assessed the effects of HDAC1-mediated deacetylation on OGG1 using an OGG1 cleavage assay, which measures the successful reaction of two sequential steps catalyzed by OGG1, 8-oxoG base removal and incision of apurinic and apyrimidinic (AP) sites from a fluorophore-labeled OGG1 substrate^48–50^. Active OGG1 cleaves at the 8-oxoG base of the full-length substrate to generate a 17-nt fluorophore-labeled oligonucleotide (Fig. 3c). As reported previously^47^, incubation with p300 stimulated OGG1 cleavage activity (Fig. 3d, e). Interestingly, HDAC1 further enhanced the activity of acetylated OGG1 (Fig. 3d, e), likely at the AP site cleavage step (Supplementary Fig. 3). This stimulatory effect of HDAC1 on OGG1 was dependent on p300-mediated acetylation (Fig. 3d, e) and sensitive to HDAC1 heat inactivation and pharmacological inhibition (Supplementary Fig. 4a–d). Mass spectrometry analysis identified p300-acetylated lysine residues on OGG1 exhibiting both decreased and increased acetylation by the addition of HDAC1, indicating a complex interplay between p300 and HDAC1 in mediating OGG1 activity (Supplementary Fig. 5). Nonetheless, our findings clearly indicate that HDAC1 stimulates OGG1 activity in vitro, likely by deacetylating a specific subset of lysine residues.

We next determined whether HDAC1 interacts with OGG1 and modulates its activity in vivo. OGG1 was co-immunoprecipitated by HDAC1 from cortical and hippocampal nuclear extracts prepared from wild-type animals (Fig. 3f, Supplementary Fig. 6), confirming in vivo interaction. Elevated 8-oxoG lesions in aged *Hdac1* cKO mice (Fig. 2e, f) were paralleled by increased OGG1 acetylation and reduced OGG1 activity in hippocampal nuclear extracts from these animals, despite similar overall OGG1 levels (Fig. 3g–j; Supplementary Fig. 4e, f). Collectively, these results indicate that HDAC1 physically interacts with OGG1 and contributes positively to OGG1 activity in the aging brain.

### HDAC1 alters 8-oxoG levels and gene expression in 5XFAD mice

Elevated 8-oxoG lesions have been reported in AD patients^51^. To experimentally examine oxidative damage in an AD mouse model, and to interrogate the roles of HDAC1, we crossed *Hdac1* cKO to 5XFAD mice, a widely used transgenic model that expresses mutated forms of the human *APP* and *PSEN1* genes^21^. We determined 8-oxoG levels in 5XFAD mice deficient for HDAC1 by co-labeling 8-oxoG with cell-type-specific makers in aged mouse brains. Compared to controls, 8-oxoG intensity was elevated in *Hdac1* cKO and 5XFAD mice in hippocampal neurons and astrocytes (Fig. 4a, b). However, neuronal 8-oxoG intensity was even higher in compound transgenic mice (*Hdac1* cKO; 5XFAD mice) (Fig. 4a, b), suggesting that loss of HDAC1 exacerbates 8-oxoG lesions in hippocampal neurons of 5XFAD mice.

**Fig. 4:**
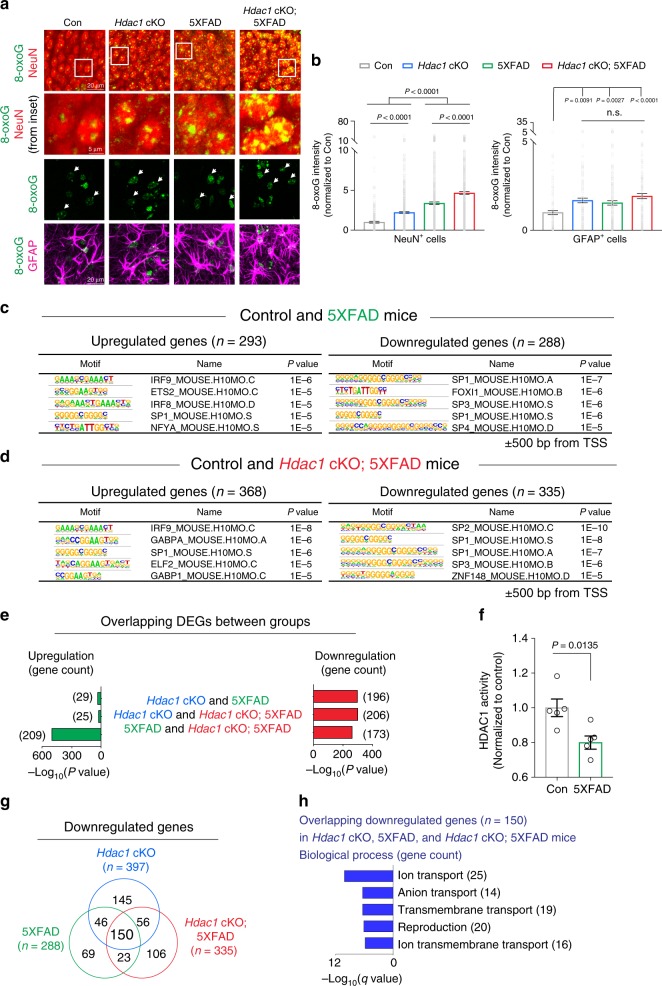
Increased 8-oxoG lesions and downregulation of genes with guanine-rich motifs at promoters in 5XFAD mice. **a**, **b** Representative images and quantifications of 8-oxoG intensity in NeuN^+^ cells and GFAP^+^ cells. 14M animals stained for 8-oxoG (green), NeuN (red), and GFAP (magenta). **a**, **b** Three mice were analyzed per group (two sections/mouse). Nuclei analyzed were: NeuN^+^ cells, 409 (control), 683 (*Hdac1* cKO), 962 (5XFAD), 910 (*Hdac1* cKO; 5XFAD); GFAP^+^ cells, 104 (control), 121 (*Hdac1* cKO), 204 (5XFAD), 155 (*Hdac1* cKO; 5XFAD). White arrows indicate GFAP^+^ cells. **c** Known motifs identified by HOMER program^40^ within ±500 bp from TSS of DEGs **c** 13M control and 5XFAD mice. **d** 13M control and *Hdac1* cKO; 5XFAD mice. **e** Bar graphs showing the amount of DEGs overlaps between groups (*Hdac1* cKO, 5XFAD, and *Hdac1* cKO; 5XFAD mice at the age of 13 months) and enrichment significance. **f** Hippocampal tissues from 13M control and 5XFAD mice were assayed for HDAC1 activity. Five animals were analyzed in each group. **g** A Venn diagram showing the overlap in downregulated genes between *Hdac1* cKO, 5XFAD, and *Hdac1* cKO; 5XFAD mice at the age of 13 months. **h** Enriched GO terms of overlapping genes between *Hdac1* cKO, 5XFAD, and *Hdac1* cKO; 5XFAD mice at the age of 13 months, annotated using MSigDB^31,32^. All values are shown as mean ± SEM. Statistical analysis: **b** one-way ANOVA with Tukey’s post hoc test, n.s., not significant. *P* value of each comparison: *Hdac1* cKO versus 5XFAD = 0.8823; *Hdac1* cKO versus *Hdac1* cKO; 5XFAD = 0.5983; 5XFAD versus *Hdac1* cKO; 5XFAD = 0.1215; **c**, **d** cumulative binomial distributions; **e** two-tailed Fisher’s exact test; **f** two-tailed Student’s *t* test; **h** weighted Kolmogorov–Smirnov-like test followed by multiple hypothesis testing. Source data are provided as a Source Data file.

We next conducted RNA-seq on 13-month-old hippocampal tissues to assess whether HDAC1 deficiency alters gene expression in 5XFAD animals. 

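Hippocampal RNA of 6 5XFAD mice (Hdac1f/f with the 5XFAD transgenes) and 5 compound transgenic mice was sequenced in the same way as that of the 4 control and 5 Hdac1 cKO mice, and the deposited FPKM values were used. Both the paper and the sample labels give an age of 13 months. The same 4 control mice serve every comparison with controls, so these comparisons are not independent of each other. FPKM summed to between 725060 and 874945 in 5XFAD and to between 802813 and 881139 in compound mice. On the scale where control mouse 1 is 1, the depth of the libraries was between 1.08 and 2.22 for 5XFAD, with a median of 1.67, and between 0.754 and 2.24 for compound mice, with a median of 1.03. Pearson's r across genes was 0.964 to 0.970 between 5XFAD mice and 0.965 to 0.972 between compound mice. Transcripts of Thy1, whose promoter drives the 5XFAD transgenes, were at 308 ± 5.15 FPKM (SD, n = 4) in control and 1801 ± 201 FPKM (SD, n = 6) in 5XFAD mice, and at 1892 ± 279 FPKM (SD, n = 5) in compound mice. This gene was added as a check of the genotype labels. Hdac1 was at 8.23 ± 1.56 FPKM (SD, n = 6) in 5XFAD and 1.92 ± 0.516 FPKM (SD, n = 5) in compound mice. Each compound mouse was below each 5XFAD mouse (two-sided exact permutation test, p = 0.00216).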

We found 581 and 703 DEGs in 5XFAD and compound transgenic mice, respectively, compared to controls, with approximately equal numbers of up- and downregulated genes in each case (Fig. 4c, d). 

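Of 14402 genes tested, 425 were DEGs between 5XFAD and control mice, 248 upregulated and 177 downregulated. An unadjusted p under 0.05 was found for 1543 of the genes (10.7%), and at an adjusted p under 0.05 there were 102 genes, 96 higher and 6 lower in 5XFAD. Between compound and control mice, 608 of 14348 genes were DEGs, 318 upregulated and 290 downregulated. An unadjusted p under 0.05 was found for 1505 of them (10.5%), and an adjusted p under 0.05 for 95, 90 higher and 5 lower in compound mice. Among the alternatives that kept all the mice, the fold change taken from the ratio of mean FPKM moved the 5XFAD count most, to 688 DEGs. The largest rises at an adjusted p under 0.05 with no overlap between the groups were those of Cst7, Ccl3 and Ccl4. Cst7 was at 1.13 ± 0.730 FPKM (SD, n = 4) in control and 110 ± 28.2 FPKM (SD, n = 6) in 5XFAD mice, a log2 fold change of 5.71 (standard error 0.21, adjusted p = 1.23e-08 from limma). In compound mice its log2 fold change was 6.29. The largest falls by the same criteria were Hist1h4c, Gstt3 and Mthfs in 5XFAD mice, with log2 fold changes of -1.75, -0.85 and -0.77. In compound mice they were Hdac1, Mns1 and 4833427G06Rik, with log2 fold changes of -1.60, -1.36 and -1.33.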

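Of the 425 DEGs in 5XFAD mice, 263 were also DEGs in compound mice with the same sign, which is 61.9%. Among them were 183 upregulated and 80 downregulated genes. The share of 5XFAD DEGs also found in compound mice was 48.5% when mice with the same replicate number were treated as a block, although same-numbered mice are different animals. Both lists were called against the same 4 control mice.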

In all, 65.7% of genes altered in 5XFAD mice were also affected in compound mice, indicating highly similar transcriptional alterations (Supplementary Fig. 7a). Notably, the promoters of downregulated genes in 5XFAD mice were enriched with similar guanine-rich consensus motifs for the SP family of TFs observed in aged *Hdac1* cKO mice (Fig. 4c, d). Indeed, genes downregulated in aged *Hdac1* cKO mice also exhibited reduced expression levels in 5XFAD and compound transgenic mice (Fig. 4e). These similar gene expression changes were not likely due to shared alterations in cell-type composition (Supplementary Fig. 8). 

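Among the 5XFAD downregulated DEGs with a TSS, 18.3% had the GC box GGGGCGGGG within 500 bp of it, against 31.7% of the other genes tested that were not DEGs. The odds ratio was 0.481 (two-sided Fisher's exact test, p = 0.000179, adjusted p = 0.000597 over the same 10 lists), and 0.749 with the GC content of the promoter in a logistic regression. For the genes downregulated in compound mice the share was 21.8%, an odds ratio of 0.595 (two-sided Fisher's exact test, p = 0.000349, adjusted p = 0.000698), and 0.803 with GC content. The GC box was less frequent at upregulated DEGs as well, with odds ratios of 0.639 in 5XFAD (two-sided Fisher's exact test, p = 0.00320) and 0.526 in compound mice (two-sided Fisher's exact test, p = 3.04e-06).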

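Among the 409 genes downregulated in Hdac1 cKO mice, 407 could be tested in 5XFAD mice. The median log2 fold change of these genes was -0.54, 370 of them were lower than in control mice, and 94 were downregulated DEGs. The mean log2(FPKM + 1) over the list was 2.78 ± 0.453 (SD, n = 4) in control and 2.23 ± 0.295 (SD, n = 6) in 5XFAD mice (two-sided exact permutation test, p = 0.0571). In compound mice it was 2.05 ± 0.332 (SD, n = 5), below the control mean (two-sided exact permutation test, p = 0.0317), with a median log2 fold change of -0.63 and 154 downregulated DEGs. The list was chosen with the same 4 control mice, so a control group that is high by chance lowers every group compared with it. The comparison of compound with 5XFAD mice uses none of those controls. There the median log2 fold change of the list was -0.13, within the spread between mice (two-sided exact permutation test, p = 0.361). From the lower expression of the same genes in 5XFAD mice and the reduced HDAC1 activity in their hippocampus, the paper reasons that HDAC1 dysfunction contributes to the altered expression in 5XFAD mice.

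**Figure D2:**
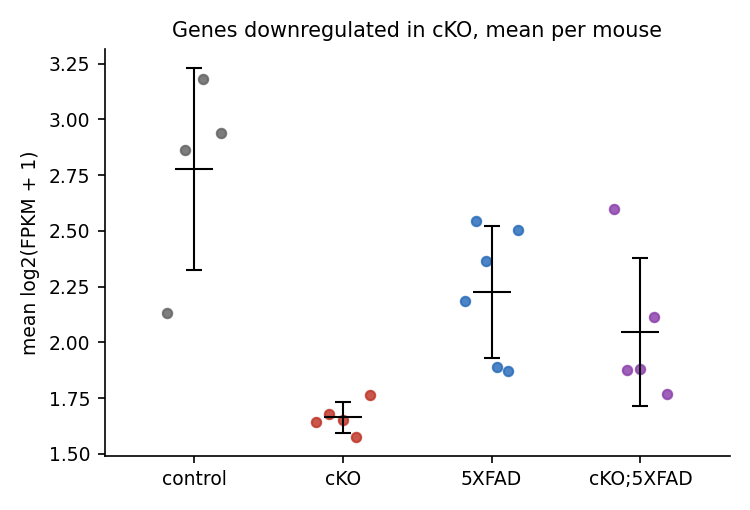
Mean log2(FPKM + 1) of the 409 genes downregulated in Hdac1 cKO mice, for each of the 4 control, 5 Hdac1 cKO, 6 5XFAD and 5 compound mice (cKO;5XFAD); points are mice, and the bars give the mean and SD, on an axis that does not start at 0. The control mice range from 2.13 to 3.18 and the 5XFAD mice from 1.87 to 2.54.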

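Cell-type composition was measured in the FPKM values by the mean log2(FPKM + 1) over lists of marker genes for each cell type, and each score was compared with that of the 4 control mice by a two-sided exact permutation test, with adjustment over 12 comparisons, of microglia, astrocytes, neurons and choroid plexus in each of the 3 groups. The marker table behind Supplementary Fig. 8 was not used here. The microglia score was higher by 1.15 in 5XFAD (p = 0.00476, adjusted p = 0.0238) and by 1.44 in compound mice (exact p = 0.00794, adjusted p = 0.0238), and by 0.11 in Hdac1 cKO mice (exact p = 0.0317, adjusted p = 0.0635). The astrocyte score was higher by 0.20 in 5XFAD and by 0.34 in compound mice (adjusted p = 0.0238 for each, from the same exact test), and by 0.04 in Hdac1 cKO mice (exact p = 0.111). The neuron score differed from that of control mice by 0.08 in Hdac1 cKO, 0.01 in 5XFAD and 0.01 in compound mice, with exact p of 0.0476, 0.819 and 0.722. The choroid plexus score was 4.09 ± 1.55 (SD, n = 4) in control and 1.39 ± 0.495 (SD, n = 5) in Hdac1 cKO mice, a difference of -2.69 (exact p = 0.0159, adjusted p = 0.0381). It was lower by the same measure in 5XFAD mice, with a difference of -1.27 (exact p = 0.186), and in compound mice, with a difference of -2.24 (exact p = 0.0556, adjusted p = 0.0833). Control mouse 1 had a choroid plexus score of 1.79, within the range of the Hdac1 cKO mice.

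**Figure D3:**
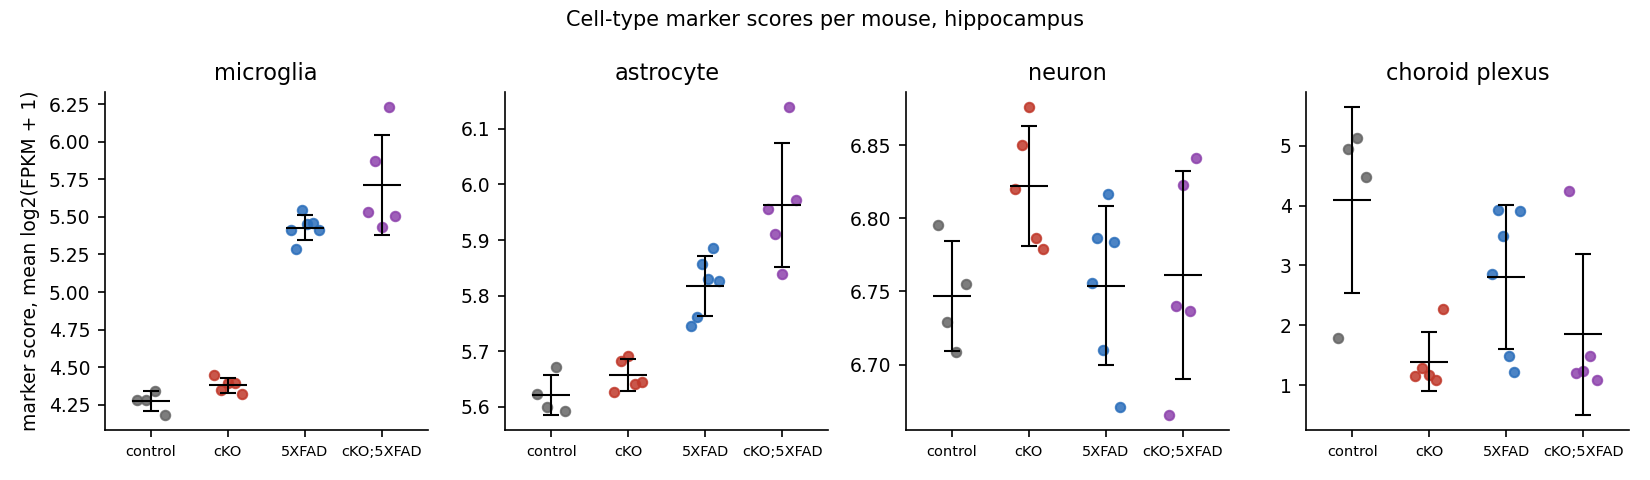
Marker scores of microglia, astrocytes, neurons and choroid plexus, each the mean log2(FPKM + 1) over the marker genes, in each of the 4 control, 5 Hdac1 cKO, 6 5XFAD and 5 compound mice (cKO;5XFAD); points are mice, and the bars give the mean and SD, on axes that do not start at 0. The choroid plexus score ranges from 1.79 to 5.13 in control and from 1.09 to 2.27 in Hdac1 cKO mice.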

Further, we observed a reduction in hippocampal HDAC1 activity in aged 5XFAD mice, but no significant difference in p300 activity (Fig. 4f; Supplementary Fig. 7c). These findings implicate HDAC1 dysfunction as a contributor to 8-oxoG accumulation and altered gene expression in 5XFAD mice.

Of the downregulated DEGs in 5XFAD (*n* = 288), compound transgenic (*n* = 335), and *Hdac1* cKO (*n* = 397) mice, 150 were shared by all three groups, representing 38–52% of all downregulated genes in each group (Fig. 4g). 

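By the same thresholds, 54 genes were downregulated in all 3 groups compared with control mice. They made up 13.2% of the 409 downregulated DEGs of Hdac1 cKO mice, 30.5% of the 177 of 5XFAD mice and 18.6% of the 290 of compound mice. In pairs, Hdac1 cKO shared 94 downregulated genes with 5XFAD and 154 with compound mice, and 5XFAD shared 80 with compound mice. The number shared by all 3 groups was between 30 and 202 across the fits that each left out one mouse, and was highest without control mouse 1. Across such fits, the number shared by Hdac1 cKO and compound mice was between 83, without control mouse 3, and 287, without control mouse 1. It was 80 when mice with the same replicate number were treated as a block.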

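The genes downregulated in all 3 groups included 2 solute carriers among 54, Slc14a2 and Slco1c1. This is 3.70%, against 1.77% of the other genes tested in all 3 comparisons, an odds ratio of 2.13 (two-sided Fisher's exact test, p = 0.249). Slc14a2 was at 3.28 ± 0.775 FPKM (SD, n = 4) in control, 0.962 ± 0.790 FPKM (SD, n = 5) in Hdac1 cKO, 1.14 ± 0.796 FPKM (SD, n = 6) in 5XFAD and 1.16 ± 0.565 FPKM (SD, n = 5) in compound mice. Slco1c1 went from 14.5 ± 4.32 FPKM (SD, n = 4) in control to 7.23 ± 1.53 FPKM (SD, n = 5), 8.09 ± 1.14 FPKM (SD, n = 6) and 5.96 ± 2.19 FPKM (SD, n = 5) in the same order. Among the downregulated DEGs of compound mice, 16 of 290 were solute carriers, an odds ratio of 3.36 (two-sided Fisher's exact test, p = 6.66e-05). Among those of 5XFAD mice there were 3 of 177, an odds ratio of 0.930 (two-sided Fisher's exact test, p = 1).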

Consistent with downregulated DEGs in *Hdac1* cKO mice, these 150 genes function primarily in ion transport pathways (Fig. 4h). In contrast, only 19 of the upregulated genes were common to all three groups (Supplementary Fig. 7b). These results suggest that *Hdac1* cKO and 5XFAD mice both exhibit elevated 8-oxoG lesions, and share a common gene expression signature characterized by the downregulation of transcripts with guanine-rich promoter elements.

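The upregulated DEGs common to Hdac1 cKO, 5XFAD and compound mice numbered 4 (Bhlha9, Dnph1, Hexdc and Mvd, which are named here because the list is short). These were 5.63% of the upregulated DEGs of Hdac1 cKO mice, 1.61% of those of 5XFAD mice and 1.26% of those of compound mice. Across the fits that each left out one mouse the number was between 2 and 18, and it was 18 with a pseudocount of 0.1 in place of 1.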

We compared DEGs between 5XFAD and compound transgenic group and found 257 genes (149 upregulated and 108 downregulated genes) were differentially expressed in response to HDAC1 deficiency (Supplementary Fig. 7d). 

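Between compound and 5XFAD mice, 184 of 14326 genes were DEGs by the same thresholds, 99 upregulated and 85 downregulated in compound mice. An unadjusted p under 0.05 was found for 947 genes, 6.61% of those tested against the 5% that chance alone would give. Hdac1 was the only gene with an adjusted p under 0.05, with a log2 fold change of -1.66 (standard error 0.16, adjusted p = 0.000785 from limma). No control mouse enters this comparison. The ratio of mean FPKM as the fold change gave 341 DEGs. The downregulated count was 172 under that setting, 163 with a pseudocount of 0.1 and 149 without compound mouse 1. At the other end, it was 61 with per-gene variances.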

The upregulated genes were associated with defense and immune responses, and downregulated genes with regulation of cell activation (Supplementary Fig. 7d). 

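Of the chemokine genes that rose most in both groups against controls, Ccl4 was at 11.3 ± 3.85 FPKM (SD, n = 6) in 5XFAD and 28.1 ± 6.70 FPKM (SD, n = 5) in compound mice. This is a log2 fold change of 1.27 (standard error 0.21, adjusted p = 0.0888 from limma), and each compound mouse was above each 5XFAD mouse. Ccl3 was at 12.1 ± 4.30 FPKM (SD, n = 6) in 5XFAD and 20.7 ± 6.64 FPKM (SD, n = 5) in compound mice, a log2 fold change of 0.76 (two-sided exact permutation test, p = 0.0108). Both were upregulated DEGs by the paper's thresholds. The gene ontology sets behind Supplementary Fig. 7d were not used here.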

Guanine-rich motifs were less enriched in genes downregulated in compound transgenic mice compared to the other downregulated gene sets examined herein (Supplementary Fig. 7e). These findings suggest that genes sensitive to 8-oxoG lesions were already repressed in 5XFAD mice, potentially due to impaired HDAC1 activity.

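A GC box was present at 26.9% of the genes downregulated in compound compared with 5XFAD mice and at 31.6% of the other genes tested that were not DEGs. The odds ratio was 0.799 (two-sided Fisher's exact test, p = 0.463). It was 1.18 with the GC content of the promoter in a logistic regression, 1.01 without the filter on low FPKM and 1.03 with the 500 bp upstream of the TSS alone, each a change of direction. The shorter core GGGCGG gave 0.510. At the genes upregulated in compound compared with 5XFAD mice the odds ratio was 0.366 (two-sided Fisher's exact test, p = 0.000349).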

### Exifone is an HDAC1 activator in vitro and in vivo

Our results indicate that loss of HDAC1 results in age-dependent cognitive decline, paralleled by reduced OGG1 activity and 8-oxoG lesion accumulation. These findings suggest that enhancing HDAC1 function could provide benefit in both aging and neurodegeneration. Our previous screening efforts to identify small molecule activators of HDAC1 yielded exifone as an HDAC activator and a strong candidate for such a therapeutic strategy (Supplementary Fig. 9a)^52^. Exifone has also been shown to have pro-cognitive effects in animal models and in patients with Alzheimer’s-type dementia and Parkinson’s disease^53–56^.

We tested whether exifone treatment of cultured neurons could reduce DNA DSBs and histone acetylation^15,17^. Exifone treatment led to a 50% reduction in acetylated H4K12 that was largely blocked by *Hdac1* knockdown, indicating the specificity of the effect (Supplementary Fig. 9b–e). In contrast, exifone treatment of cultured astrocytes showed no effect on H4K12 acetylation, suggesting distinct sensitivity or regulation in the two cell types (Supplementary Fig. 9f, g). Exifone treatment reduced etoposide-induced DNA DSB-marker γH2AX in cultured neurons (Supplementary Fig. 9h, i), consistent with our previous reported HDAC1 overexpression^15^.

To test its effects in vivo, we administrated exifone in CK-p25 mice, an inducible neurodegeneration model, characterized by HDAC1 inhibition, increased neuronal DNA DSBs, and memory deficits^14^. CK-p25 mice were induced for 6 weeks, and they received either exifone or vehicle by intraperitoneal injection for the last 3 weeks of the induction period. Exifone was detectable in mouse brains after a single intraperitoneal injection (Supplementary Fig. 10a), indicating effective brain penetration. Compared to the vehicle group, administration of exifone in CK-p25 mice reduced γH2AX-positive cells in the hippocampal CA1 region (Supplementary Fig. 10b, c), consistent with the positive function of HDAC1 in DSB repair. Moreover, exifone treatment enhanced memory function in CK-p25 mice, as evidenced by increased freezing behavior in a contextual fear conditioning test, without alternating locomotor activity (Supplementary Fig. 10d, e). These findings indicate that exifone treatment produces similar effects as HDAC1 overexpression both in vitro and in vivo.

### HDAC1 protects against 8-oxoG lesions in aged and 5XFAD mice

We next asked if pharmacological activation of HDAC1 could enhance OGG1 activity by examining 8-oxoG lesions that accumulate during physiological aging^42^. We treated 17-month-old wild-type mice with exifone (50 mg/kg body weight) daily for 4 weeks by intraperitoneal injection. Exifone had no effect on non-oxidative DNA damage, as shown by the similar tail moment between exifone- and vehicle-treated aged mice in the alkaline comet assay (Fig. 5a, b). By contrast, the FPG-modified comet assay revealed a marked reduction of 8-oxoG lesions in exifone-treated aged mice (Fig. 5a, b). Consistently, there was enhanced OGG1 activity in hippocampal nuclear extracts of exifone-treated aged mice (Fig. 5c, d). Thus, pharmacological activation of HDAC1 further supports our conclusion that HDAC1 stimulates OGG1 to repair 8-oxoG lesions.

**Fig. 5:**
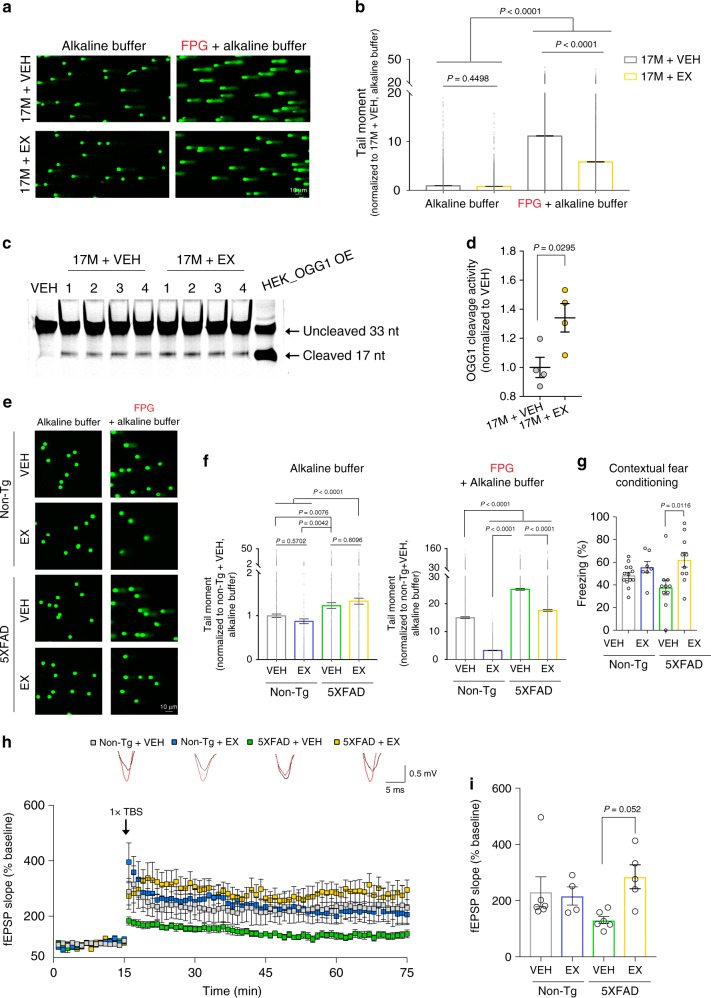
Pharmacological activation of HDAC1 reduces 8-oxoG lesions in aged wild-type and 5XFAD mice. **a**, **b** Representative images and quantification of the comet assay using hippocampal homogenates from 17-month-old (17M) wild-type (WT) mice after vehicle (VEH) or exifone (EX) treatment for 4 weeks. **a**, **b** Nuclei analyzed (three mice/group) were: alkaline, 4746 (17M + VEH), and 3702 (17M + EX); FPG + alkaline, 6254 (17M + VEH), and 4268 (17M + EX). **c** Hippocampal nuclear extracts from 17M WT mice that received daily treatment of either VEH or EX for 4 weeks were used to assess OGG1 cleavage activity. **d** Quantification of cleaved 17-nt products presented in **c**. **c**, **d** Four animals in each group were analyzed from one experiment. **e** Representative images and quantification plots of the comet assay using hippocampal homogenates from 8-month-old non-Tg control and 5XFAD mice treated daily with VEH or EX for 2 weeks. **e**, **f** Nuclei analyzed (at least three mice/group) were: alkaline, 6046 (non-Tg + VEH), 1385 (non-Tg + EX), 3140 (5XFAD + VEH), 3227 (5XFAD + EX); FPG + alkaline, 4177 (non-Tg + VEH), 2030 (non-Tg + EX), 4179 (5XFAD + VEH), and 3075 (5XFAD + EX). **g** Analysis of freezing behavior during contextual fear conditioning test. Animals analyzed were: 13 (non-Tg + VEH), 7 (non-Tg + EX), 10 (5XFAD + VEH), and 10 (5XFAD + EX). **h**, **i** Hippocampal LTP induction in 14-month-old non-Tg control and 5XFAD mice treated daily with VEH or EX for 2 weeks. Animals/slices analyzed in each group were: 3/6 (non-Tg + VEH), 3/4 (non-Tg + EX), 3/6 (5XFAD + VEH), and 3/5 (5XFAD + EX). Overlay of the representative fEPSPs before (black trace) and after (red trace) LTP induction. All values are shown as mean ± SEM. Statistical analysis: **b**, **f**, **g**, **i** one-way ANOVA with Tukey’s post hoc test; **d** two-tailed Student’s *t* test. Source data are provided as a Source Data file.

As accumulation of 8-oxoG lesions has also been reported in AD patients^51^, we next examined whether exifone treatment could reduce 8-oxoG lesions in 5XFAD mice and improve cognitive performance. Eight-month-old 5XFAD and non-Tg animals were treated with exifone or vehicle for 2 weeks by intraperitoneal injection before testing. Consistent with our immunostaining results (Fig. 4a, b), we detected a higher tail moment in vehicle-treated 5XFAD animals in the FPG-modified comet assay compared to vehicle-treated controls (Fig. 5e, f). Interestingly, exifone-treated animals exhibited reduced tail moment compared to those treated with vehicle, whereas exifone treatment did not reduce tail moment in the alkaline comet assay. Together, these findings suggest that HDAC1 activation reduces 8-oxoG lesions in both wild-type and 5XFAD animals, and suggest the therapeutic potential of this approach in aging and neurodegeneration.

### HDAC1 activation improves cognition in 5XFAD mice

We then conducted contextual fear conditioning to evaluate hippocampal-dependent memory^27^. We observed increased freezing behavior in exifone- compared to vehicle-treated 5XFAD mice, indicating that exifone improves memory without effect on locomotor activity (Fig. 5g; Supplementary Fig. 10f). Moreover, exifone treatment enhanced hippocampal LTP induction in 14-month-old 5XFAD mice relative to vehicle-treated mice (Fig. 5h, i). No improvement in fear memory and LTP induction was observed in exifone-treated non-Tg animals (Fig. 5g–i).

We also delivered exifone directly into mouse brain by intracerebroventricular (ICV) injection to rule out indirect effects of exifone in the periphery due to intraperitoneal delivery. Sixteen-month-old 5XFAD animals were infused with exifone (100 ng/day) for 2 weeks before subjecting them to the Morris water maze test. Compared to the vehicle group, exifone (ICV)-treated animals spent more time in the target quadrant during the probe trial, suggesting an improvement of spatial memory (Supplementary Fig. 11a–c). Similarly, the level of 8-oxoG lesions was reduced in 5XFAD mice that received exifone (ICV), as shown by lower tail moment in the FPG-modified comet assay (Supplementary Fig. 11d, e). These findings are consistent with our observations in 5XFAD animals receiving exifone treatment intraperitoneally, and suggest that the beneficial effects of exifone are not likely due to molecular relay from activating peripheral HDAC1. While these results indicate that activation of HDAC1 in the brain by exifone likely mediates the various observed effects, we cannot rule out indirect or off-target effects. Together, our findings show that HDAC1 activation reduces 8-oxoG lesions and enhances memory function and LTP induction in 5XFAD mice, suggesting a promising strategy to combat the pathologies associated with aging, AD, and potentially other neurodegenerative disorders.

### HDAC1 counters oxidative stress-induced gene repression

Our findings demonstrate that HDAC1 deficiency leads to reduced OGG1 activity, concomitant with accumulated 8-oxoG lesions and aberrant transcriptional repression of genes involved in brain function. To test whether HDAC1 can confer neuronal protection against oxidative damage-mediated gene repression, we exposed cultured neurons to a mild oxidative stress that increases 8-oxoG lesions^4^ without reducing neuronal survival (Supplementary Fig. 12a). First, we found that the downregulated genes in aged *Hdac1* cKO mice (see Fig. 2b) exhibited reduced expression in neurons exposed to this mild oxidative stress (Fig. 6a). Moreover, the expression of these genes was also decreased in neurons expressing small hairpin (sh) against *Hdac1* (Fig. 6b, Supplementary Fig. 12b). Thus, similar to aged *Hdac1* cKO mice, cultured neurons with either HDAC1 depletion or exposed to mild oxidative stress showed repression of genes with guanine-rich promoters. Consistently, pre-incubating cultured neurons with exifone alleviated oxidative damage-induced gene repression (Fig. 6c). Furthermore, knocking down *Ogg1* attenuated the effect of HDAC1 activation on oxidative damage-induced gene repression (Fig. 6c, Supplementary Fig. 12c). Together, these findings support our conclusion that activation of HDAC1 counteracts oxidative damage-mediated gene repression in an OGG1-dependent manner.

**Fig. 6:**
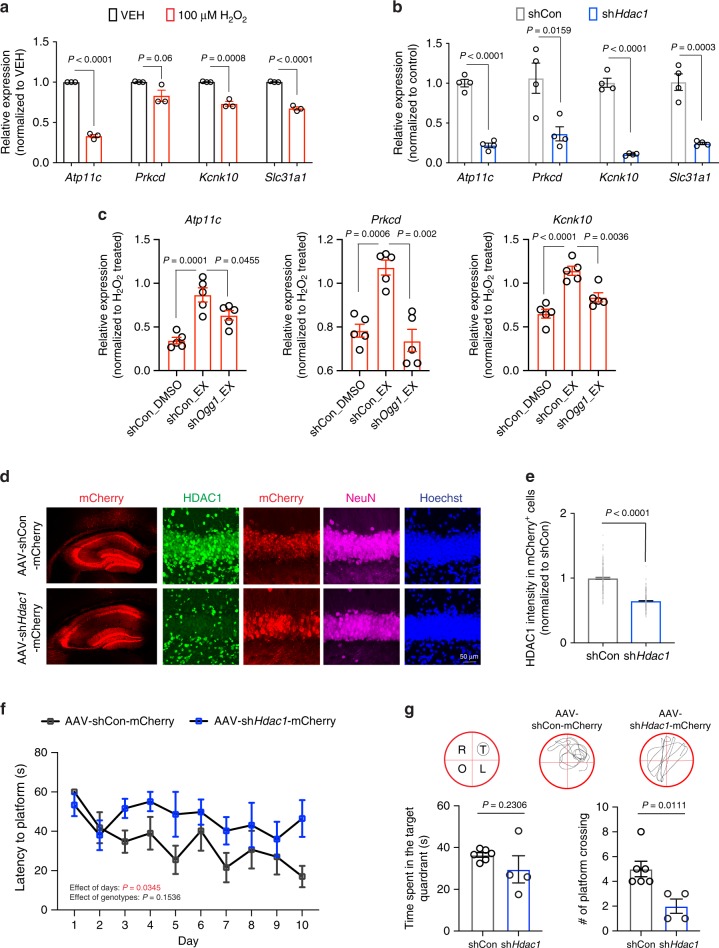
HDAC1 alleviates oxidative damage-mediated gene repression in neurons and neuronal HDAC1 modulates cognition in aged mice. **a** The effect of oxidative damage on gene repression in wild-type cultured neurons (14 DIV) treated with 100 μM H_2_O_2_ overnight. Six replicates from three independent experiments. **b** Gene expression changes in cultured neuron (14 DIV) expressing sh*Hdac1* or scrambled (shCon). Four replicates from four independent experiments. **c** The effects of oxidative damage on gene repression in cultured neurons (14 DIV) expressing sh*Ogg1* or scrambled (shCon) that were preincubated with 1 μM exifone (EX) or vehicle (VEH) for 6 h prior to the addition of H_2_O_2_. Five replicates from five independent experiments. **d** Representative images of the hippocampal region showing HDAC1 levels in aged wild-type mice injected with AAV viruses expressing shRNA against *Hdac1* (AAV-sh*Hdac1*-mCherry) or scrambled (AAV-shCon-mCherry). mCherry (red), HDAC1 (green), NeuN (magenta), and nuclei Hoechst (blue). **e** Quantification showing the HDAC1 intensity in mCherry^+^ cells. **d**, **e** Three mice (two sections/mouse) were analyzed. Cells analyzed were: 197 (AAV-shCon-mCherry), 251 (AAV-sh*Hdac1*-mCherry). **f**, **g** AAV-sh*Hdac1*-mCherry and AAV-shCon-mCherry-injected mice were subjected to the MWM task 3 weeks after viral injection. Shown are the latency to hidden platform during the training, and time spent in each quadrant and number of platform’s crossing during the probe trial. Images showing the location of each quadrant and swim trace of mouse during the probe trial. T = target, O = opposite, R = right, L = left. Animals analyzed were: 6 (AAV-shCon-mCherry) and 4 (AAV-sh*Hdac1*-mCherry). All values are shown as mean ± SEM. Statistical analysis: **a**, **b**, **e**, **g** Two-tailed Student’s *t* test; **c** one-way ANOVA with Tukey’s post hoc test; **f** two-way repeated-measures ANOVA with Bonferroni’s post hoc test. Source data are provided as a Source Data file.

### Neuronal HDAC1 depletion in aged mice impairs memory

Given that HDAC1 was depleted in both neurons and astrocytes in *Hdac1* cKO mice, we next assessed whether knockdown of HDAC1 in neurons was sufficient to cause cognitive deficits in aged animals. We injected bilaterally into the hippocampus of aged wild-type animals an adeno-associated virus (AAV) subtype, PHP.eB, that preferentially transduces neurons^57^ and expresses either scrambled or *Hdac1* shRNA with an mCherry reporter. Reduced HDAC1 immunoreactivity in animals that received sh*Hdac1* demonstrated successful knockdown (Fig. 6d, e). These mice were subjected to Morris water maze test for memory assessment 3 weeks after viral injection. We observed no significant difference in spatial learning during the acquisition phase of the Morris water maze task. However, aged mice that received sh*Hdac1* exhibited a lower number of platform crossings in the probe trial (Fig. 6f, g), indicative of memory deficits. Analysis of the total distance traveled and latency to visible platform showed the cognitive deficits observed were not due to reduced swimming velocity or impaired vision (Supplementary Fig. 13). Thus, reduced neuronal expression of HDAC1 is sufficient to impair memory function in aged mice.

## Discussion

HDAC1 deficiency resulted in astrogliosis, increased GFAP immunoreactivity, and astrocytic hypertrophy in aged mice. Astrocytes adopt morphological changes under stress, injury, and neurodegenerative conditions^58^. Thus, the alterations observed in aged *Hdac1* cKO mice could be due to increased 8-oxoG levels in astrocytes lacking HDAC1 and/or to other changes affecting the brain environment. Astrocytes modulate synaptic plasticity and memory function^59^. Transcriptomic analysis of astrocytes reveals changes in pathways that potentially affect cognition in aged *Hdac1* cKO mice, including lipid metabolism^60^ and immune-related responses^61^ (Supplementary Fig. 14). These observations suggest potential contributions of astroglial HDAC1 to cognitive function in aged animals.

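Nuclei that carried GFAP, a marker of astrocytes, were sorted from the cortex of 13-month-old control and Hdac1 cKO mice and their RNA was sequenced. The FPKM values that the authors deposited were used for 3 control and 4 Hdac1 cKO samples, and control sample 2 was not analysed here. FPKM summed to between 465218 and 525685 per sample. The number of fragments is not given, and the steps between the smallest values place the depth of the control libraries between 0.869 and 1.08 times that of control sample 1 and that of the Hdac1 cKO libraries between 0.961 and 1.26 times. Pearson's r across genes was 0.930 to 0.948 between control and 0.939 to 0.946 between Hdac1 cKO samples, lower than between whole hippocampus libraries. The paper's thresholds gave 389 DEGs of 15070 genes tested, 187 upregulated and 202 downregulated in Hdac1 cKO nuclei. An unadjusted p under 0.05 was found for 709 genes, 4.70% of those tested, where chance alone would give 5%. At an adjusted p under 0.05, 2 genes differed, Mir692-1 and Socs2. Socs2, a suppressor of cytokine signaling, was at 4.45 ± 1.29 FPKM (SD, n = 3) in control and 39.1 ± 9.91 FPKM (SD, n = 4) in Hdac1 cKO nuclei, a log2 fold change of 2.87 (standard error 0.24, adjusted p = 0.00138 from limma). Mir692-1 is listed at 0 in the 3 control samples and at 41.3 to 143 FPKM in the Hdac1 cKO samples. Hdac1 was at 15.5 ± 6.25 FPKM (SD, n = 3) in control and 8.95 ± 2.40 FPKM (SD, n = 4) in Hdac1 cKO nuclei, and the samples overlapped (two-sided exact permutation test, p = 0.114, where the smallest p that 3 samples against 4 allow is 0.0286). When the mean-variance trend of all genes was replaced by each gene's own variance, the number of DEGs was 226 and that at an adjusted p under 0.05 was 0, with 758 genes at an unadjusted p under 0.05. The gene sets behind Supplementary Fig. 14 were not used here. From the pathways altered in these nuclei, the paper proposes that HDAC1 in astrocytes may contribute to cognitive function in aged mice.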

Unlike 2-month-old animals, 6-month-old *Hdac1* cKO mice already exhibit impaired hippocampal LTP induction. Whether hippocampal LTP induction is further impaired in 13-month-old *Hdac1* cKO animals remains to be addressed, due to technical difficulty of this measurement in aged animals. It is possible that the deficits in LTP induction and cognition in *Hdac1* cKO could be attributable to neuronal as well as astrocytic dysfunction.

DNA DSBs is considered the most deleterious type of DNA damage in neurons^7^; however, their incidence is lower than other types of DNA lesions^62^. The brain having high energy consumption is constantly exposed to dangerous ROS species and consequently ROS-associated damage. In neurodegenerative diseases, ROS levels are further elevated, resulting in increased 8-oxoG lesions and mutations that jeopardize genome integrity^62^. These studies, and our findings, suggest that 8-oxoG lesions may be one of the major types of DNA damage that contribute to neurodegenerative phenotypes, underscoring the importance of HDAC1 function in brain health.

Our findings provide a possible link between oxidative DNA damage and impairment of neuronal and cognitive function. We show that the downregulated genes shared by aged *Hdac1* cKO and 5XFAD mice primarily function in ion transport pathways, and are also downregulated in aged humans and AD patients^63,64^. Disruptions of ion transport contribute to ionic gradient imbalance and altered neuronal excitability, two pathological features of brain aging and neurodegeneration^65,66^. These findings indicate that 8-oxoG accumulation and downregulation of ion transport may contribute to functional decline in aged *Hdac1* cKO and 5XFAD mice. Further, we show that exifone treatment reduces 8-oxoG levels and enhances cognition in 5XFAD animals with minimal effects on tail moment in the alkaline comet assay, suggesting it acts primarily through reducing 8-oxoG lesions.

One intriguing observation was the significant overlap of downregulated genes with guanine-rich promoters between aged *Hdac1* cKO and 5XFAD mice, coincident with the elevated 8-oxoG lesions and reduced HDAC1 activity in 5XFAD mice. While the mechanisms underlying impaired HDAC1 function remain to be confirmed, the effect is likely mediated by the p25/CDK5 complex. HDAC1 activity is inhibited in CK-p25 mice that overexpress p25, an activator of CDK5 kinase function. p25 is overexpressed in multiple neurodegenerative diseases and disease models, including 5XFAD mice^21^, suggesting that HDAC1 inhibition and increased 8-oxoG lesions are likely mediated via a common pathological mechanism involving p25/CDK5 dysregulation.

Besides OGG1, two other DNA glycosylases (NEIL1 and NTH1) possess 8-oxoG processing capacity; however, both have weaker substrate preference^67^, and their depletion did not result in 8-oxoG accumulation in aged mouse brains^68^. OGG1 is regulated by a complex interplay between acetylation and deacetylation, affecting catalytic activity and protein stability^69,70^. OGG1 is acetylated by p300 on multiple sites, promoting its activity^47^. The effects of OGG1 deacetylation appear to be more complex, with both increased and decreased activation and stability^69,70^. Our work demonstrates that HDAC1 is an OGG1 deacetylase in the brain, likely stimulating OGG1 activity by promoting AP site incision. Our findings link HDAC1 and OGG1 to oxidative DNA damage, neuronal gene expression, synaptic plasticity, and cognitive performance in brain aging and neurodegenerative disease, and highlight the therapeutic potential of pharmacological HDAC1 activation in aging and neurological disorders.

## Methods

### Mouse strains

All mouse work was approved by the Committee for Animal Care of the Division of Comparative Medicine at Massachusetts Institute of Technology. *Hdac1*^*f/f*^ mice were gifted from E.N. Olson^23^. *Hdac1*^*f/f*^ mice were bred with *Nestin-Cre* transgenic mice^24^ to generate *Hdac1* brain-specific conditional knockout (*Hdac1* cKO) mice. 5XFAD mice were obtained from Jackson Laboratory (JAX ID# 34840), and were crossed with *Hdac1* cKO mice to generate *Hdac1* cKO; 5XFAD (compound transgenic) mice. Aged C57BL/6J mice were obtained from National Institute on Aging. Two- to three-month-old male mice were used as young group, and 13- to 17-month-old male mice were used as aged group. Mice were housed in groups of three to five animals on a standard 12 h light/12 h dark cycle, temperature (24 °C), and humidity (45%) with food and water available ad libitum. All experiments were performed during the light cycle.

### Antibodies

The antibodies used for immunostaining were as follows: anti-HDAC1 (Thermo, PA1-860, 1:500), anti-GFAP (Abcam, ab53554, 1:500), anti-NeuN (Rbfox3) (Synaptic Systems, 26604, 1:500), anti-IBA1 (Wako Chemicals, 019-19741, 1:500), cleaved caspase-3 (Abcam, ab2302, 1:200), anti-8-OHdG N45.1 (Cosmo Bio, NNS-MOG-020-EX, 1:100), and anti-γH2AX (Millipore, 05-636, 1:500). The antibodies used for western blots were as follows: anti-HDAC1 (Abcam, ab7028, 1:2000), anti-OGG1 (Novus Biologicals, NB100-106, 1:1000), anti-Lamin B1 (Abcam, ab16048, 1:1000), anti-GAPDH (Cell Signaling Technology, 2118, 1:5000), anti-acetyl-lysine 4G12 (Millipore, 05-515, 1:2000), anti-γH2AX (Millipore, 05-636, 1:2000), anti-acetyl-histone H4 (Lys12) (Millipore, 07-595, 1:2000), anti-histone H3 (Abcam, ab24834, 1:10,000), and p300 (Thermo Fisher, MA1-16608, 1:1000). Antibodies used for immunoprecipitation and ChIP experiments were anti-OGG1/2 (Santa Cruz Biotechnology, sc-376935), anti-OGG1 (Novus Biologicals, NB100-106), anti-HDAC1 (Cell Signaling Technology, 5356), p300 (Thermo Fisher, MA1-16608), and anti-8-OHdG N45.1 (Cosmo Bio, NNS-MOG-020-EX).

### Immunohistochemistry analysis

Mice were transcardially perfused with cold phosphate-buffered saline (PBS), followed by perfusion with cold 4% paraformaldehyde in PBS. Brains were post fixed in 4% paraformaldehyde at 4 °C overnight, and prepared as 40-μm-thick vibratome coronal sections in PBS. Antigen retrieval was performed for HDAC1 immunostaining. Brain sections were immersed in citrate buffer (10 mM sodium citrate, 0.05% Tween-20, pH 6.0 in PBS) at 80 °C for 20 min, and cooled to room temperature (RT) for 1 h. Free-floating sections were next permeabilized and blocked in PBS containing 0.2% Triton X-100 and 10% normal donkey serum at RT for 1 h, and then incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. Primary antibodies were visualized using the appropriate secondary antibodies conjugated to Alexa Fluor 488, Alexa Fluor 594, and Alexa Fluor 647 antibodies (Thermo Fisher Scientific, all diluted 1:500 in blocking buffer) and nuclei were visualized with Hoechst 33342 (Thermo Fisher Scientific, H1399). Samples were washed three times in PBS each after incubation with primary and secondary antibodies. Images were acquired on a Zeiss LSM710 confocal microscope. Quantification of GFAP and γH2AX immunoreactivity was performed with the ImageJ software (version 1.51m9). Cell size of astrocytes, 8-oxoG intensity in aged mouse brain, and HDAC1 intensity of mCherry^+^ cells were analyzed with the Imaris image analysis software (Bitplane). For each experiment, two coronal sections from at least three animals were used for quantification.

### Western blotting

Cultured neurons were washed once with cold 1× PBS and lysed in RIPA buffer (150 mM NaCl, 1% IGEPAL, 0.5% NaDOC, 0.1% SDS, and 50 mM Tris-HCl, pH 8.0, supplemented with protease inhibitors). The supernatant was collected after centrifugation at 12,000 × *g* for 10 min at 4 °C. For brain tissue, nuclear fractions were extracted using the Subcellular Protein Fractionation Kit for Tissue according to the manufacturer’s instructions (Thermo Scientific, 87790). Lysates were quantified using Bio-Rad Protein Assay, and equal amount of protein was loaded onto a 10% acrylamide gels. Protein was transferred from the gel to 0.45 μm PVDF membranes (Millipore) at 100 V for 2 h and blocked with 5% non-fat milk in TBST (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.05% Tween-20) for 1 h before application of primary antibodies. Membranes were incubated with primary antibodies overnight at 4 °C and secondary antibodies at RT for 1 h. Proteins were detected by a Chemiluminescent Kit and visualized by an autoradiographic film. Western blots were analyzed with the ImageJ software (version 1.51m9).

### RNA extraction and qPCR

Hippocampus was snap frozen in liquid nitrogen and stored at −80 °C, and total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Reverse transcription of total RNA (1 μg) was carried out using RNA to cDNA EcoDry Premix (Oligo dT) (Clontech) according to the manufacturer’s protocol. qPCR was performed using a Bio-Rad CFX-96 quantitative thermocycler and SsoFast EvaGreen Supermix (Bio-Rad). Relative changes in gene expression were determined using the 2^−ΔΔCt^ method. Primer sequences used for qPCR can be found in Supplementary Table 1.

### Behavioral experiments

Mice were handled more than 3 days prior to behavioral tests, and were left to acclimate in the testing rooms for at least 1 h before experiments. For open field test, mice were placed in the center of an open field box (40 cm × 40 cm × 30 cm), and habituated for 10 min. Activity was measured automatically by the VersaMax software (AccuScan Instruments) as movement across a grid of infrared light beams during habituation. Morris water maze task was conducted in a circular tank (1.2 m diameter) filled with opaque water at 22 °C with spatial reference cues on the wall surrounding it. The tank contained a hidden fixed platform (10 cm diameter) in a target quadrant. During training, mice were randomly placed into water maze facing the wall of the tank, and allowed to search for the hidden platform for 60 s. Mice were guided to the platform and kept on the platform for 30 s if they failed to locate it within 60 s. Two trials a day were conducted, and mice were kept on a heating pad between trials. One day after the last training, the platform was removed to conduct a probe trial for assessing spatial memory. Mouse behavior was video recorded and analyzed using EthoVision XT (Noldus Information Technology). Latency to hidden platform during training, time spent in each quadrant, and total distance traveled during probe trial (60 s) were recorded and analyzed automatically. The number of platform crossing during the probe trial was analyzed manually. Visible platform test was performed 1 h after probe trial to assess visual deficiency. For contextual fear conditioning test, mice were placed in a conditioning chamber with acrylic walls and a metal grid bottom that delivered a foot shock (TSE Systems). After 3 min of habituation, mice received a foot shock (2 s, 0.4–0.8 mA constant current) and remained in the context for an additional 30 s before returning to their home cage. Contextual fear memory was measured 24 h after foot shock by scoring freezing behavior automatically for 3 min in the context used during conditioning. Each behavioral test assessing cognitive function (fear conditioning and Morris water maze test) was conducted using different cohort of animals. The number of cohorts of animals for each behavioral task was as follows: one cohort of animals for Figs. 1e–g, 6f, g, Supplementary Fig. 1g–i, Supplementary Fig. 10d, e and Supplementary Fig. 11a–c; two cohorts of animals for Fig. 5g and Supplementary Fig. 10f.

### Single-cell electrophoresis (comet) assay

Hippocampal tissues were homogenized in 0.5 mL cold PBS using a rotor stator on ice. After homogenization, cells were run through a 0.45 μm cell strainer and diluted with cold PBS to 4 × 10^5^ cells/mL. Fifty microliters of diluted cells were added to 450 μL of 1% low melting point agarose (Invitrogen) kept at 42 °C and applied onto each well of comet slides (Trevigen, 4250-004-03). Comet slides were kept at 4 °C in the dark for 30 min, and then immersed in cold lysis solution (Trevigen, 4250-050-01) that contained 10% dimethyl sulfoxide (DMSO) at 4 °C in the dark for 14 to 16 h. After overnight lysis, slides were incubated with freshly prepared pre-chilled alkaline buffer (300 mM NaOH, 1 mM EDTA) for 1 h in the dark at 4 °C, and then subjected to electrophoresis in 850 mL cold alkaline buffer using CometAssay® Electrophoresis System II (Trevigen, 4250-050-ES) following the manufacturer’s instructions. For FPG treatment, slides were digested with FPG enzyme (NEB, M0240, 1:1000) in a reaction buffer (40 mM HEPES, 0.1 M KCl, and 0.2 mg/mL bovine serum albumin (BSA), adjust to pH 8.0 with KOH) at 37 °C for 45 min. Slides were washed two times with cold reaction buffer for 5 min at RT, and subjected to electrophoresis. After electrophoresis, slides were washed with cold neutralization buffer (0.4 M Tris-HCl, pH 7.4) for 15 min twice in the cold room, and then incubated with 70% ethanol at RT for 30 min. Slides were next dried at 37 °C for 30 min to bring cells into the sample plane, and stained with SYBR Gold (Invitrogen, S11494) for 30 min at RT. Slides were imaged using a Zeiss LSM710 confocal microscope (×5 objective) with tile scan, which allowed us to acquire 992 nuclei in average for each animal in this study. Comet images were analyzed using default settings in the OpenComet software, a free plugin for ImageJ (http://www.cometbio.org/index.html).

### Cell culture and cell viability assay

Primary cortical neurons were cultured from Swiss–Webster embryos (embryonic day 16), and then were maintained in neurobasal media (Gibco, 21103) supplemented with l-glutamine (5 mM), penicillin and streptomycin, and B27 neuronal additive. Primary astrocytes were cultured from Swiss–Webster pups (postnatal day 0), and then were maintained in Dulbecco’s modified Eagle’s media (Gibco, 10566) supplemented with l-glutamine (5 mM), penicillin and streptomycin, and fetal bovine serum. Cell viability was determined by the CellTiter-Glo® Luminescent Cell Viability Assay (Promega).

### In vivo drug administration and LC/MS/MS analysis

For intraperitoneal injection, mice received daily dose of 50 mg/kg body weight exifone. Exifone (TCI America, H1065) was dissolved in 10% DMSO, 10% Tween-80, and 80% saline to make 10 mg/mL solution and stored at −20 °C. For cannula implantation, mice were anesthetized with isoflurane in the stereotaxic frame for the entire surgery and their body temperature was maintained using a heating pad. A cannula (26 gauge and 2.5 mm length below pedestal) was implanted into the lateral ventricle (A/P: −0.3 mm; M/L: 0.9 mm; D/V: −2.5 mm relative to the Bregma) and secured by dental cement. Exifone (100 ng) was infused into the lateral ventricle daily for 2 weeks prior to behavioral assessments. On the day of behavioral test, drug infusion was performed 2 h prior to administration of behavioral tests. For liquid chromatography with tandem mass spectrometry (LC/MS/MS) analysis, brain samples were collected from a set of three mice at each time point. Brain samples were homogenized using ice-cold PBS (pH 7.4) in a ratio of 2 (buffer):1 (brain), and homogenates were stored below −80 °C until analysis. Total homogenate was kept at volume three times that of brain weight. All samples were processed for analysis by protein precipitation using acetonitrile and analyzed with fit-for-purpose LC/MS/MS method.

### RNA-sequencing

Total RNA was extracted from hippocampal tissues using TRIzol reagent (Invitrogen), and 3 μg of total RNA was treated with DNase I (Worthington Biochemical), followed by RNA purification using RNA Clean and Concentrator-5 Kit (Zymo Research) according to the manufacturer’s protocols. Purified RNA was subjected to quality control (Fragment Analyzer). cDNA libraries were prepared using Illumina TruSeq Total RNA Sample Prep Kits (Illumina) and High-Throughput 3′Digital Gene Expression method for 3 and 13 months mouse brain, respectively. Libraries were sequenced on the Illumina HiSeq 2000 platform at the MIT BioMicro Center. The collapsed raw fastq reads were aligned by Tophat2, and further processed by Cufflinks 2.0.0 with UCSC mm9 reference gene annotation to determine transcript abundances. The mean yield per sample was 14,217,977 sequencing reads. A gene was considered differentially expressed with a fold change ≥1.5 and a statistical significance of *P* < 0.05. GO analysis of DEGs was performed using gene set enrichment analysis^31,32^ for GO biological process (MSigDB, Broad Institute). TF-binding motif analysis of DEGs was conducted using the HOMER software^40^. Sequencing datasets are available to the public in the GEO Data Bank under accession numbers GSE115437 and GSE147407. The lists of DEGs can be found in Source Data file.

### Cell-type enrichment of DEGs

To examine the possibility that the similar changes in gene expression in aged *Hdac1* cKO and 5XFAD mice were caused by similarly altered cell composition (e.g., astrogliosis), we took advantage of a published cell-type-specific mouse Brain RNA-seq dataset (https://www.brainrnaseq.org). Genes whose expression were enriched >4-fold in one cell type relative to the others were utilized as markers of that cell type. We overlaid the DEGs identified from *Hdac1* cKO and 5XFAD brains onto these cell-type marker genes, and found no cell-type enrichment for *Hdac1* cKO DEGs. In contrast, we observed a significant enrichment of microglia and astrocyte marker genes among the DEGs from 5XFAD mice (Supplementary Fig. 8a). 

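In the DEGs called here, marker genes of microglia (0 of 18), astrocytes (0 of 15) and neurons (0 of 15), the cell types of Supplementary Fig. 8, were not among the upregulated or downregulated DEGs of Hdac1 cKO mice. Lists this short can show a strong enrichment but cannot exclude a weak one. Other cell types were tested in addition. All 24 choroid plexus markers tested were among their 409 downregulated DEGs (two-sided Fisher's exact test, adjusted p = 2.34e-36 over 48 tests), as were 6 of the 7 ependymal markers. Among the downregulated DEGs of 5XFAD mice were 0 of 24 choroid plexus and 4 of 7 ependymal markers, and among those of compound mice 12 of 24 and 3 of 7. The markers came from lists written for each cell type, and the paper's marker table was not used here.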

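Microglia markers made up 14 of the 248 upregulated DEGs of 5XFAD mice, of 18 such markers tested (two-sided Fisher's exact test, adjusted p = 9.64e-21 over 48 tests). In compound mice the same number, 14 of 18, were upregulated. Of the 15 astrocyte markers, 1 was an upregulated DEG in 5XFAD mice (two-sided Fisher's exact test, p = 0.229) and 2 were in compound mice, while 0 of 15 were downregulated DEGs in either. Gfap rose from 25.1 ± 1.40 FPKM (SD, n = 4) in control to 97.5 ± 15.4 FPKM (SD, n = 6) in 5XFAD mice, a log2 fold change of 1.90 (adjusted p = 1.86e-06 from limma), and was at 115 ± 36.4 FPKM (SD, n = 5) in compound mice. It was at 27.7 ± 3.76 FPKM (SD, n = 5) in Hdac1 cKO mice.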

We also analyzed the expression levels of our DEGs in each of the cell types from this dataset (https://www.brainrnaseq.org, Brain RNA-seq dataset) to examine for possible cell-type enrichment, reasoning that if the DEGs were preferentially derived from a particular cell type, their baseline expression would also be higher in that cell type. We found that the DEGs from 5XFAD mice altered expression in microglia, whereas no cell-type-specific expression differences were observed for DEGs from aged *Hdac1* cKO mice (Supplementary Fig. 8b). These findings indicate that the similar changes in gene expression in aged *Hdac1* cKO and 5XFAD mice were not likely due to shared alterations in cell-type composition.

### Chromatin immunoprecipitation

Hippocampi (two hemispheres) were snap frozen in liquid nitrogen and stored at −80 °C. Frozen tissues were homogenized using a dounce tissue grinder (Wheaton) in cold PBS and fixed in 1% formaldehyde for 10 min at RT, and then quenched with 125 mM glycine for 5 min. Fixed homogenates were washed twice by cold NF1 buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 0.1 M sucrose, 1 mM EDTA pH 8.0, 0.5% Triton X-100, proteinase inhibitor cocktail), and incubated with 10 mL of NF1 buffer at 4 °C for 30 min with shaking to release the nuclei. Fixed nuclei were pelleted down and resuspended in LB3 buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.5% (w/v) *N*-lauroylsarcosine sodium salt, proteinase inhibitor cocktail) and chromatin shearing using a Bioruptor Plus (Diagenode, setting medium, 25 cycles of 30 s ON, 30 s OFF). Equal amounts of chromatin (3 μg) were pre-cleared and immunoprecipitated overnight at 4 °C with 5 μg antibodies against HDAC1 (Cell Signaling Technology, 5356), anti-8-OHdG N45.1 (Cosmo Bio, NNS-MOG-020-EX), or normal mouse IgG (Millipore, 12-371). Targeted chromatin was enriched using Dynabeads Protein G (Thermo Fisher Scientific, 10003D) for 4 h, followed by four washes with RIPA buffer (50 mM HEPES pH 7.6, 10 mM EDTA, 0.7% (w/v) sodium deoxycholate, 0.5 M LiCl, 1% NP-40, proteinase inhibitor cocktail) and once with TE buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA pH 8.0). Immunoprecipitated chromatin was eluted twice in TES buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA pH 8.0, 1% SDS) at 65 °C for 20 min with agitation, and then reverse crosslinked in a 65 °C water bath overnight. Chromatin was next treated with RNase (20 μg) and proteinase K (40 μg), followed by DNA purification using phenol–chloroform extraction and ethanol precipitation. DNA pellets were resuspended in 10 mM Tris-HCl (pH 8.0) and subjected to ChIP-seq or qPCR analysis. Primer sequences used for ChIP-qPCR can be found in Supplementary Table 2.

### ChIP-sequencing

Briefly, HDAC1 ChIP-seq was performed on hippocampal tissues of 3 months wild-type mice (Jackson Laboratory, C57BL/6J). Sequencing libraries were prepared from ~1 to 5 ng ChIP (or input) DNA. Gel electrophoresis was used to retain library fragments between 300 and 600 bp. Prior to sequencing, libraries were quantified using Qubit (Invitrogen) and quality controlled using Agilent’s Bioanalyzer. Sequencing reads were aligned to the mouse genome assembly (mm9) using BWA aligner (samse option). Duplicate reads were removed by samtools. Bed alignment files were generated using bedtools. Peak calling was conducted using MACS2 peak-finding algorithm, and we identified 6998 peaks (0.05% false discovery rate cut-off). Annotated genes associated with HDAC1 binding was identified by the GREAT software utilizing default settings. MACS2 program was used to generate fold enrichment of ChIP-seq signals against input across the genome (bedgraph format). The mean yield per sample was 15,647,780 40-bp single-end reads, of which 12,979,186 reads were aligned (82.9%). The output bedgraph files were used by HOMER program to generate aggregated ChIP-seq signals around gene TSS (5 kb upstream and downstream). Chromatin states were defined by available ChIP-seq datasets, and enrichment of HDAC1 binding over chromatin states was assessed using the ChromHMM software. Sequencing datasets are available to the public in the GEO Data Bank under the accession number GSE115437.

### In vitro acetylation and deacetylation assays

For the acetylation assay, 100 ng recombinant OGG1 (ProSpec, ENZ-253) was incubated with 25 ng recombinant p300 (BPS Biosciences, 50071) at 30 °C for 1 h in the reaction buffer (50 mM Tris-HCl (pH 8.0), 1 mM DTT, 1 mM PMSF, 0.1 mM EDTA (pH 8.0), 50 nM acetyl-CoA, 10% glycerol), followed by incubating with 10 μM C646 (Tocris) at 37 °C for 30 min to stop p300 activity. The samples described above were next subjected to deacetylation assays, which were incubated with recombinant HDAC1 (25 and 50 ng, BPS Biosciences, 50051) at 37 °C for 1 h in the deacetylation buffer (137 mM NaCl, 2.7 mM KCl, 4 mM MgCl_2_).

### OGG1 cleavage assay and mass spectrometry analysis

OGG1 substrate was a duplex of a 5′ IRDye800CW-labeled oligonucleotide synthesized by Bio-Synthesis (Lewisville, TX) with an 8-oxoG at position 17 (5′ IRDye800CW-ATA CGCATATACCGCTXTCGGCCGATCTCCGAT-3′, X = 8-oxoG), and a non-labeled complementary oligonucleotide (5′-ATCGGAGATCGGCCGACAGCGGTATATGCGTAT-3′). Hippocampal nuclear fractions were extracted using the Subcellular Protein Fractionation Kit for Tissue following the manufacturer’s protocols (Thermo Scientific, 87790) and diluted to 1.5 μg/μL with nuclear extraction buffer supplied in the kit. Hippocampal nuclear extracts (22.5 μg) were incubated with OGG1 substrate at 37 °C for 4 h with agitation in a 20-μL reaction (100 fmol OGG1 substrate, 20 mM Tris-HCl pH 8.0, 1 mM EDTA, 200 mM NaCl, 1 mg/mL BSA, 5% glycerol). After the reaction, samples were denatured in loading dye (95% formamide, 18 mM EDTA, 0.025% SDS, 0.025% bromophenol blue, 0.025% xylene cyanol) and loaded onto a 20% polyacrylamide gel containing 8 M urea at 200 V for 45 min. Gels were visualized using the LI-COR Odyssey imaging system, and OGG1 cleavage activity was determined by the amount of cleaved product using the ImageJ software (version 1.51m9). Samples after in vitro acetylation and deacetylation assays (described above) were incubated with OGG1 substrate (100 fmol) at 37 °C for 1 h. Heat-inactivated HDAC1 (80 °C for 20 min) and pharmacologically inhibited HDAC1 (incubated with 100 nM trichostatin A) were used to assess the stimulatory effect of HDAC1 deacetylase activity on OGG1 activity. For mass spectrometry analysis, recombinant OGG1 was incubated alone, with p300 or p300 followed by HDAC1. All three reactions were subsequently subjected to protein electrophoresis. Gel bands containing OGG1 were excised and were enzymatically digested. The resulting peptides were chromatographically separated and introduced into Orbitrap Elite mass spectrometer (Thermo Fisher) where peptides were mass measured within 3 p.p.m. and subsequently fragmented in a low-resolution ion trap.

### Electrophysiology

Mice were anesthetized with isoflurane and decapitated. Transverse hippocampal slices (400 μm thick) were prepared in ice-cold dissection buffer (in mM: 211 sucrose, 3.3 KCl, 1.3 NaH_2_PO_4_, 0.5 CaCl_2_, 10 MgCl_2_, 26 NaHCO_3_, and 11 glucose) using a Leica VT1000S vibratome. Slices were recovered in a holding chamber containing oxygenated (95% O_2_ and 5% CO_2_) artificial cerebrospinal fluid consisting of (in mM) 124 NaCl, 3.3 KCl, 1.3 NaH_2_PO_4_, 2.5 CaCl_2_, 1.5 MgCl_2_, 26 NaHCO_3_, and 11 glucose for 1 h at 28–30 °C. Field recordings were performed at CA1 by stimulating Schaffer collateral fibers with a bipolar electrode. LTP was induced by a single theta-burst stimulation (TBS) after recording of stable baseline for 15 min. TBS consisted of ten bursts, each containing four pulses at 100 Hz. The slopes of field excitatory post-synaptic potentials (fEPSPs) were measured to quantify the strength of synaptic transmission. The magnitude of LTP was calculated by comparing the average slopes of fEPSPs during the last 10 min of recordings with those recorded before stimulation. A HEKA instrument (EPC10) was used for data acquisition, and data analysis was conducted using pClamp10 (Axon Instruments).

### Immunoprecipitation and enzyme activity assay

For immunoprecipitation, hippocampal tissues were dounce homogenized in IP buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.5% Triton X-100, 0.1% NP-40). Lysates were pre-cleared with 30 μL of Protein A Sepharose beads (Sigma-Aldrich) at 4 °C for 30 min and incubated with 5 μg of primary antibody overnight on a tube rotator at 4 °C. Beads were washed three times in washing buffer (20 mM HEPES KOH adjust pH 7.9, 0.1 M KCl, 0.01% NP-40) and boiled in 2× loading buffer for western blot analysis. For HDAC1 and p300 activity assay, hippocampal tissues were lysed in IP buffer and immunoprecipitated with anti-HDAC1 antibody (Abcam, ab7028) or anti-p300 antibody (Thermo Fisher, MA1-16608). The washed beads with bound HDAC1 or p300 were assessed for HDAC or histone acetylase activity using the FLUOR DE LYS® HDAC Fluorometric Activity Assay Kit (Enzo Life Sciences) or HAT Activity Assay Kit (Abcam, ab65352) according to the manufacturer’s instructions. HDAC1 or p300 activity was normalized to input HDAC1 or p300 protein levels.

### AAV production and viral injection

The plasmid expressing sh*Hdac1* or scramble control together with an mCherry reporter was packaged into PHP.eB capsids. Aged wild-type mice were anesthetized with avertin, and a small hole was made in the skull above the hippocampus (relative to Bregma: A/P −2.0 mm and M/L ±1.50 mm relative to the Bregma). A Hamilton syringe with 33-gauge needle was lowered to the hippocampus (D/V: −1.5 mm), where 1 μL of AAV was infused with a flow rate of 100 nL/min into each hippocampus. The needle was withdrawn, following a 10-min post-injection period, and mice were allowed to recover for 4 days. The shRNA sequences can be found in Supplementary Table 3.

### Purification and RNA-seq analyses of GFAP^+^ nuclei

In order to obtain enough material for downstream RNA-seq analysis, frozen cortical tissue was homogenized using a dounce tissue grinder (Wheaton) in 1 mL of cold NF1 buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 0.1 M sucrose, 1 mM EDTA pH 8.0, 0.5% Triton X-100, proteinase inhibitor cocktail), and the suspension was centrifuged at 1600 × *g* at 4 °C for 7 min. Pellets were incubated with 10 mL of NF1 buffer at 4 °C for 30 min with shaking to release the nuclei. Released nuclei were then pelleted down at 1600 × *g* for 7 min and incubated with Alexa Flour APC-conjugated GFAP antibody (Cell Signaling Technology, 3657, 1:200) and Alexa Flour 488-conjugated NeuN (Millipore, MAB377X, 1:200) in cold PBS with 1% BSA and proteinase inhibitor cocktail on a tube rotator at 4 °C for 3 h. Pelleted nuclei were then resuspended in 0.5 mL PBS and were run through a 0.45 μm cell strainer prior to FACS sorting. Cytometry data were analyzed using BD FACSDiva 8.0 and FlowJo V10 (Tree Star, Inc.). RNA of GFAP^+^ nuclei was extracted using the RNeasy Plus Mini Kit (Qiagen, 74134) according to the manufacturer’s protocol. SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, 634890) was used for library preparation. Sequencing datasets are available to the public in the GEO Data Bank under accession number GSE115437. The lists of DEGs can be found in Source Data file.

### Statistics

Results are shown as mean ± SEM. All statistical analysis was conducted using the Prism GraphPad software. Two-tailed unpaired *t* test, two-tailed Fisher’s exact test, one-way analysis of variance (ANOVA), followed by Tukey’s post hoc test, two-way ANOVA followed by Bonferroni post hoc test, and two-way repeated-measures ANOVA followed by Bonferroni post hoc test were used. The data were assumed to distribute normally, but this was not formally tested. No statistical method was used to determine sample sizes, but sample sizes in this study were similar to previous publications^14,15^, except for the comet assay. For the comet assays, at least three animals were used in each group and tile scan images using ×5 objective were acquired to obtain all the comets on the slides. Analysis of GFAP^+^ cell volume, 8-oxoG intensity in aged mouse brain, and HDAC1 intensity in mCherry^+^ cells were performed blind to the conditions of the experiment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Source data underlying Figs. 1b,d–i, 2b, d, f, h, 3, 4b, f, 5b–d, f–i, and 6a–c, e–g and Supplementary Figs. 1a, d, f–i, 2a, b, d, e, 3–6, 7c, 8b, 9b–i, 10c–f, 11–13, and 14b are available as a Source Data file. All other relevant data supporting this study are available from the corresponding author upon reasonable request. Cell-type enrichment of DEGs was using published cell-type-specific mouse dataset (https://www.brainrnaseq.org, Brain RNA-seq dataset). Sequencing datasets are available to the public in the GEO Data Bank under accession numbers GSE115437 and GSE147407.

## Source data

Source Data

# Supplementary material for: HDAC1 modulates OGG1-initiated oxidative DNA damage repair in the aging brain and Alzheimer’s disease
**Source:** Nat Commun. 2020 May 18;11:2484. doi: 10.1038/s41467-020-16361-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **HDAC1 modulates OGG1-initiated oxidative DNA damage repair in the aging brain and Alzheimer's disease**

**Pao et al.**

Supplementary data (14 Supplementary Figures and 3 Supplementary Tables)

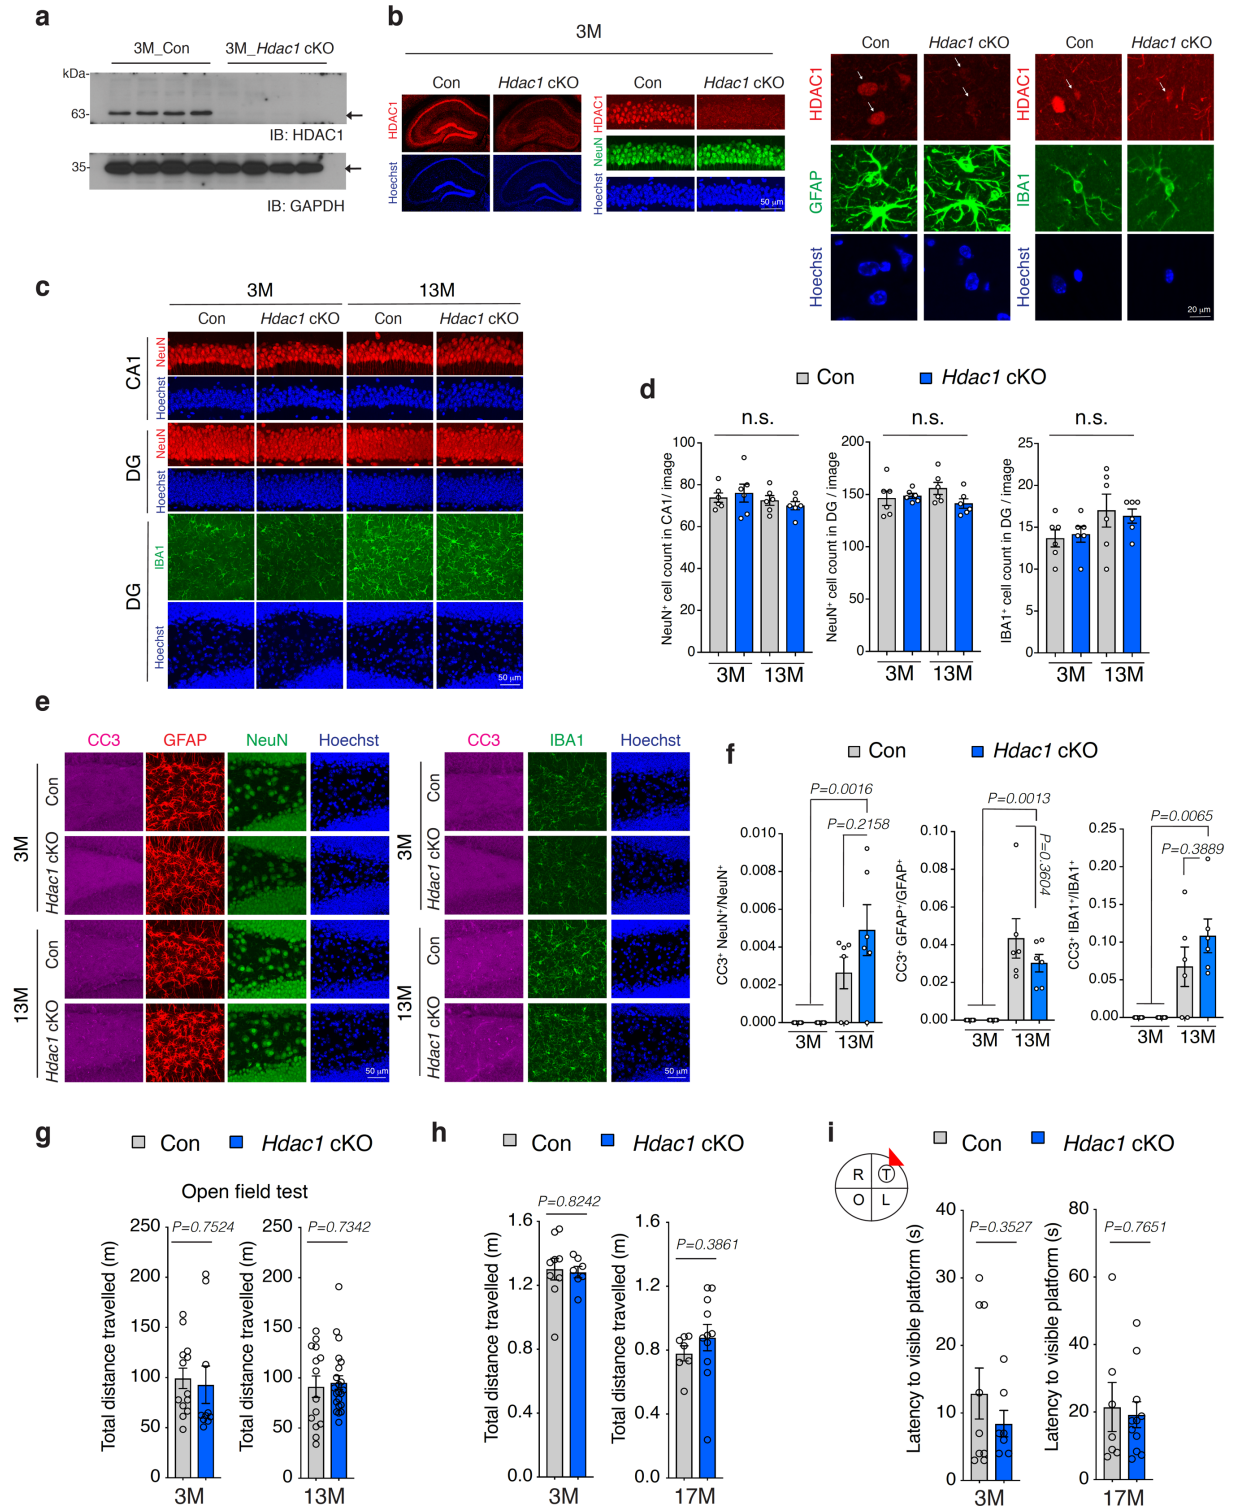

### **Supplementary Figure 1. Characterization of *Hdac1* cKO mice.**

**a** Analysis of HDAC1 and GAPDH protein levels in the hippocampal lysates from 3M control and *Hdac1* cKO mice. **b** Hippocampal sections from 3M control and *Hdac1* cKO mice stained for HDAC1 (red), cell-type specific markers (NeuN, GFAP, and IBA1; in green) and nuclei Hoechst (blue). White arrows indicate GFAP<sup>+</sup> cells (left panels) or IBA1<sup>+</sup> cells (right panels) (**a, b**) At least two independent experiments. **c** Representative images of hippocampal sections from control and *Hdac1* cKO mice at the age of 3M and 13M stained for NeuN (red), IBA1 (green), and nuclei Hoechst (blue). **d** Quantification plots showing the number of NeuN<sup>+</sup> cells and IBA1<sup>+</sup> cells in each image. (**c, d**) Three animals (two sections/mouse) were analyzed. **e** Representative images of hippocampal sections from control and *Hdac1* cKO mice at the age of 3M and 13M stained for cleaved caspase-3 (CC3, magenta), GFAP (red), NeuN (green), IBA1 (green), and nuclei Hoechst (blue). **f** Quantification plots showing the percentage of CC3<sup>+</sup> cells in each cell type. (**e, f**) Three animals (two sections/mouse) were analyzed. **g** Analysis of total distance travelled during open field test. Animals analyzed were: 13 (3M control), 10 (3M *Hdac1* cKO), 14 (13M control), 22 (13M *Hdac1* cKO). **h, i** Quantification plots showing the total distance travelled during the probe trial and the escape latency to visible platform in the MWM task. (**h, i**) Animals analyzed were: 9 (3M control), 7 (3M *Hdac1* cKO), 7 (17M control), 11 (17M *Hdac1* cKO). All values are shown as mean  $\pm$  SEM. Statistical analysis: (**d, f**) One-way ANOVA with Tukey's *post hoc* test, not significant; (**g-i**) Two-tailed Student's *t*-test. Source data are provided as a Source Data file. See also Source Data file for statistical information of Fig. S1d.

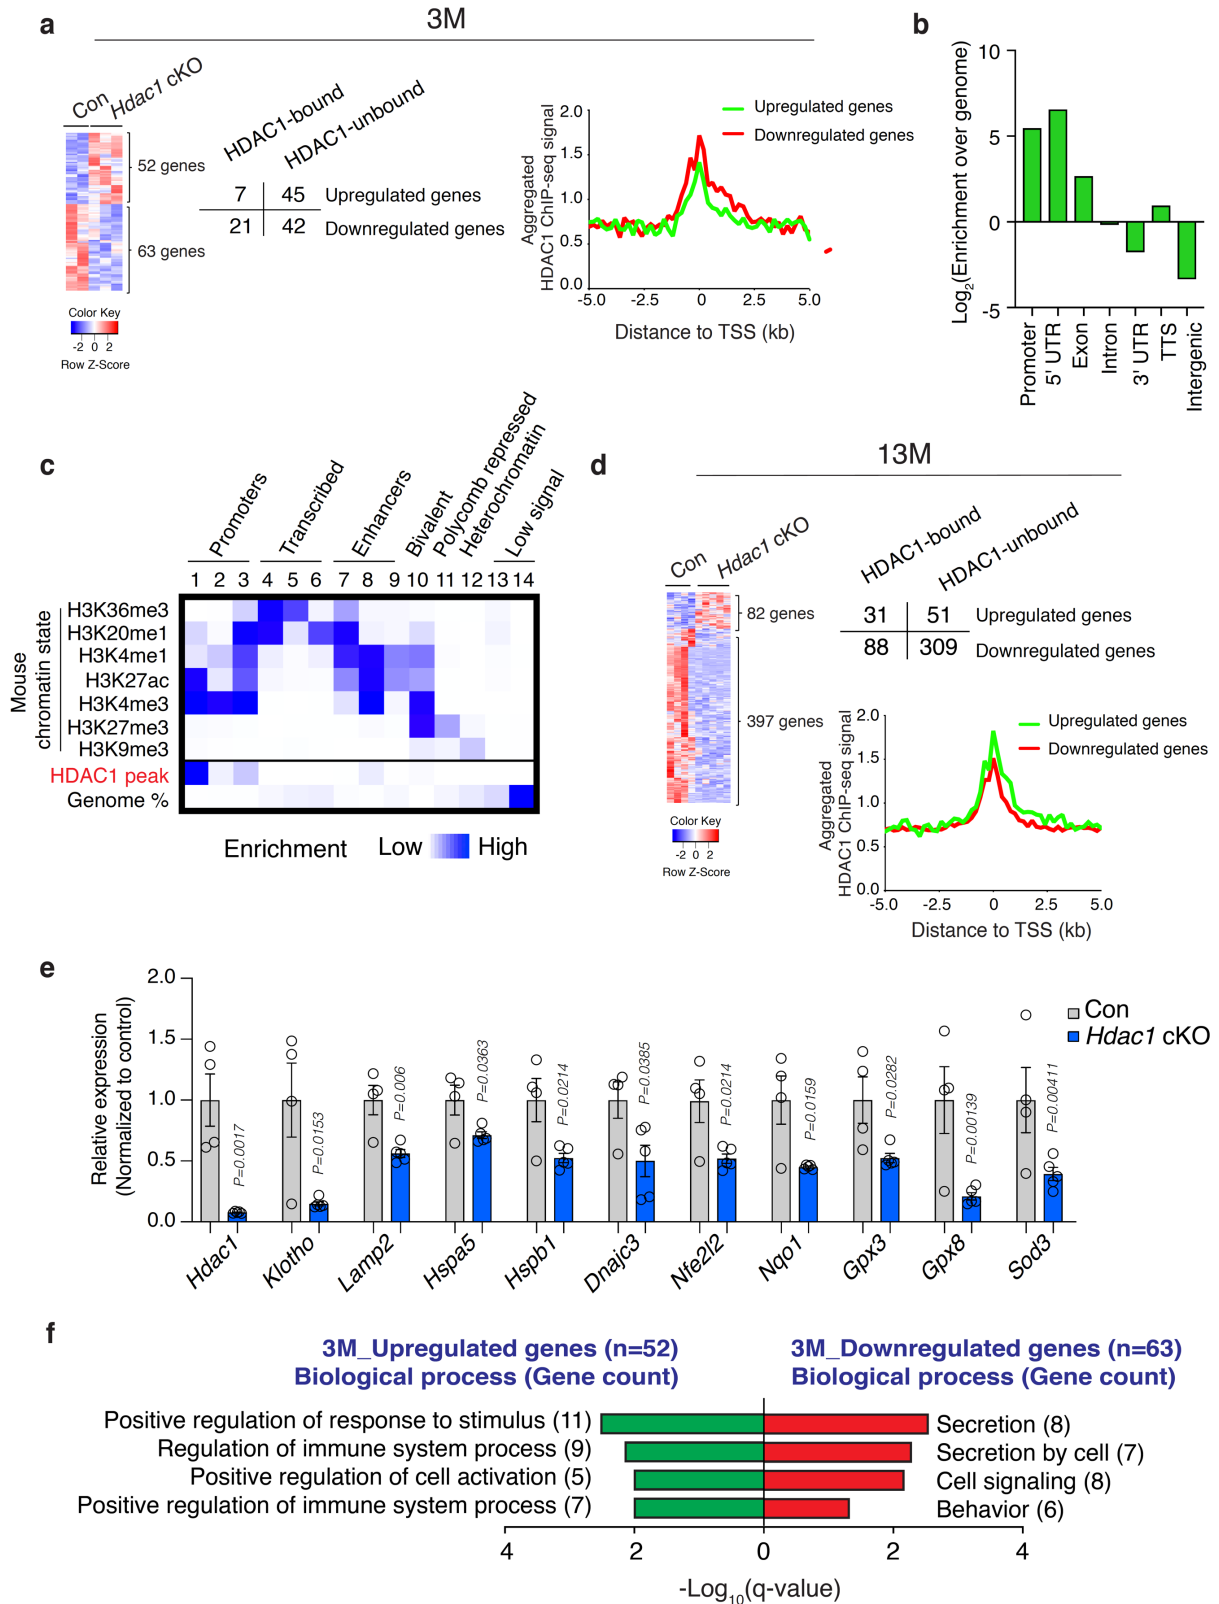

**Supplementary Figure 2. HDAC1 binds mainly to promoters and validation of gene expression changes identified in RNA-seq.**

**a** A heat map of DEGs identified by RNA-seq of hippocampal tissues from 3M control (n=2) and *Hdac1* cKO (n=3) mice. Aggregated plot of HDAC1 ChIP-seq signal at the transcriptional start site (TSS) of DGEs identified in 3M *Hdac1* cKO mice. Kilo-basepair (kb). **b** Enrichment of HDAC1 binding peaks over genome using HOMER program<sup>1</sup>. UTR, untranslated region; TTS, transcriptional termination site. **c** Enrichment of HDAC1 binding peaks over chromatin states by ChromHMM software<sup>2</sup>. Fourteen types of chromatin states were defined based on our previous ChIP-seq datasets of seven histone marks in wild-type mouse hippocampus<sup>3</sup>. Promoter: active (1), upstream of TSS (2), downstream of TSS (3); Transcribed: transcribed region (4), 3'-transcribed region (5), gene region, not necessarily transcribed (6); Enhancer: within gene region (7), strong (8), weak (9); Bivalent region (10); repressed Polycomb (11); Heterochromatin (12); Low signal: weak gene signal (13), intergenic (14). Dark blue represents a higher enrichment. **d** A heat map of DEGs identified by RNA-seq of hippocampal tissues from 13M control (n=4) and *Hdac1* cKO (n=5) mice. Aggregated plot of HDAC1 ChIP-seq signal at the TSS of DEGs identified in 13M *Hdac1* cKO mice. **e** qPCR analysis to validate gene expression changes identified in RNA-seq. Animals analyzed were: 4 (13M control) and 5 (13M *Hdac1* cKO). **f** Enriched GO terms of DEGs from 3M animals were annotated using MSigDB<sup>4,5</sup>. All values are shown as mean  $\pm$  SEM. Statistical analysis: **(e)** Two-tailed Student's *t*-test; **(f)** Weighted Kolmogorov-Smirnov-like test followed by multiple hypothesis testing. Source data are provided as a Source Data file.

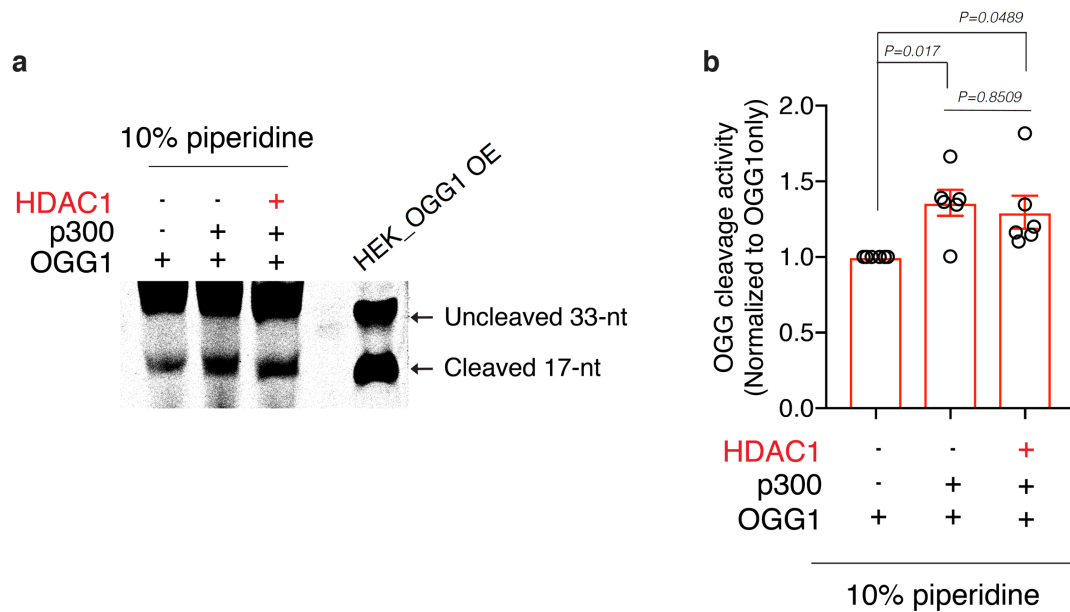

**Supplementary Figure 3. Chemical cleavage by piperidine after OGG1 assay to convert all unprocessed AP sites after the reaction.**

**a, b** Representative images and quantification of cleaved products after OGG1 activity assay. Samples after OGG1 activity assay were incubated with 10% piperidine to cleave unprocessed AP sites. Six replicates from three independent experiments. All values are shown as mean  $\pm$  SEM. Statistical analysis: **(b)** One-way ANOVA with Tukey's *post hoc* test. Source data are provided as a Source Data file.

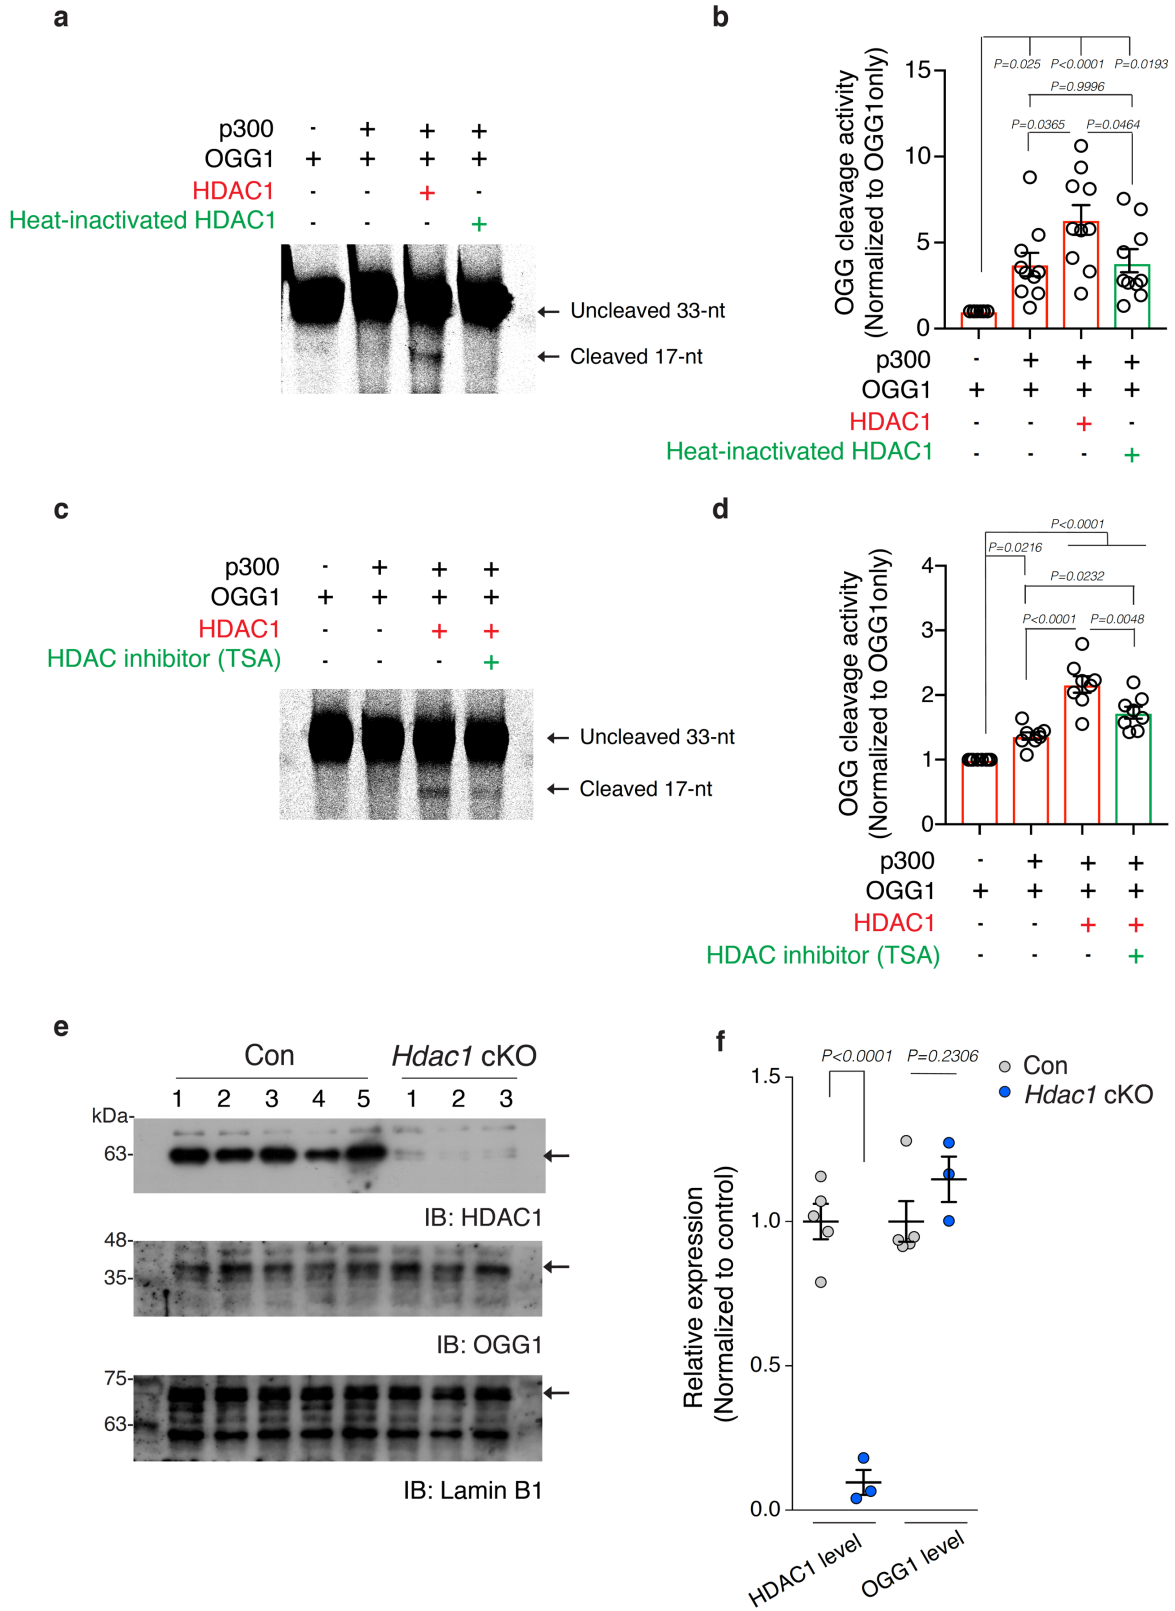

**Supplementary Figure 4. OGG1 cleavage assay using heat-inactivated HDAC1 or pharmacologically-inhibited HDAC1 and OGG1 protein levels in 13-month-old *Hdac1* cKO mice.**

**a, b** Representative images and quantification of OGG1 cleavage activity using heat-inactivated HDAC1. Ten replicates from five independent experiments. **c, d** Representative images and quantification of OGG1 cleavage activity in the presence of HDAC inhibitor (100 nM TSA). Eight replicates from four independent experiments. **e, f** Western blot analysis of protein levels for HDAC1, OGG1, and Lamin B1 in the hippocampal nuclear extracts from 13M control (n=5) and *Hdac1* cKO (n=3) mice. All values are shown as mean  $\pm$  SEM. Statistical analysis: (**b, d**) One-way ANOVA with Tukey's *post hoc* test; (**f**) Two-tailed Student's *t*-test. Source data are provided as a Source Data file.

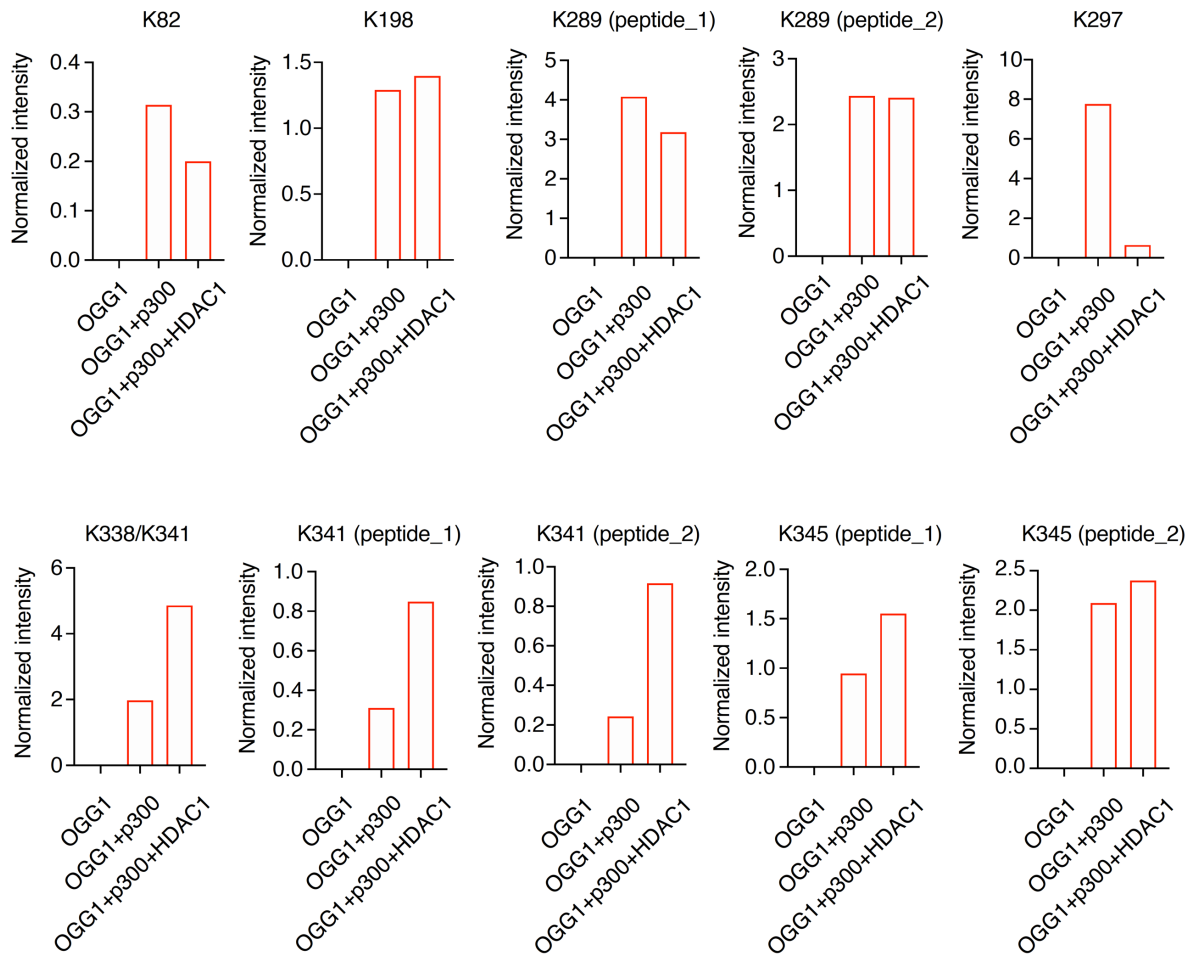

### Supplementary Figure 5. Acetylation of OGG1 lysine affected by the presence of p300 and HDAC1.

Shown on the y-axis is acetylation intensity as determined by label-free quantification for each lysine acetylation site using protein abundance-normalized peptide precursor ion intensity. Recombinant OGG1 was treated alone (1<sup>st</sup> lane), with p300 (2<sup>nd</sup> lane) or p300 followed by HDAC1 (3<sup>rd</sup> lane). Source data are provided as a Source Data file.

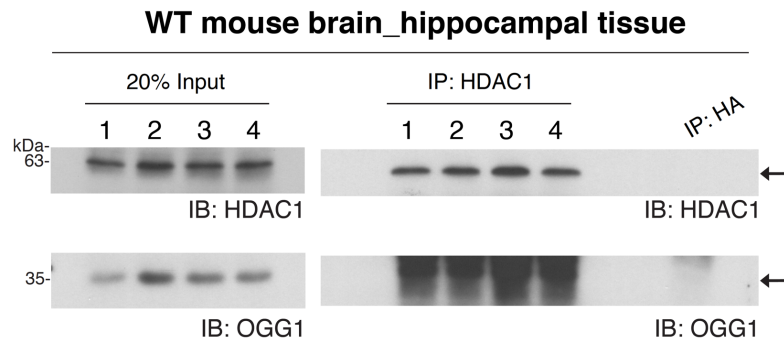

**Supplementary Figure 6. Co-immunoprecipitation of HDAC1 with OGG1 in hippocampal nuclear extracts from 2-month-old wild-type animals.**

Co-immunoprecipitation of OGG1 with HDAC1 in hippocampal nuclear extracts from 2-month-old wild-type mice (n=4).

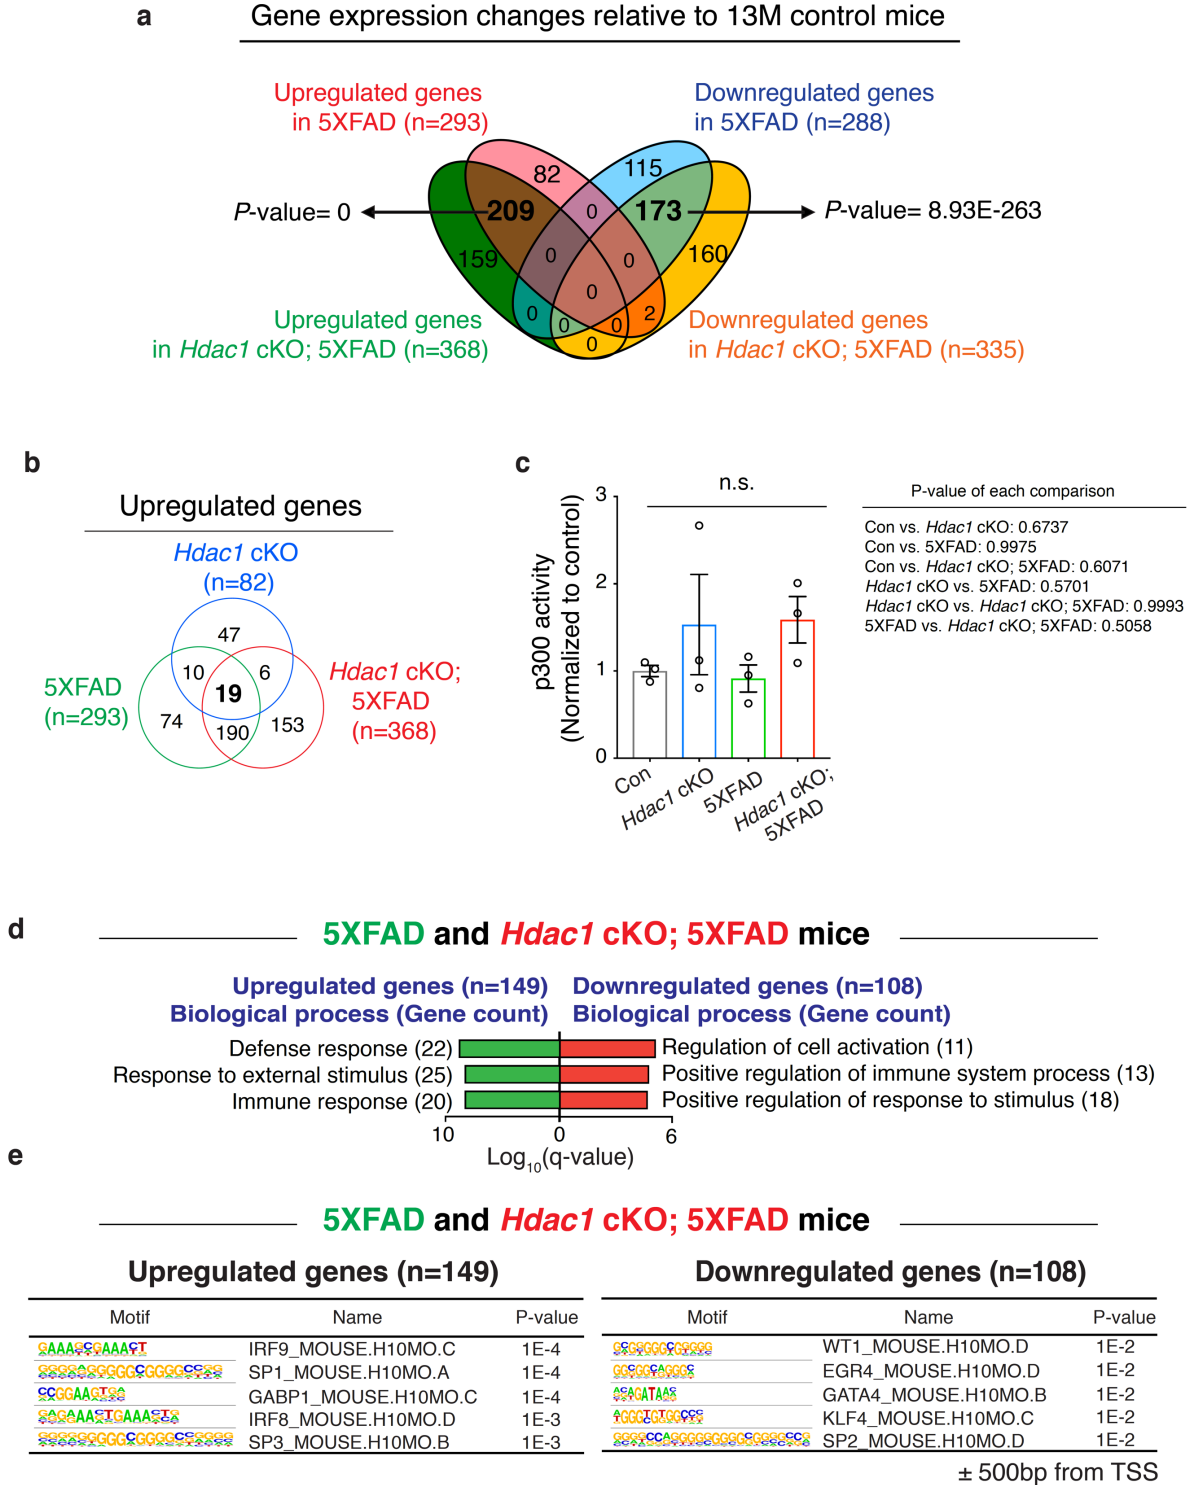

**Supplementary Figure 7. Characterization of differentially expressed genes in 5XFAD and *Hdac1* cKO; 5XFAD mice.**

**a** A Venn diagram showing the overlap in DEGs identified in 13M 5XFAD and *Hdac1* cKO; 5XFAD mice compared to age-matched controls. **b** A Venn diagram showing the overlap in upregulated genes between 13M *Hdac1* cKO, 5XFAD, and *Hdac1* cKO; 5XFAD. **c** Hippocampal tissues from 13M control, *Hdac1* cKO, 5XFAD, and *Hdac1* cKO; 5XFAD mice were assayed for p300 activity. Three animals were analyzed in each group. **d** Enriched GO terms of DEGs identified by MSigDB<sup>4,5</sup> (13M 5XFAD and *Hdac1* cKO; 5XFAD mice). **e** Known motifs identified by HOMER program<sup>1</sup> within  $\pm 500$  bp from TSS of DEGs (13M 5XFAD and *Hdac1* cKO; 5XFAD mice). Statistical analysis: (**a**) Two-tailed Fisher's exact test; (**c**) One-way ANOVA with Tukey's *post hoc* test, n.s., not significant; (**d**) Weighted Kolmogorov-Smirnov-like test followed by multiple hypothesis testing; (**e**) Cumulative binomial distributions. Source data are provided as a Source Data file.

a

| Group                        |               | Cell type | Gene overlaps<br>(# DEGs/# marker genes) | Background overlaps<br>(# marker genes/# total genes) | adj. <i>P</i> -value |
|------------------------------|---------------|-----------|------------------------------------------|-------------------------------------------------------|----------------------|
| DEGs in 13M <i>Hdac1</i> cKO |               | neuron    | 0/74                                     | 107/21152                                             | N/A                  |
|                              | UP<br>(n=82)  | astrocyte | 0/74                                     | 41/21152                                              | N/A                  |
|                              |               | microglia | 2/74                                     | 356/21152                                             | 0.3546               |
|                              |               |           |                                          |                                                       |                      |
|                              | DN<br>(n=397) | neuron    | 1/375                                    | 107/21152                                             | 0.8532               |
|                              |               | astrocyte | 3/375                                    | 41/21152                                              | 0.1076               |
| microglia                    |               | 10/375    | 356/21152                                | 0.1549                                                |                      |
| DEGs in 13M 5XFAD            |               |           |                                          |                                                       |                      |
|                              | UP<br>(n=293) | neuron    | 0/279                                    | 107/21152                                             | N/A                  |
|                              |               | astrocyte | 1/279                                    | 41/21152                                              | 0.4201               |
|                              |               | microglia | 77/279                                   | 356/21152                                             | 7.324E-72            |
|                              | DN<br>(n=288) | neuron    | 0/270                                    | 107/21152                                             | N/A                  |
|                              |               | astrocyte | 3/270                                    | 41/21152                                              | 0.03068              |
| microglia                    |               | 3/270     | 356/21152                                | 0.8355                                                |                      |

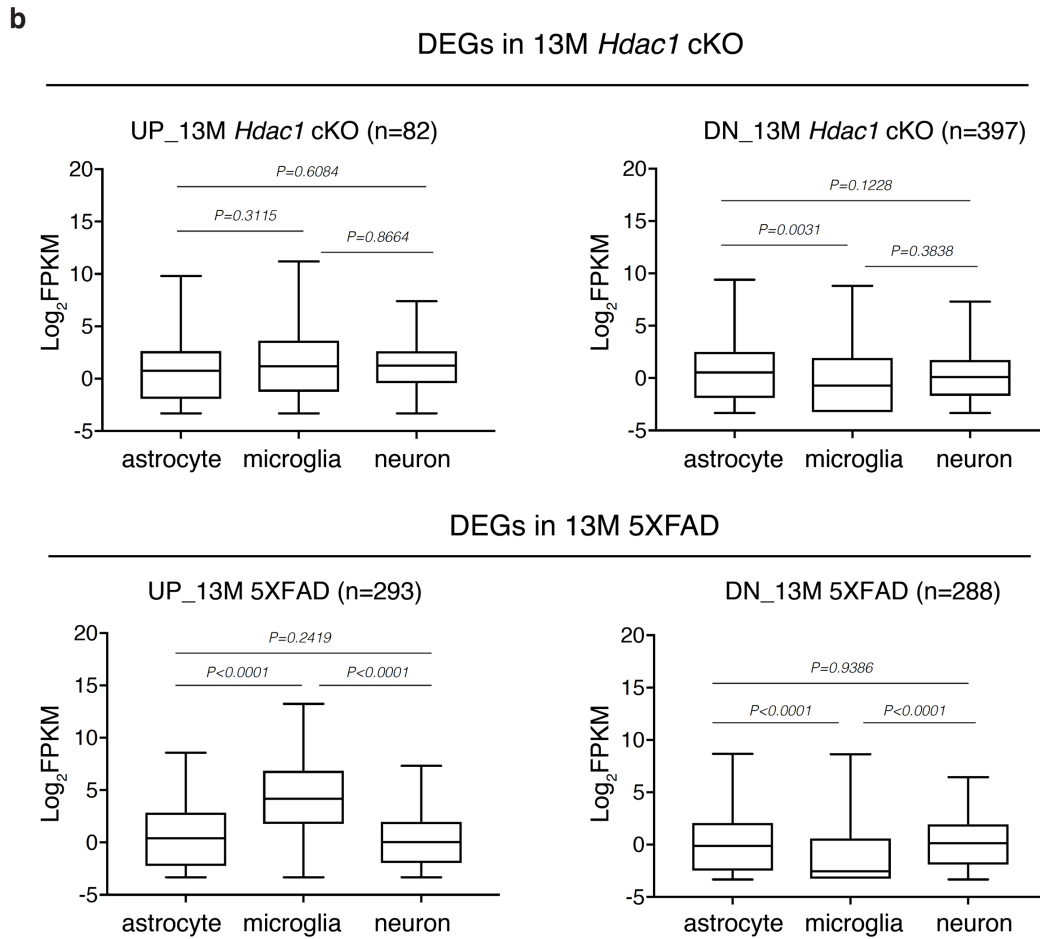

**Supplementary Figure 8. Cell-type enrichment analysis of DEGs for 13M *Hdac1* cKO and 5XFAD mice.**

**a** Marker genes for neurons, astrocytes, and microglia were identified using a cell-type specific mouse RNA-seq dataset<sup>6</sup> (<https://www.brainrnaseq.org>, Brain RNA-seq dataset). Gene overlaps correspond to numbers of DEGs in either *Hdac1* cKO or 5XFAD that were categorized as cell-type marker genes (see also the Method section). **b** Box plots showing the FPKM values of DEGs in each cell-type identified from a cell-type specific mouse RNA-seq dataset<sup>6</sup>. Box-and-whisker plots indicate median, first and third quartile, min and max values. Statistical analysis: **(a)** Two-tailed Fisher's exact test; **(b)** One-way ANOVA followed by Tukey's *post hoc* test. Source data are provided as a Source Data file.

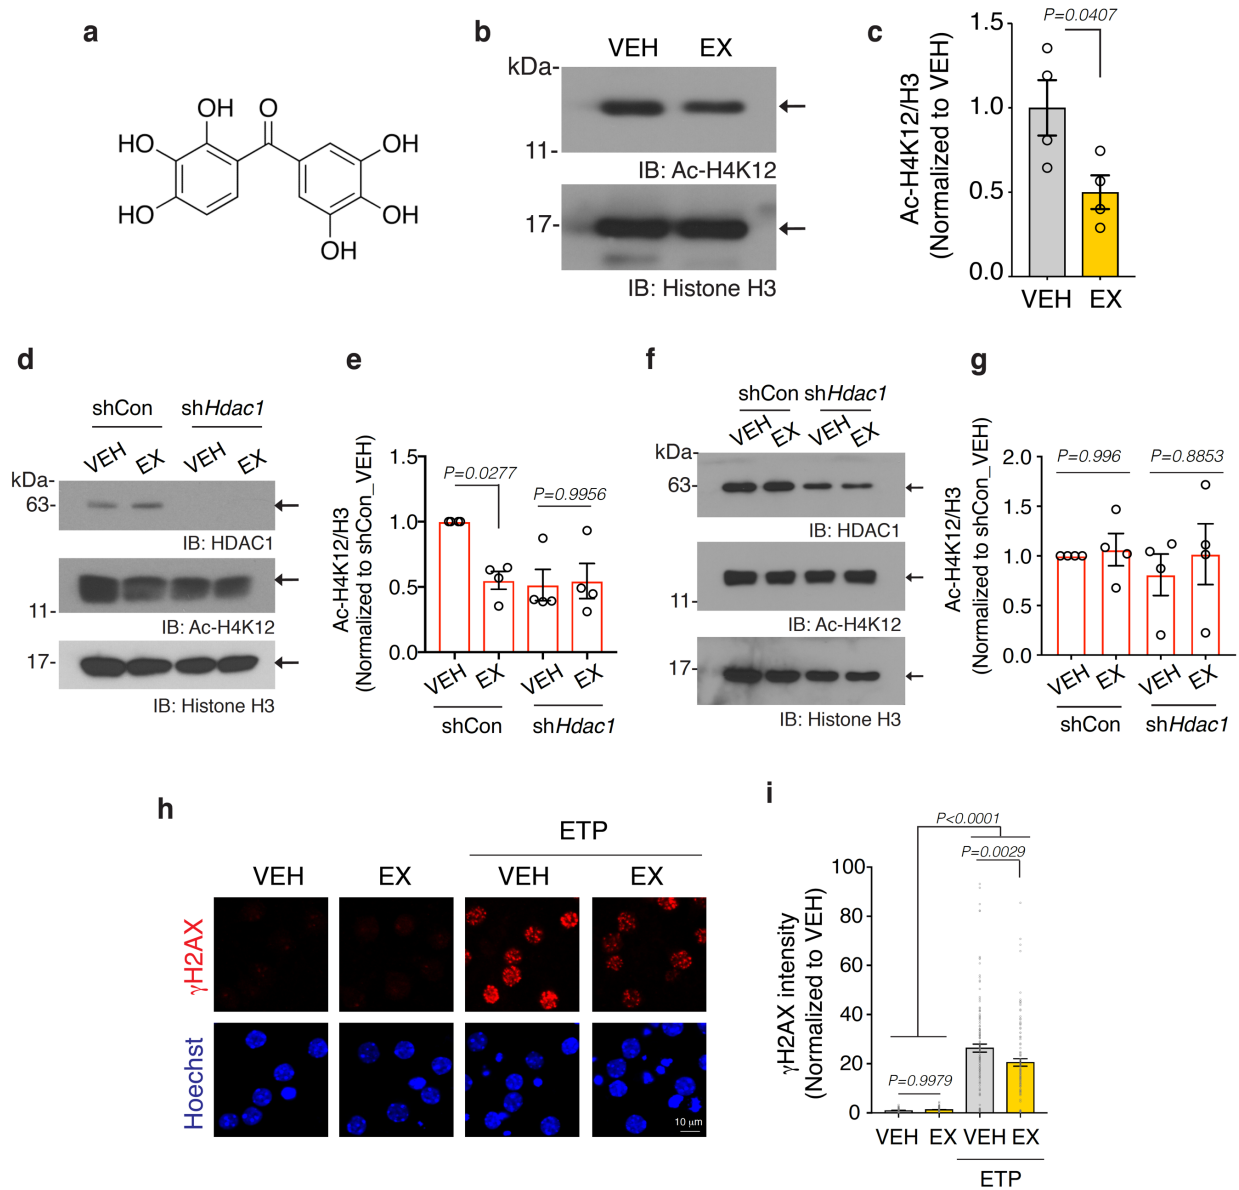

**Supplementary Figure 9. Exifone reduces histone acetylation and protects against etoposide-induced DNA damage in cultured neurons.**

**a** Chemical structure of HDAC1 activator, exifone. **b, c** Western blot analysis of Ac-H4K12 and Histone H3 levels in the cell lysates of wild-type (WT) cultured neurons (14 DIV) treated with 10  $\mu$ M exifone (EX) or vehicle (VEH) overnight. (**b, c**) Four replicates from

four independent experiments. **d, e** Western blot analysis of Ac-H4K12 and Histone H3 levels in the cell lysates of cultured neurons (14 DIV) expressing shCon or sh*Hdac1* that were treated with 10  $\mu$ M EX or VEH overnight. (**d, e**) Four replicates from two independent experiments. **f, g** Western blot analysis of Ac-H4K12 and Histone H3 levels in the cell lysates of cultured astrocytes expressing shCon or sh*Hdac1* that were treated with 10  $\mu$ M EX or VEH overnight. (**f, g**) Four replicates from two independent experiments. **h** Representative images of  $\gamma$ H2AX immunolabeling in WT cultured neurons (14 DIV) that were preincubated with 10  $\mu$ M EX or VEH overnight, and then treated with 5  $\mu$ M etoposide (ETP) for 1 h. **i**, Quantification plot showing the intensity of  $\gamma$ H2AX signals. Number of nuclei analyzed were: 97 (VEH), 120 (EX), 137 (VEH+ETP), 112 (EX+ETP). Pyknotic nuclei were filtered out based on nuclei size. All values are shown as mean  $\pm$  SEM. Statistical analysis: (**c**) Two-tailed Student's *t*-test; (**e, g, i**) One-way ANOVA with Tukey's *post hoc* test. Source data are provided as a Source Data file.

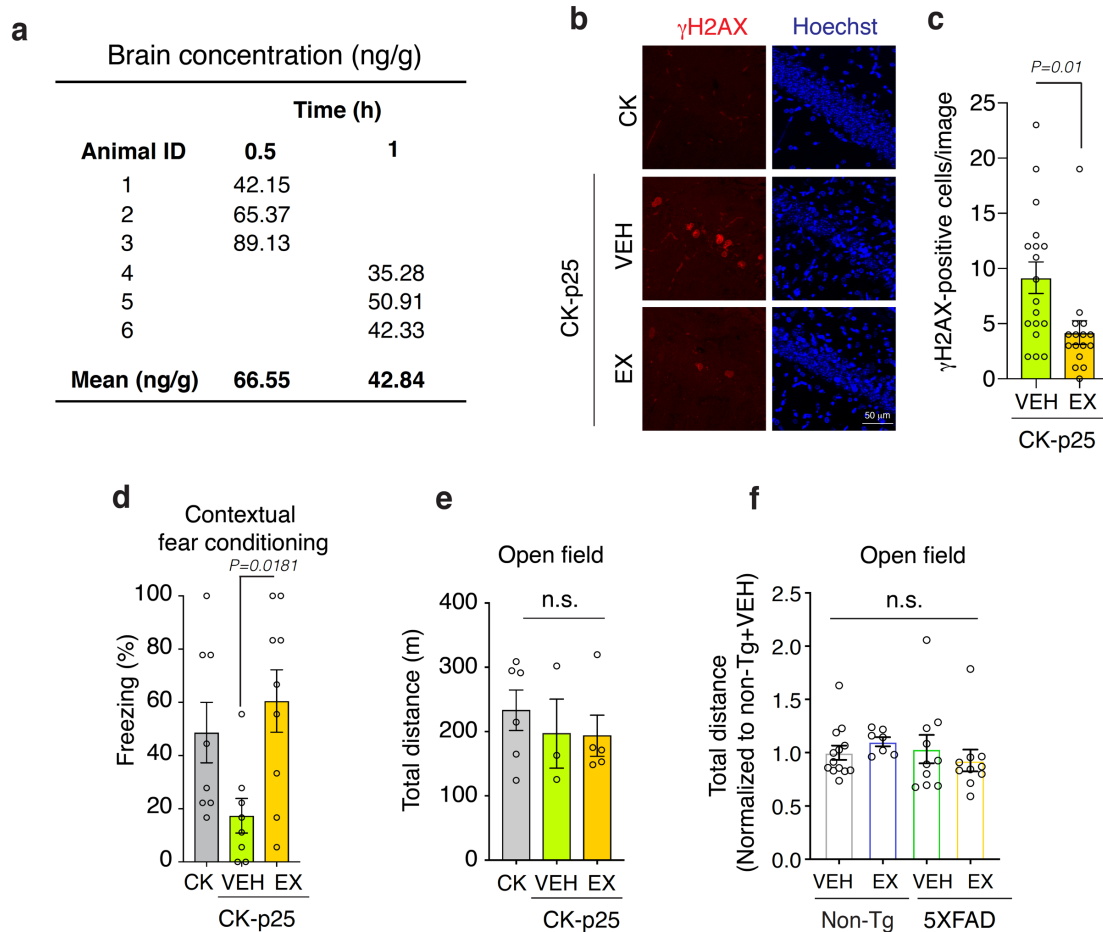

### Supplementary Figure 10. Exifone reduces DNA damage and improves cognition in mouse models of neurodegeneration.

**a** Concentrations of exifone after a single intraperitoneal injection in wild-type mouse brain were measured by liquid chromatography–mass spectrometry (LC/MS/MS). Three animals in each time point were analyzed. **b, c** Representative images and quantification of  $\gamma$ H2AX immunolabeling in CK, EX-, and VEH-treated CK-p25 mice. CK-p25 mice were induced for 6 weeks, and they received either exifone (50 mg/kg body weight/day) or vehicle for 3 weeks by intraperitoneal injection from week 3 to 6 during the induction

period. **(b, c)** Animals analyzed were: 9 (CK-p25+VEH), 8 (CK-p25+EX), and two sections per mouse. Two independent experiments. Hippocampal region. **d** Analysis of freezing behavior during contextual fear conditioning test. CK-p25 mice were induced for 6 weeks, and they received either exifone (50 mg/kg body weight/day) or vehicle for 3 weeks by intraperitoneal injection from week 3 to 6 during the induction period. Animals analyzed were: 8 (CK), 8 (CK-p25+VEH), 9 (CK-p25+EX). **e** Analysis of total distance travelled during open field test. Animals analyzed were: 6 (CK), 3 (CK-p25+VEH), 5 (CK-p25+EX). **f** Analysis of total distance travelled during open field test. Eight-month-old non-Tg control and 5XFAD mice treated with VEH or EX for 2 weeks. Animals analyzed were: 13 (non-Tg+VEH), 7 (non-Tg+EX), 10 (5XFAD+VEH), 10 (5XFAD+EX). All values are shown as mean  $\pm$  SEM. Statistical analysis: **(c)** Two-tailed Student's *t*-test; **(d-f)** One-way ANOVA with Tukey's *post hoc* test, n.s., not significant. Source data are provided as a Source Data file. See also Source Data file for statistical information of Fig. S10d-f.

**a**

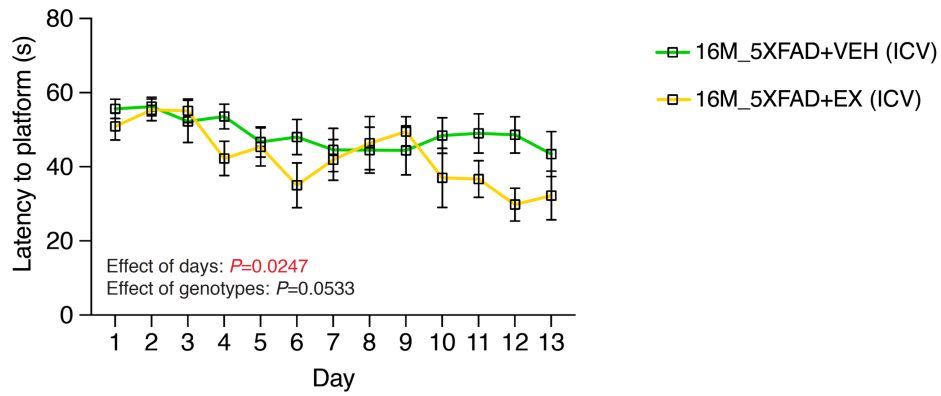

**b**

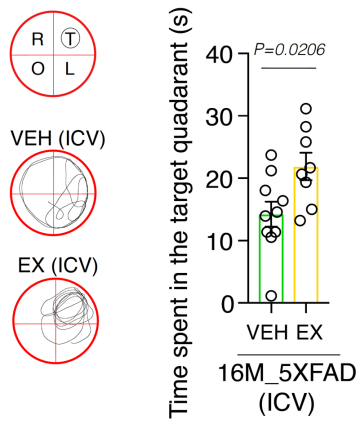

**c**

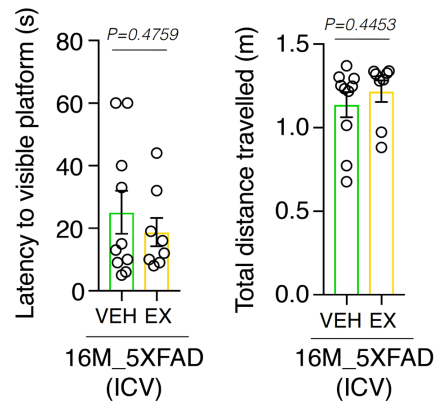

**d**

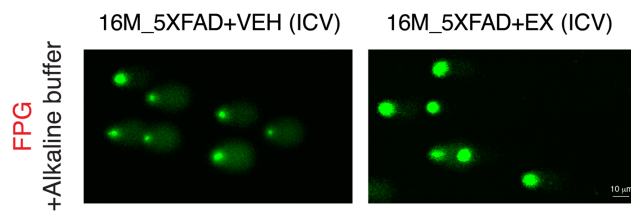

**e**

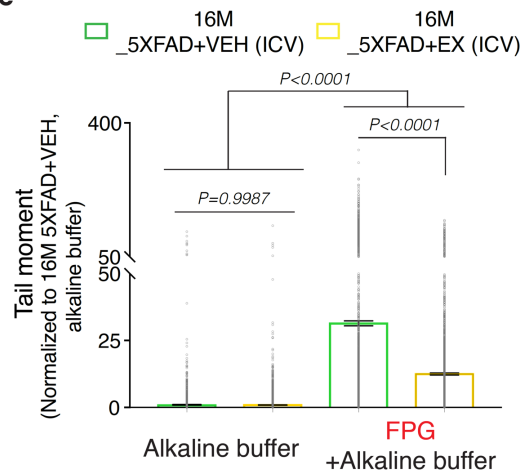

**Supplementary Figure 11. Intraventricular delivery of exifone improves memory function and ameliorates hippocampal 8-oxoG lesions in 16-month-old 5XFAD mice.**

**a, b** 16-month-old 5XFAD mice were treated with exifone (EX, 100 ng/day) or vehicle control (VEH) by intracerebroventricular (ICV) injection for 2 weeks and subsequently assessed for spatial learning and memory using the MWM task. Shown are the latency to hidden platform during training and time spent in the target quadrant during the probe trial. Images showing the location of each quadrant and swim trace of mouse during the probe trial. T=target, O=opposite, R=right, L=left. **c** Quantification plots showing the total distance travelled during the probe trial and the escape latency to visible platform in the MWM task. **(a-c)** Animals analyzed were: 10 (16M\_5XFAD+VEH\_ICV), 8 (16M\_5XFAD+EX\_ICV). **d, e** Representative images and quantification of the comet assay using hippocampal homogenates from 16M 5XFAD animals that were treated with EX (100 ng/day) or VEH by ICV injection for 4 weeks. **(d, e)** Nuclei analyzed (three mice/group) were: alkaline, 2,861 (16M\_5XFAD+VEH\_ICV), 3,849 (16M\_5XFAD+EX\_ICV); FPG+alkaline, 2,717 (16M\_5XFAD+VEH\_ICV), 2,597 (16M\_5XFAD+EX\_ICV). All values are shown as mean  $\pm$  SEM. Statistical analysis: **(a)** Two-way repeated measures ANOVA with Bonferroni's *post hoc* test for acquisition phase; **(b, c)** Two-tailed Student's *t*-test; **(e)** One-way ANOVA with Tukey's *post hoc* test. Source data are provided as a Source Data file.

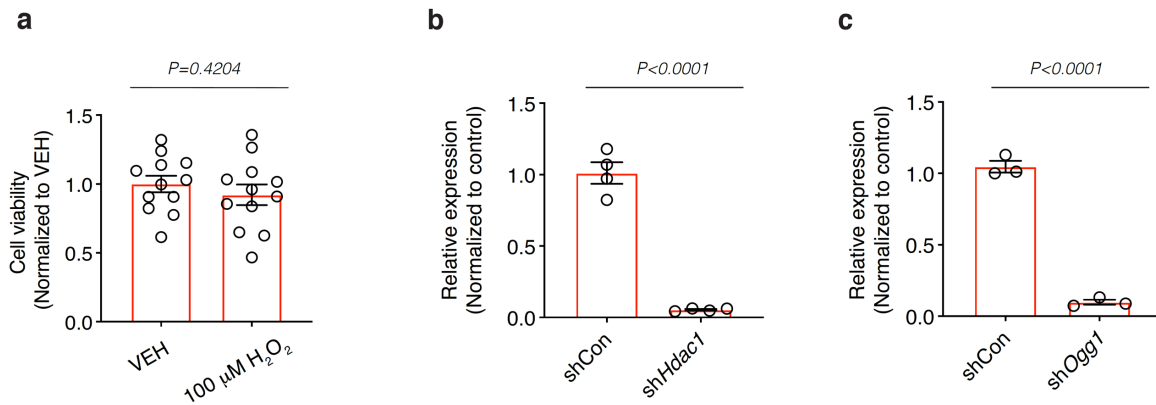

**Supplementary Figure 12. Cell viability of cultured neurons after mild oxidative insult and validation of knockdown efficiency in cultured neurons.**

**a** Cell viability was assessed in wild-type cultured neurons (14 DIV) treated with vehicle or 100  $\mu$ M  $H_2O_2$  overnight. Twelve replicates from two independent experiments. **b, c** qPCR analysis to assess knockdown efficiency in cultured neuron (14 DIV) expressing shHdac1 or shOgg1. (**b, c**) At least three replicates from three independent experiments. All values are shown as mean  $\pm$  SEM. Statistical analysis: (**a-c**) Two-tailed Student's *t*-test. Source data are provided as a Source Data file.

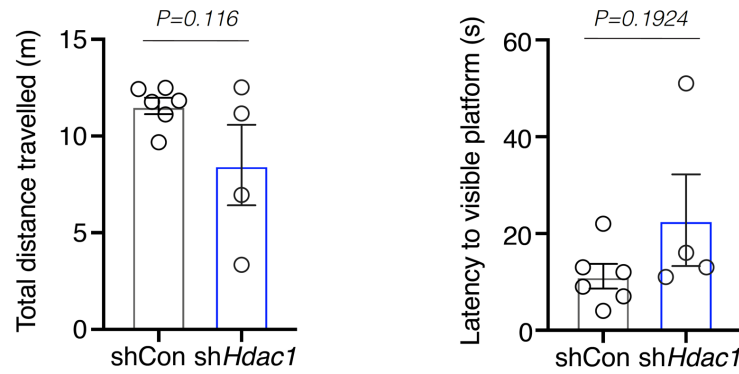

**Supplementary Figure 13. Neuronal HDAC1 knockdown has no effects on locomotor activity and vision in aged wild-type animals.**

Quantification plots showing the total distance travelled during the probe trial and the escape latency to visible platform in the MWM task. Animals analyzed were: 6 (AAV-shCon-mCherry), 4 (AAV-shHdac1-mCherry). Statistical analysis: Two-tailed Student's *t*-test. Source data are provided as a Source Data file.

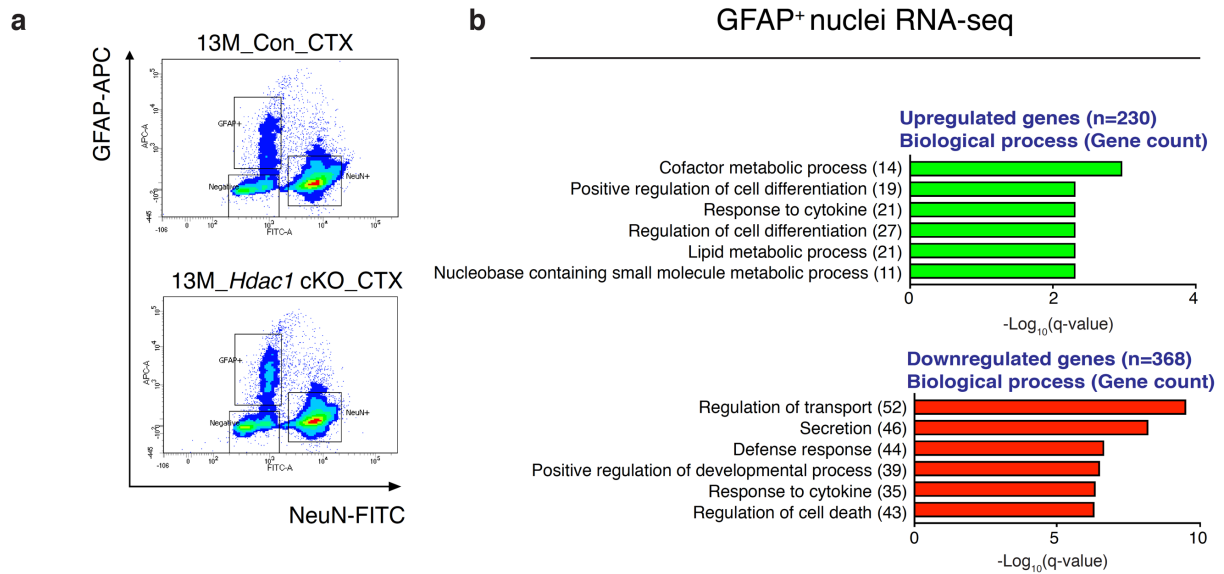

# Supplementary Figure 14. Purification and RNA-seq analysis of GFAP<sup>+</sup> nuclei from aged *Hdac1* cKO and control animals.

**a** FACS-gating of GFAP<sup>+</sup> nuclei from cortical tissue of 13-month-old *Hdac1* cKO and control animals. Four animals in each group, and at least 40,000 GFAP<sup>+</sup> nuclei were isolated from each animal. Cortical tissue was used to obtain enough material for downstream RNA-seq analysis. **b** Enriched GO terms of DEGs were annotated using MSigDB<sup>4,5</sup>. Statistical analysis: **(b)** Weighted Kolmogorov-Smirnov-like test followed by multiple hypothesis testing. Source data are provided as a Source Data file.

| <b>Primer</b> | <b>Sequence</b>        |
|---------------|------------------------|
| Hdac1_F       | GACGGCATTGACGACGAATC   |
| Hdac1_R       | TGAAGCAACCTAACCGGTCC   |
| Gapdh_F       | CATGGCCTTCCGTGTTCTTA   |
| Gapdh_R       | CCTGCTTCACCACCTTCTTGAT |
| Klotho_F      | ACTTCGGTGGTCAGGTCAAG   |
| Klotho_R      | GGCGGAAAGAGGTGTTGTAG   |
| Lamp2_F       | CAACCTGACTCCTGTCTGTTT  |
| Lamp2_R       | CACAGTGGTGGGAGTTTGG    |
| Hspa5_F       | TTGCCATTCAAGGTGGTTG    |
| Hspa5_R       | CCAAATACGCCTCAGCAGTC   |
| Hspb1_F       | ACTGGCAAGCACGAAGAAAG   |
| Hspb1_R       | CTCGAAAGTAACCGGAATGG   |
| Dnajc3_F      | ACGCCTTATCACAGTTTC     |
| Dnajc3_R      | GTGACCTCTCTGTAGTCTTG   |
| Nfe2l2_F      | GCAACTCCAGAAGGAACAGG   |
| Nfe2l2_R      | AGGCATCTTGTTTGGGAATG   |
| Nqo1_F        | CGAACACAAGAAGCTGGAAG   |
| Nqo1_R        | CGAGCACTCTCTCAAACCAG   |
| Gpx3_F        | CTGCCTTCTGTCCCTGCTC    |
| Gpx3_R        | ATGGTGAGGGCTCCATACTC   |
| Gpx8_F        | AAGGATGCCAAAGGAAGGAC   |
| Gpx8_R        | GCTCCGATTCTCCAAACTG    |
| Sod3_F        | CTGCTCGCTCACATAACAGC   |
| Sod3_R        | TGAGGTTCTCTGCACCTGTC   |
| Atp11c_F      | TTGTTGGGCGAATCAGTATC   |
| Atp11c_R      | AGCCATTTTGGTTTCCATCC   |
| Kcnk10_F      | GCACTGAAGGAGGCAAAATC   |
| Kcnk10_R      | TGAAGAGAATCGTGGAGATGAC |
| Slc31a1_F     | GAAGAACTCAAGATAGCC     |
| Slc31a1_R     | GATGACTACCTGGATGATG    |
| Ogg1_F        | ATCATGGCTTCCCAAACCTC   |
| Ogg1_R        | GATGCAGTCAGCCACCTTG    |

**Supplementary Table 1.**

Primer sequences used for qPCR.

| <b>Primer</b> | <b>Sequence</b>        |
|---------------|------------------------|
| Prkcd_F       | TGGGCTCCATTGTGTGTG     |
| Prkcd_R       | TTAGCCGTCTCTGGCTCTTG   |
| Gpx3_F        | AAGCTGTGTCCTGGGTGTTG   |
| Gpx3_R        | CCCCTTTTTTCCTCCTCTCC   |
| Slc4a5_F      | AAGTGACCAGTTCCTGCTGTC  |
| Slc4a5_R      | CTGGATTTGCTGTTTGTACCC  |
| Slc18a2_F     | CACACCCTACAGCCTTCATTC  |
| Slc18a2_R     | GTTGCTTTCTTCTATGCTCAGG |
| Cdc25b_F      | GCACCGTCCCTTACTGATG    |
| Cdc25b_R      | GGAACAGGGTTTGGAGGTG    |
| Sertad1_F     | CTACCAGAGCTGTCCCTTCG   |
| Sertad1_R     | CACGACTCCAGACACTCGAC   |
| Stk40_F       | ACCCAACCTTCAGCACTTTCC  |
| Stk40_R       | CACCGACTTATGCTCTCCTTG  |

**Supplementary Table 2.**

Primer sequences used for ChIP-qPCR.

| <b>shRNA</b> | <b>Sequence</b>               |
|--------------|-------------------------------|
| shCon        | CTTCGAAATGTCCGTTCCGGTT        |
| shHdac1      | GCCAGTCATGTCCAAAGTAAT         |
| shOgg1       | AGTGCTGACCTTCGCCAACCAAGCCTGTT |

**Supplementary Table 3.**

The sequences for shRNAs.

## Supplementary References

1. Heinz, S. *et al.* Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. *Mol. Cell* (2010) doi:10.1016/j.molcel.2010.05.004.
2. Ernst, J. & Kellis, M. Discovery and Characterization of Chromatin States for Systematic Annotation of the Human Genome. in *Lecture Notes in Computer Science (including subseries Lecture Notes in Artificial Intelligence and Lecture Notes in Bioinformatics)* (2011). doi:10.1007/978-3-642-20036-6\_6.
3. Gjoneska, E. *et al.* Conserved epigenomic signals in mice and humans reveal immune basis of Alzheimer's disease. *Nature* (2015) doi:10.1038/nature14252.
4. Subramanian, A. *et al.* Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci.* (2005) doi:10.1073/pnas.0506580102.
5. Mootha, V. K. *et al.* PGC-1 $\alpha$ -responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat. Genet.* (2003) doi:10.1038/ng1180.
6. Zhang, Y. *et al.* An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. *J. Neurosci.* (2014) doi:10.1523/JNEUROSCI.1860-14.2014.

How the deposited data were processed for this re-analysis (not part of the article)

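RNA-seq of 13-month-old mice was analysed in 27 of the 34 samples listed for the study: hippocampal tissue of 4 control, 5 Hdac1 cKO, 6 5XFAD and 5 compound (Hdac1 cKO; 5XFAD) mice, and GFAP+ nuclei from the cortex of 3 control and 4 Hdac1 cKO mice. The other 7 samples, control sample 2 of the GFAP+ nuclei and 6 ChIP-seq samples, were not analysed here. Each sample's group was taken from its label, and its age from the paper, with the label's age where the label gives one. The RNA-seq of 3-month-old mice was not used here.

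The files that the authors deposited hold FPKM values, 1 value per gene and mouse, for the same 23951 genes in every file. For the hippocampal libraries the authors sequenced the 3′ ends of transcripts by 3′ Digital Gene Expression, aligned the reads with Tophat2 and computed the FPKM values with Cufflinks from the UCSC gene annotation of mm9. FPKM divides by transcript length, although a 3′ library yields fragments from only one end of each transcript. A constant per-gene factor of this kind leaves fold changes between mice unchanged, but it moves genes relative to the filter on low FPKM and to the pseudocount. The paper's text names no further normalization between samples, and none was added in the main comparisons. The files give no fragment counts, so no count-based model, confidence interval or detection limit was computed. The relative depth of the libraries was estimated from the sizes of the smallest steps between FPKM values, which are multiples of what 1 fragment contributes. It ranged from 0.754 to 2.35 among the 20 hippocampal libraries and from 0.869 to 1.26 among the 7 libraries of GFAP+ nuclei, each set relative to its control 1. A gene listed at 0 was therefore not detected at the depth of that library, which does not show that it was absent. Between 7423 and 8577 genes were listed at 0 per hippocampal library.

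Values were transformed to log2(FPKM + 1), and genes with a mean of at least 0.5 FPKM over the samples in a comparison were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend and robust moderation of the variances. Only the groups compared entered each fit, and no covariate was used. A DEG had a fold change of at least 1.5 and an unadjusted p under 0.05, the thresholds of the paper's methods. The paper's RNA-seq methods do not name the test behind them. The number of genes with a Benjamini-Hochberg adjusted p under 0.05 was given beside the number of DEGs. The interaction of Hdac1 loss and 5XFAD was fitted over all 20 hippocampal mice. Single genes, marker scores and gene lists were compared with two-sided exact permutation tests of the mice, and gene counts with two-sided Fisher's exact tests. Correlations over 10 mice or more used 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used for these steps.

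The limma fits were tested on simulated data. Each gene was drawn independently from a normal distribution with the mean and the within-group spread of a real gene. In each fit a log2 change of 1.5 was added to 200 genes with a mean log2(FPKM + 1) above 2, so genes of low FPKM were not tested this way. At an adjusted p under 0.05, the fits called 97.5% of them for Hdac1 cKO against control, 94.0% for 5XFAD, 94.5% for compound mice, 95.5% for compound against 5XFAD mice, 80.0% for the GFAP+ nuclei and 91.5% for the interaction, with between 4 and 13 false calls. The thresholds for DEGs recovered between 98.0% and 99.0% of the changed genes, with between 145 and 360 false calls among the genes that had not been changed. No sign was wrong.

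Genes were named by a fixed rule. It took the genes of Fig. 2b, Fig. 2d, Fig. 6a and Supplementary Fig. 2e, the genes Hdac1, Hdac2, Ogg1 and Gfap, and for each comparison up to 3 rises and 3 falls, the largest among genes with an adjusted p under 0.05 whose groups did not overlap. Other genes are named as checks of the labels or as markers (Thy1, Ttr and Trem2), or because a list was short. A gene covered by the rule is not reported here. Marker genes for 8 cell types or tissues were listed by hand, and a score was the mean log2(FPKM + 1) over a list. Promoters were read from the mm9 genome at the TSS of the matched gene annotation, by symbol for 20903 genes and by synonym for 1154, and searched for the GC box GGGGCGGGG on either strand within 500 bp of the TSS. Solute carriers were counted by symbol. HOMER motifs, gene ontology sets and the paper's cell-type marker table were not used here.

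The alternatives tried were a pseudocount of 0.1, no filter or a filter at 1 FPKM, quantile normalization and median scaling, per-gene variances without moderation, limma without the trend and robust options, all 4 hippocampal groups in one fit, the fold change from the ratio of mean FPKM, a block for mice with the same replicate number, and each mouse left out in turn. For lists of genes they also included an adjusted p under 0.05. For promoters they included the shorter core GGGCGG, the 500 bp upstream of the TSS alone and a logistic regression with GC content, and for marker scores the median over the markers. Other splits of the mice into groups of the same sizes were fitted to see how often they gave as many genes, with 100 splits drawn at random where there were more than 100.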

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

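The tests in this part on genes apart in single mice, on Prkcd, Kcne3, Mir692-1 and on Cst7, Ccl3 and Ccl4 were chosen only after the results were seen.

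A mouse or sample stood apart from its group in 36 of the 302 sets of values examined, where the gap to its nearest neighbour took up more of the group's range than Dixon's criterion allows. By chance about 15.1 of 302 would do so, and genes that rise and fall together are not separate tests. The shares below are the gap divided by the range of the group.

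Hdac1 cKO mouse 5 or compound mouse 1 lay above the rest of its group in 10 genes, several of them transporters of Fig. 2b. In Hdac1 cKO mouse 5 these were Slc4a5 (0.881, at 0.875 FPKM against at most 0.104), Slc16a8 (0.858), Prkcq (0.907) and Mir692-1 (1). In compound mouse 1 they were Kl (0.942, at 9.56 FPKM against at most 1.81), Slc4a5 (1), Slc16a8 (0.894), Slc13a4 (0.838), LOC100503676 (0.830), Slc12a4 (0.826), Gpx8 (0.775), Gpx3 (0.733) and Mir692-1 (1). The choroid plexus marker score also set these mice apart, at 2.27 in Hdac1 cKO mouse 5 (0.833) and 4.24 in compound mouse 1 (0.871). A candidate explanation is a different amount of choroid plexus in the dissected tissue. In the 6 5XFAD mice, which include neither of these mice, 7 of the 10 genes had a correlation with the choroid plexus marker score above 0.5, so this explanation remains for those 7. The other 3 (Gpx3, Slc12a4 and Mir692-1) had none above 0.5, and their cause was not tested further. Mir692-1 also stood apart in 5XFAD mouse 4 (0.657, at 191 FPKM against at most 65.5).

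A control mouse stood apart in 4 genes: Ccl4 in control mouse 4 (1, at 2.74 FPKM with the others at 0), Cst7 in control mouse 3 (0.943), Mthfs in control mouse 3 (0.834) and Mir692-1 in control mouse 1 (1). Choroid plexus tissue was tested as the explanation, and only 1 of these genes, Mir692-1, had a correlation with the choroid plexus marker score above 0.5 in the mice that are not controls. Control mouse 1, which was high in Mir692-1, had the lowest choroid plexus marker score of the control mice, 1.79, so choroid plexus tissue does not account for that value either. No biological explanation was tested for single mice, since the design gives none within a group.

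Prkcd stood apart in Hdac1 cKO mouse 4 (0.776, at 11.0 FPKM), 5XFAD mouse 6 (0.744, at 28.5 FPKM against at most 12.3) and, below its group, in GFAP+ Hdac1 cKO sample 2 (0.870), and the thalamus marker score in control mouse 4 (0.923) and 5XFAD mouse 6 (0.637). Thalamic tissue in the hippocampal dissection could raise both. Over the 20 hippocampal mice, Pearson's r of Prkcd with the thalamus marker score was 0.685 (permutation p = 0.00363, adjusted p = 0.00366 over 6 relations) and Spearman's rho was 0.208 (permutation p = 0.379). Without the 2 mice farthest from the median score r was -0.110, so the relation rests on those mice. Hdac1 cKO mouse 4 had the lowest thalamus marker score of its group, 1.68, so thalamic tissue does not account for its Prkcd. For 5XFAD mouse 6 the pattern cannot be told apart from this explanation.

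Mthfs also stood apart in Hdac1 cKO mouse 2 (0.764) and, below its group, in GFAP+ Hdac1 cKO sample 1 (0.838), and Slc18a2 in compound mouse 2 (0.745). In the GFAP+ Hdac1 cKO nuclei, sample 4 stood apart in 1700026L06Rik, Ccl4, Kcne3 and Slc39a4 (1 for each), where the other 3 samples were listed at 0, and in Slc16a8 (0.844). Sample 3 did so in Ccl3 (1), and sample 2 lay below its group in Hspa5 (0.859) and Slco1c1 (0.840). Several of these genes are near 0 FPKM, where a single sample above 0 meets the criterion. The causes of these values were not tested.

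Signals outside the genes that the paper discusses were also seen. Kcne3 rose by 1.42 on the log2 scale in Hdac1 cKO mice and is listed at 0 in all 4 control mice, higher in 5 of 5 mice. If the loss of Hdac1 raised Kcne3, it should also be higher in compound than in 5XFAD mice, and it was not (two-sided exact permutation test, p = 0.831). Low values in the 4 controls may thus account for the rise.

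Cst7, Ccl3 and Ccl4 were higher by 5.71, 3.11 and 3.09 on the log2 scale in 5XFAD mice, in 6 of 6 mice, and Cst7, Ccl4 and Ccl3 by 6.29, 4.36 and 3.88 in compound mice, in 5 of 5 mice. More microglial RNA in the tissue is one explanation. The largest rise among the 18 microglia markers in 5XFAD mice was 2.35 (Trem2), less than that of any of the 3 genes. The 3 genes were chosen as the largest rises, so this outcome was fixed by the choice. It cannot decide whether more microglial RNA alone accounts for them. A higher expression per cell may contribute, as a hypothesis that tissue RNA cannot separate from more microglial RNA or a new cell population.

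In GFAP+ nuclei, Mir692-1 was higher by 6.05 and Socs2 by 2.87 on the log2 scale in Hdac1 cKO than in control samples, in 4 of 4 samples. Mir692-1 is listed at 0 in 13 of the 20 hippocampal libraries, in mice of each genotype, so values of 0 in 3 control samples may come from whether the authors' processing assigned fragments to this short gene at all. Socs2 was above 0 in every sample, and its cause was not tested. In whole hippocampus it was at 13.6 FPKM in control and 16.9 FPKM in Hdac1 cKO mice (two-sided exact permutation test, p = 0.127).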

How the results depend on the processing

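All alternatives were set before the data were examined. The test of all splits and the splits for counts at an adjusted p were chosen only after the results were seen. A count of genes was taken as moved when it changed by more than 1.5 times, a share when it changed by more than 10 percentage points, and a test when its direction or its side of 0.05 changed.

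The number of DEGs between Hdac1 cKO and control mice stayed within 1.5 times of 480 in every alternative tried, from 411 to 659 with single mice left out, and so did the number between compound and control mice, from 557 to 755. The downregulated share was between 79.7% and 86.2% with single mice left out, and 95.5% among genes with an adjusted p under 0.05. The log2 fold change of Hdac1 kept its sign throughout.

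The count of genes with an adjusted p under 0.05 was less stable. For Hdac1 cKO against control, 22 genes became 9 without the filter on low FPKM, 8 without the trend and robust options, 1 with all 4 hippocampal groups in one fit and 0 with per-gene variances, where 1650 genes had an unadjusted p under 0.05. It was from 2 to 290 with single mice left out, 290 being the value without control mouse 1. For 5XFAD the 102 genes became 54 with per-gene variances, and were from 69 to 129 with single mice left out. For compound against control mice, 95 became 14 with per-gene variances, 62 without the trend and robust options and 207 with all 4 groups in one fit, and from 41 to 105 with single mice left out. For compound against 5XFAD mice, 1 became 3 with all 4 groups in one fit and from 1 to 4 with single mice left out. For GFAP+ nuclei, 2 became 0 with per-gene variances, where 758 genes had an unadjusted p under 0.05, and from 2 to 9 with single samples left out; the number of DEGs became 226 with per-gene variances and from 384 to 531 with single samples left out. The cause was not tested.

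The pseudocount and the way the fold change was taken moved several counts. With a pseudocount of 0.1 the DEGs of 5XFAD rose from 425 to 641 and those of compound against 5XFAD mice from 184 to 325, and with the ratio of mean FPKM they rose to 688 and 341. The upregulated genes shared by all 3 groups were 18 and 16 under these settings in place of 4, 7 without the filter on low FPKM and 9 with all 4 groups in one fit. The share of 5XFAD DEGs also found in compound mice was 51.8% and 50.1%, in place of 61.9%. With single mice left out, the DEGs were from 410 to 605 for 5XFAD and from 183 to 251 for compound against 5XFAD mice, and the shared upregulated genes from 2 to 18. The 54 shared downregulated genes became 26 with per-gene variances and from 30 to 202 with single mice left out. At an adjusted p under 0.05, no gene was shared by all 3 groups in either direction, against 54 and 4 at an unadjusted p under 0.05. The interaction had 0 genes at an adjusted p under 0.05, with 1290 at an unadjusted p under 0.05, and from 0 to 1 with single mice left out. The cause was not tested.

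With a block for mice that share a replicate number, 0 genes had an adjusted p under 0.05 for Hdac1 cKO (with 1522 at an unadjusted p under 0.05), 48 for 5XFAD, 34 for compound against control mice and 5 for GFAP+ nuclei. The shared downregulated genes were 34, the share of 5XFAD DEGs also found in compound mice 48.5%, the odds ratio of the GC box in compound mice 0.739, and the difference in the neuron score of compound mice -0.00568, which reversed. Same-numbered mice are different animals, and the residuals of mice with the same number were not alike, with a mean correlation across genes of 0.0165, -0.00800, -0.0198, -0.0265 and 0.00247 in the 5 comparisons, so this pairing has no basis in the values.

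The genes downregulated in Hdac1 cKO mice were lower in 5XFAD mice under each alternative. The exact p passed from 0.0571 to under 0.05 with a pseudocount of 0.1 (median log2 fold change -0.65) and with the ratio of mean FPKM (-0.43). It did so too without control mouse 1 (exact p = 0.0119) and without Hdac1 cKO mouse 1 (exact p = 0.0381), 2 (exact p = 0.0333) or 5 (exact p = 0.0429), and the median was from -0.62 to -0.50 with single mice left out. In compound mice the median was from -0.70 to -0.59, and some of the fits that left out one mouse no longer passed 0.05. Fewer mice also raise the smallest p that can be reached.

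The odds ratio of solute carriers became 0 among the genes with an adjusted p under 0.05, since none of the 21 genes is a solute carrier. A list that short can hold none by chance, so this does not show a change of direction. The GC box was less frequent among downregulated DEGs than among other genes in each setting for Hdac1 cKO, 5XFAD and compound against control mice. The test no longer passed 0.05 with an adjusted p under 0.05 for the list (odds ratios 0.384, 0.434 and 0.543), nor with GC content in a logistic regression (0.904, 0.749 and 0.803), so the lower GC content of these promoters accounts for a part of the difference. With single mice left out the odds ratio was from 0.459 to 0.761 for 5XFAD and from 0.530 to 0.790 for compound mice. Against 5XFAD mice, the odds ratio of 0.799 for compound mice reversed to 1.01 without the filter on low FPKM, to 1.03 with the 500 bp upstream alone and to 1.18 with GC content. It passed 0.05 with GGGCGG (0.510), and was from 0.472 to 0.985 with single mice left out. A setting that left fewer than 5 genes in a list gave no odds ratio. The cause was not tested.

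Marker scores of microglia and astrocytes in 5XFAD and compound mice passed 0.05 in each setting with a test. The microglia score of Hdac1 cKO mice was 0.18 higher by the median over markers and no longer passed 0.05, and was from 0.0773 to 0.130 with single mice left out, where most fits no longer passed 0.05 (exact p of 0.0536 or 0.0571). The neuron score of Hdac1 cKO mice reversed to -0.000369 by the median and was from 0.0618 to 0.0914 with single mice left out, where it no longer passed 0.05 in any fit but that without control mouse 1 (exact p from 0.0571 to 0.0893). The neuron scores of 5XFAD and compound mice were close to 0, with reversals to -0.00599 and -0.00560 in 5XFAD mice and -0.00105, -0.00568 and, by the median, -0.00617 in compound mice, and highest values of 0.0235 and 0.0383. The choroid plexus score was from -3.46 to -2.35 in Hdac1 cKO, from -2.04 to -0.93 in 5XFAD and from -3.00 to -1.89 in compound mice with single mice left out, and its test passed 0.05 in both of the latter without control mouse 1. In compound mice the test also passed without compound mouse 1, at a difference of -2.83 (exact permutation p = 0.0286). In Hdac1 cKO mice it no longer passed 0.05 without Hdac1 cKO mouse 1, 2, 3 or 4 (exact permutation p = 0.0571 in each). Among single genes, Ccna1 reversed to 0.0443 without Hdac1 cKO mouse 5, and was from -0.193 to 0.0443 over such fits. For the other single genes, 28 results became weaker and 21 stronger across the alternatives.

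Other splits of the mice into groups of the same sizes gave as many DEGs in 1 of 100 splits for Hdac1 cKO (the real one, against a median of 131 DEGs in the others), 1 of 100 for 5XFAD (the real one, median 145) and 2 of 100 for compound mice (median 184). For Hdac1 cKO and 5XFAD no other split drawn gave as many, while for compound mice another split gave 641 against the real 608. They did so in 7 of 100 for compound against 5XFAD mice (median 131) and 13 of 35 for GFAP+ nuclei (median 329), so these 2 counts of DEGs cannot be told apart from other groupings. Among the splits that part each same-numbered pair, which are too few to reach a share under 0.05 in all but the compound against 5XFAD comparison, the counts were 1 of 16, 1 of 16, 1 of 16, 4 of 32 and 2 of 8 in the same order. For genes at an adjusted p under 0.05 they were 1 of 16, 1 of 16, 2 of 16, 5 of 32 and 8 of 8. The interaction gave 0 genes, which each of the 100 groupings drawn necessarily reached, while its 1290 genes at an unadjusted p under 0.05 were reached in 3 of 100. The fits on simulated data called most of the changed genes at these group sizes.

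The files give no fragment counts, so the precision of genes of low FPKM is known only from the spread between mice.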

Differences from the paper's values

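In each comparison below, the value here comes from the deposited FPKM values with limma on log2(FPKM + 1) and the paper's thresholds.

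The downregulated DEGs in 5XFAD mice numbered 177, against the paper's 288. Of the 20 alternatives set before the data were examined, these came within 1.5 times of it: a pseudocount of 0.1 (249), the ratio of mean FPKM as the fold change (292), the replicate block (210), and leaving out control mouse 1 (360), control mouse 2 (222), 5XFAD mouse 2 (209), 5XFAD mouse 3 (204) or 5XFAD mouse 6 (207). The others, from 123 to 191, did not.

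The downregulated DEGs shared by Hdac1 cKO, 5XFAD and compound mice numbered 54, against the paper's 150. There were 30 alternatives with the paper's thresholds set before the data were examined. Only leaving out control mouse 1 came within 1.5 times of 150, with 202. The others gave 26 to 76. An adjusted p under 0.05 gave 0. The upregulated DEGs shared by the 3 groups numbered 4, against the paper's 19. A pseudocount of 0.1 (18) and the ratio of mean FPKM (16) came within 1.5 times of 19. So did leaving out control mouse 2 (18) or control mouse 4 (16). The others with the paper's thresholds, from 2 to 11, did not, nor did an adjusted p under 0.05, which gave 0.

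Hdac1 cKO and 5XFAD mice shared 94 downregulated DEGs, against about 200 in the paper's Fig. 4g, read by eye. The ratio of mean FPKM (151) and leaving out control mouse 1 (261) came within 1.5 times of it. The others, all of them lower, did not. 5XFAD and compound mice shared 80, against about 170 in the paper's Fig. 4g, read by eye. The ratio of mean FPKM (116) and leaving out control mouse 1 (221) came within 1.5 times of it. The others, from 43 to 99, did not.

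The genes upregulated in compound compared with 5XFAD mice numbered 99, against the paper's 149. The gap was closed by a pseudocount of 0.1 (162), no filter on low FPKM (104), quantile normalization (106), median scaling (110), the ratio of mean FPKM (169), the replicate block (115) and by 8 of the fits that each left out one mouse. These were the fits without 5XFAD mouse 2 (103), 3 (127), 4 (105) or 6 (105), and without compound mouse 1 (102), 2 (109), 3 (129) or 5 (128). The others, from 79 to 99, did not come within 1.5 times.

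The downregulated DEGs of GFAP+ Hdac1 cKO nuclei numbered 202, against about 370 in the paper's Supplementary Fig. 14, read by eye. Leaving out GFAP+ control sample 1 (272) or 4 (323), or Hdac1 cKO sample 3 (302) or 4 (276), came within 1.5 times of it. The others, from 105 to 230, did not. Control sample 2 was not analysed here.

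The paper reports SP/KLF motifs as enriched at the promoters of genes downregulated in Hdac1 cKO, 5XFAD and compound mice. The GC box GGGGCGGGG was less frequent there than at other genes, with odds ratios of 0.621, 0.481 and 0.595. No alternative raised one of these odds ratios above 1. The GC box was also less frequent at upregulated DEGs, with odds ratios of 0.921, 0.639 and 0.526 in the same order. The paper describes the genes downregulated in compound compared with 5XFAD mice as the least enriched, and among the 4 lists of downregulated DEGs of hippocampus the odds ratio was highest for that list, at 0.799.

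Of the genes that the paper shows as downregulated in Fig. 2b or Fig. 2d, Dnajc3, Hspb6, Kcnk10, Nfe2l2, Prkcd, Slc16a6, Slc18a2 and Slc22a8 were lower in Hdac1 cKO mice but were not DEGs here. Dnajc3 was a DEG with a pseudocount of 0.1, with the ratio of mean FPKM and without control mouse 1, control mouse 4, Hdac1 cKO mouse 1 or Hdac1 cKO mouse 4. Hspb6 was one without control mouse 1 or Hdac1 cKO mouse 1, Kcnk10 with a pseudocount of 0.1, with the ratio of mean FPKM and without control mouse 2, and Nfe2l2 with the ratio of mean FPKM and without control mouse 4. Prkcd was one without control mouse 1 or control mouse 2, Slc16a6 without control mouse 1, and Slc22a8 with a pseudocount of 0.1 and with the ratio of mean FPKM. Slc18a2 was a DEG in 0 of the 19 alternatives. Of the genes that the paper shows as upregulated in Fig. 2d, Sertad1 and Stk40 were higher but were not DEGs. Sertad1 was one with a pseudocount of 0.1 and without control mouse 2, control mouse 4 or Hdac1 cKO mouse 4, and Stk40 with a pseudocount of 0.1, with the ratio of mean FPKM and without control mouse 1.

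The paper tested markers of neurons, astrocytes and microglia and reports none as enriched among the DEGs of Hdac1 cKO mice. With other marker lists than the paper's, 0 markers of these 3 types were among those DEGs here. Of types that the paper did not test, 24 of 24 choroid plexus markers and 6 of 7 ependymal markers were among the downregulated DEGs. The paper's supplement finds astrocyte markers enriched among the downregulated, not the upregulated, DEGs of 5XFAD mice, and 0 of 15 astrocyte markers were downregulated DEGs here (two-sided Fisher's exact test, p = 1). A list of 15 markers can hold none by chance, so this does not contradict the paper's enrichment. The paper assigns the genes downregulated in all 3 groups to ion transport. Solute carriers, the only such family counted here, were 2 of 54 of these genes (two-sided Fisher's exact test, p = 0.249).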

Other observations

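The tests in this part on sequencing depth, on sets of libraries, on a slope per gene, with random lists and with other marker scores were chosen only after the results were seen. The choroid plexus score, the thalamus score and the test of shared controls were chosen earlier, the first after Fig. 2b had been read.

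The genes downregulated in Hdac1 cKO mice followed the amount of choroid plexus RNA in the tissue. The mean log2(FPKM + 1) of these genes, without the markers themselves, had a Pearson's r of 0.883 with the choroid plexus marker score over the 16 mice that are not controls (permutation p = 3e-05, adjusted p = 9e-05 over 6 relations; Spearman's rho 0.835, permutation p = 7e-05; r without the 2 mice farthest from the median score 0.799). With group means removed r was 0.943 (permutation p = 1e-05, the smallest that the permutations can give). Within the 6 5XFAD mice, which did not take part in choosing the genes, r was 0.985 (exact permutation p = 0.00139), rho was 1, and r was 0.989 over the 4 mice left without the farthest 2. Of 10000 random lists of 385 genes, 100% had a lower r over the 16 mice, with a median of 0.108. A candidate explanation is that the dissections of control mice 2, 3 and 4 carried more choroid plexus than those of the other mice. Control mouse 1 had a choroid plexus marker score of 1.79, within the range of the Hdac1 cKO mice, and without it the number of genes with an adjusted p under 0.05 rose from 22 to 290.

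Several tests bear on how far this explanation reaches. With the choroid plexus marker score as a covariate, 73 of the 409 downregulated DEGs kept their call, but the score and the genotype overlap so much that this cannot separate them, and the neuron score as a covariate left 125, the ependymal score 40 and the endothelial score 341. A slope of each gene on the score was therefore estimated within the groups of mice that are not controls and applied to all mice. After this correction 32.0% of the downregulated DEGs of Hdac1 cKO mice kept their call, and their median log2 fold change went from -0.88 to -0.43. The correction also made new calls, with 398 downregulated DEGs after it in place of 409 and 220 upregulated ones in place of 71. The same correction with the astrocyte score left 93.9%, with the thalamus score 81.4%, with the neuron score 65.0% and with the ependymal score 21.0%. For the downregulated DEGs of 5XFAD mice 50.8% kept their call, just above the 50% set as the limit, for those of compound mice 43.8%, and of the genes downregulated in all 3 groups 18.5% kept all 3 calls. In these mice the correction was not specific, since the microglia score left 45.8% for 5XFAD and 51.0% for compound mice, and the astrocyte score 58.8% and 57.6%. The ependymal score left 37.9% for 5XFAD and 45.2% for compound mice. It left fewer calls than the choroid plexus score in 5XFAD and in Hdac1 cKO mice, so the correction does not separate these 2 scores. Among the downregulated DEGs were 24 of 24 choroid plexus markers in Hdac1 cKO, 12 of 24 in compound and 0 of 24 in 5XFAD mice. The choroid plexus account is thus partial, clearest for Hdac1 cKO mice and weakest for 5XFAD mice. Genes that keep their call after the correction are not fully explained by it. With the score as a covariate, the log2 fold change of Hdac1 was -0.96. An effect of Hdac1 loss on choroid plexus or ependymal cells, which may also carry Nestin-Cre, would give the same pattern in Hdac1 cKO mice, and is not excluded. It would not account for the wide range among the 6 5XFAD mice, whose Ttr was between 53.8 and 7892 FPKM. The lower exact p for the ependymal score in Hdac1 cKO mice, 0.00794 for a difference of -1.15 in 5 of 5 mice, leaves both explanations open.

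Thalamic tissue was tested in the same way. The thalamus marker score was lower by 0.29 in Hdac1 cKO than in control mice (two-sided exact permutation test, p = 0.0873), a test that 4 mice against 5 leave weak. With this score 282 of the 409 downregulated DEGs kept their call as a covariate and 81.4% with the slope, so thalamic tissue is at most a partial explanation. For the relative depth of the libraries the same test gave p = 0.159 (two-sided exact permutation test), which does not exclude a difference in depth.

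The genes downregulated in all 3 groups may be shared in part because the 3 comparisons use the same 4 control mice. When the control mice were divided into pairs, with one pair used for Hdac1 cKO and either the same pair or the other one for 5XFAD, the number of genes downregulated in both, as a share of the shorter of the 2 lists, had a median of 56.4% with the same pair and 14.7% with separate pairs over the 6 divisions. The ratio of these shares was 0.260. The shares ranged from 34.7% to 71.7% with the same pair and from 9.56% to 28.3% with separate pairs. With control mice 1 and 2 used for Hdac1 cKO, the shares were 34.7% and 28.3%. There the separate pairs shared more genes, 79 against 58, from a longer 5XFAD list. At the median, a shared set of controls thus accounts for a large part of the overlap, and for less of it in that division. The 14.7% that remained was not compared with what chance gives.

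The sample labels give 13 to 14 months for control and Hdac1 cKO mice and 13 months for 5XFAD and compound mice. Of the 4 hippocampal groups, 0 have libraries in both sets of labels. If these sets were prepared separately, small changes between 5XFAD or compound and control mice could not be told apart from a difference between preparations, which would not account for changes as large as those of Thy1 or Cst7 in each mouse. The comparison of Hdac1 cKO with control mice and that of compound with 5XFAD mice lie within one set each.

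For the question whether the effect of Hdac1 loss differs between mice with and without 5XFAD, the interaction had 0 of 14389 genes with an adjusted p under 0.05, where 1290 genes (8.97%) had an unadjusted p under 0.05 and the smallest adjusted p was 0.226. Other groupings of the mice gave a median of 612 genes at an unadjusted p under 0.05, and 3 of 100 reached 1290 (1 of 100 within replicate numbers). No single gene is identified, and a difference spread over many genes is not excluded. Groups without overlap were found for 604 genes between Hdac1 cKO and control mice (4.23% of those tested, where chance gives 1.59%), 418 for 5XFAD (2.90%, chance 0.952%), 613 for compound mice (4.27%, chance 1.59%), 87 for compound against 5XFAD mice (0.607%, chance 0.433%) and 862 for GFAP+ nuclei (5.72%, chance 5.71%). Of the genes that Fig. 2b plots as downregulated, 28 were tested in GFAP+ nuclei and 0 were downregulated DEGs, with 1 at an unadjusted p under 0.05. Of its cyclin and CDK inhibitor genes 3 were tested there, and 2 were downregulated DEGs at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. Ogg1 was at 0.708 FPKM in control and 0.491 FPKM in Hdac1 cKO hippocampus, and at 3.00 FPKM in control and 2.13 FPKM in Hdac1 cKO GFAP+ nuclei, differences within the spread between samples.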
